# IL‐2/IL‐7‐inducible factors pioneer the path to T cell differentiation in advance of lineage‐defining factors

**DOI:** 10.15252/embj.2020105220

**Published:** 2020-09-15

**Authors:** Sarah L Bevington, Peter Keane, Jake K Soley, Saskia Tauch, Dominika W Gajdasik, Remi Fiancette, Veronika Matei‐Rascu, Claire M Willis, David R Withers, Peter N Cockerill

**Keywords:** differentiation, IL‐2, memory T cell, priming, transcription factor, Immunology, Signal Transduction

## Abstract

When dormant naïve T cells first become activated by antigen‐presenting cells, they express the autocrine growth factor IL‐2 which transforms them into rapidly dividing effector T cells. During this process, hundreds of genes undergo epigenetic reprogramming for efficient activation, and also for potential reactivation after they return to quiescence as memory T cells. However, the relative contributions of IL‐2 and T cell receptor signaling to this process are unknown. Here, we show that IL‐2 signaling is required to maintain open chromatin at hundreds of gene regulatory elements, many of which control subsequent stimulus‐dependent alternative pathways of T cell differentiation. We demonstrate that IL‐2 activates binding of AP‐1 and STAT5 at sites that can subsequently bind lineage‐determining transcription factors, depending upon what other external factors exist in the local T cell environment. Once established, priming can also be maintained by the stroma‐derived homeostatic cytokine IL‐7, and priming diminishes if *Il7r* is subsequently deleted *in vivo*. Hence, IL‐2 is not just a growth factor; it lays the foundation for T cell differentiation and immunological memory.

## Introduction

The adaptive immune system in mammals relies on T lymphocytes which express a wide range of immune modulators and defense molecules when they respond to a specific foreign antigen (Ag). Although T cells exit the thymus as mature T cells, they remain fixed in a relatively unresponsive state as naïve T cells until they undergo further differentiation triggered by encounters with antigen (Ag). CD4 helper T cells only acquire their true potential within the immune system after their commitment to differentiate to different types of effector T cells equipped to respond to different classes of pathogens presenting in different environments.

When naïve T cells are activated by Ag‐presenting cells for the first time via T cell receptor (TCR) and CD28 co‐receptor signaling, they rapidly turn on expression of the autocrine growth factor interleukin‐2 (IL‐2) and its receptor IL‐2Rα, and undergo extensive genome‐wide chromatin reorganization during their transformation into rapidly dividing T‐blast cells. This process is driven by the TCR/CD28‐inducible transcription factors (TFs) NFAT, AP‐1, NF‐κB, and EGR1 (Yukawa *et al*, 2019), and supported by the IL‐2‐inducible TFs AP‐1 and STAT5 (Liao *et al*, 2011a; Ross & Cantrell, 2018). Activation of STAT5 is mediated by phosphorylation via JAK1/3 which gets recruited to the IL‐2 receptor in response to binding of IL‐2 (Miyazaki *et al*, 1994), whereas AP‐1 induction involves transcriptional activation via RAS and kinase signaling, which is also activated by TCR signaling. These TFs, in turn, activate hundreds of inducible immune response genes and create thousands of open chromatin regions identified as DNase I hypersensitive sites (DHSs) which represent enhancer and promoter elements that activate the expression of inducible immune response genes. Once TCR signaling ceases and inducible TFs are down‐regulated, the majority of these sites disappear. However, ~ 3,000 regions are stably maintained as epigenetically primed DHSs (pDHSs) which function to preserve transcriptional and immunological memory once a T cell loses contact with an Ag‐presenting cell (Bevington *et al*, 2016). These pDHSs establish islands of active chromatin encompassing the inducible promoters and enhancers, thereby enabling the TCR‐inducible genes to be rapidly reactivated more efficiently when effector T cells and memory T cells re‐encounter Ag (Fig 1A; Bevington *et al*, 2016, 2017a,b). Furthermore, the majority of these pDHSs do not function as classical enhancers because their presence has no impact on steady‐state levels of transcription, or on the activity of reporter genes in transfection assays (Bevington *et al*, 2016, 2017a). Hence, pDHSs make it possible to maintain inducible genes in a poised non‐transcribed state while also enabling rapid reactivation. pDHSs are stably maintained in both rapidly dividing T‐blast cells *in vitro* and in quiescent memory T cells *in vivo* by binding constitutively expressed TFs such as RUNX1 and ETS1. However, many pDHSs also have binding sites for IL‐2‐inducible STAT5 and AP‐1 proteins, suggesting a potential additional role for IL‐2 in the formation and/or maintenance of these sites. Importantly, while the initial activation and any subsequent reactivation of immune response genes in T cells is highly dependent on TCR signaling, the maintenance of the proliferative response and transcriptional memory can be supported by just IL‐2 in the absence of Ag (Bevington *et al*, 2016).

**Figure 1:**
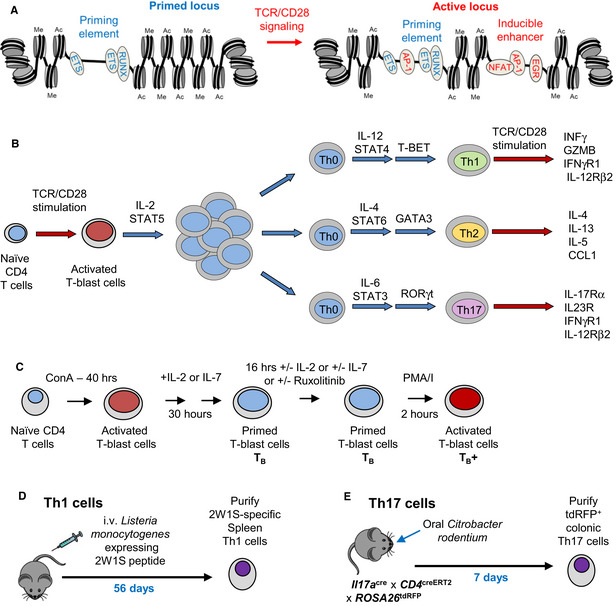
CD4 T cell activation and differentiation AModel of an epigenetically primed inducible locus before and after reactivation of TCR/CD28 signaling.BSchematic of alternative pathways of cytokine‐induced helper T cell differentiation in giving rise to Th1, Th2, or Th17 subtypes of helper T cells.CSchematic of T‐blast cell transformation. Purified CD4 T cells were activated with ConA for 40 h and maintained in IL‐2 or IL‐7 for 30 h as T_B_. Cells were cultured for a further 16 h ± IL‐2, IL‐7, or Ruxolitinib. Cells were re‐stimulated (T_B_+) with 20 ng/ml PMA and 2 mM calcium Ionophore (PMA/I) for 2 h.D, ESchematics of the procedures for generating Th1 cells in response to intravenous infection of bacteria (D) and Th17 cells by oral infection with bacteria (E).

IL‐2 binds to its receptor via the IL‐2‐specific chain IL‐2Rα but signals via the common gamma chain (γc) which is shared by the receptors for five other cytokines (IL‐4, IL‐7, IL‐9, IL‐15, and IL‐21) (Liao *et al*, 2011a; Ross & Cantrell, 2018; Leonard *et al*, 2019) which are important for the action and response of many cells in the immune system (Read *et al*, 2016; Ross & Cantrell, 2018). IL‐2, IL‐7, and IL‐15 are collectively integral to the establishment, homeostasis, and maintenance of memory T cells (Raeber *et al*, 2018). Although the role of IL‐2 as a T cell growth factor for recently activated T cells has been known for many decades (Morgan *et al*, 1976), it also plays an important role during memory T cell formation since loss of IL‐2 signaling early during T cell activation impairs subsequent memory T cell recall (Williams *et al*, 2006; Pepper *et al*, 2011). Furthermore, IL‐2 is also needed early during T cell activation for the later expression of IL‐7Rα, which is required for the formation of the memory T cell pool (Dooms *et al*, 2007).

Following their initial activation, CD4 T cells are normally destined to differentiate to become specialized effector helper T (Th) cells, such as Th1, Th2, or Th17, which each express a different specific subset of immune response genes (Zhu *et al*, 2010). This process is driven by different cytokines which are expressed by various cell types in response to different pathogens (Fig 1B). Cytokine activity triggers signaling via different classes of STAT proteins and activates expression of alternative lineage‐determining TFs, depending upon the circumstances: Viral and bacterial infections typically result in local expression of IL‐12, which triggers signaling via STAT4 and expression of the TF T‐BET (*Tbx21*) which drives Th1 differentiation and expression of IFNγ (Szabo *et al*, 2003); parasitic infections typically result in local expression of IL‐4, which triggers signaling via STAT6 and expression of the TF GATA3 which drives Th2 differentiation and expression of IL‐4 and IL‐5 (Ansel *et al*, 2006); mucosal membrane infections typically result in local expression of IL‐6, which triggers signaling via STAT3 and expression of the TF RORγt (*Rorc*) which drives Th17 differentiation and expression of IL‐17 (Littman & Rudensky, 2010). It has previously been widely presumed that factors such as T‐BET, GATA3, and RORγt function as true pioneer factors, much like the archetypal pioneer factor FOXA1 (Cirillo *et al*, 2002), and are able to initiate the process of opening up previously inaccessible chromatin domains, thereby triggering lineage‐specific gene expression.

While it is accepted that epigenetic modifications and TF action play crucial roles in T cell activation, differentiation, and memory (Abdelsamed *et al*, 2018), little is known regarding the extent to which γc cytokines contribute to the establishment or maintenance of epigenetic modifications acquired by previously activated T cells, and for the priming the cytokine‐dependent induction of terminal T cell differentiation. STAT5, AP‐1, and IL‐2 have been implicated in the regulation of T cell activation and polarization in Th1 (Shi *et al*, 2008; Liao *et al*, 2011b; Zeng *et al*, 2016), and Th2 cells (Ben‐Sasson *et al*, 1990; Le Gros *et al*, 1990; Rincon & Flavell, 1997; Hartenstein *et al*, 2002; Zhu *et al*, 2003; Cote‐Sierra *et al*, 2004; Yamane *et al*, 2005; Betz *et al*, 2010; Ross & Cantrell, 2018) with enrichment of AP‐1 and STAT motifs at distal elements that were also enriched with motifs for lineage‐specific transcription factors (Zeng *et al*, 2016). Finally, IL‐2 contributes directly to Th1 differentiation by promoting expression of IL‐12Rβ1 and IL‐12Rβ2, and to Th2 differentiation by promoting expression of IL4‐Rα and by priming the locus control region (LCR) of the locus encompassing genes encoding the Th2 cytokines IL‐4, IL‐13, and IL‐5 (Liao *et al*, 2008, 2011b).

To determine the role of IL‐2 in this process, we examined the *in vitro* responses of recently activated T cells to short‐term withdrawal of IL‐2. We show that IL‐2 is required to maintain 1,000 pDHSs bound by STAT5 and AP‐1 in recently activated and rapidly proliferating CD4 T‐blast cells and that most of these sites also represent DHSs that respond subsequently to lineage‐defining cytokines and TFs. Thus, IL‐2 signaling does not just act early to support transformation of quiescent naïve T cells but plays a genome‐wide role in establishing lineage‐specific patterns of gene regulation long before the first appearance of lineage‐specific factors.

## Results

### IL‐2 is required to maintain a subset of DHSs in recently activated T‐blast cells

To identify specific roles for IL‐2 signaling in T cell development, we investigated its contribution to maintaining pDHSs in recently activated proliferating CD4 T‐blast cells (T_B_). We performed multiple genome‐wide analyses of actively dividing T‐blast cells immediately after a cycle of transient TCR activation, followed by culture with IL‐2, but before the cells are polarized toward different T helper cell subsets in the presence of lineage‐defining cytokines and TFs. Hence, we are studying very early reprogramming events that take place in Th0 cells prior to terminal differentiation which can take several additional days or weeks (Agarwal & Rao, 1998).

To investigate the role that this pan T cell‐specific cytokine plays in maintaining priming in Th0 cells, we employed an *ex vivo* T‐blast transformation model system (Fig 1C). In this model, TCR signaling is activated in CD4 naïve T cells (T_N_) using concanavalin A (ConA) for 40 h, and following transformation, rapidly proliferating T‐blast cells are maintained in culture and undergo several cell divisions in the presence of IL‐2 in place of ConA. In the presence of just IL‐2, the transcriptional profile of TCR‐inducible genes in T_B_ cells returns to steady‐state levels more similar to that seen in T_N_ cells prior to transformation. However, many of the recently activated immune response genes still maintain epigenetic priming in the absence of TCR/CD28 signaling, thereby enabling much faster reactivation by TCR signaling than occurs in T_N_ cells (Bevington *et al*, 2016). To assess the role of IL‐2 in the maintenance of this epigenetic priming, recently transformed T_B_ cells were first cultured with IL‐2 for 30 h and then for 16 h in the absence of IL‐2. Removal of lL‐2 from the cultures led to a significant reduction in *Il2ra* mRNA expression, suggesting that the contribution from any autologous IL‐2 will be limited (Fig EV1A).

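*Il2ra* encodes the alpha chain of the IL-2 receptor and lies on chromosome 2 from 11564419 to 11614818, on the plus strand (mm9, GENCODE M1 gene models). By RNA-Seq of 3 cultures per group, its level was 442 ± 279.7 TPM (a length-corrected share of all transcripts; SD, n = 3) in T_B_ IL-2 and 257 ± 324 TPM (SD, n = 3) in T_B_ IL-2nil with the libraries taken by their sample labels. These values are the authors' deposited FPKM values, rescaled to TPM and then to a common upper quartile. The difference was 1.42 in log2(TPM + 1), with a standard error (SE) of 1.03 and an adjusted P = 0.635 (limma, with Benjamini-Hochberg adjustment), and did not exceed the spread between cultures. The spread came from the library labelled T_B_ IL-2nil replicate 3, at 630.1 TPM, against 58.6 and 81.0 TPM in the other two T_B_ IL-2nil libraries. Table EV2, the paper's list of differentially expressed genes with a value for each library, holds the values of this library under T_B_+ IL-2 replicate 3, and holds those of the library labelled T_B_+ IL-2 replicate 3, where *Il2ra* was at 74.4 TPM, under T_B_ IL-2nil replicate 3. With these 2 libraries placed as in Table EV2, a setting chosen after the data were seen, T_B_ IL-2nil was at 71.3 ± 11.5 TPM (SD, n = 3), and the difference became 2.45 (SE 0.35, adjusted P = 0.000476), larger than the spread between cultures. Over 15 alternatives of processing, among them leaving out each library of the comparison in turn, the difference ranged from 0.78 to 2.48 as labelled, never with an adjusted P under 0.05 (0.127 to 0.976), and the largest value came without the library labelled T_B_ IL-2nil replicate 3. In the placement of Table EV2, it ranged from 1.96 to 2.83, with adjusted P values from 0.000164 to 0.0111.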

**Figure EV1:**
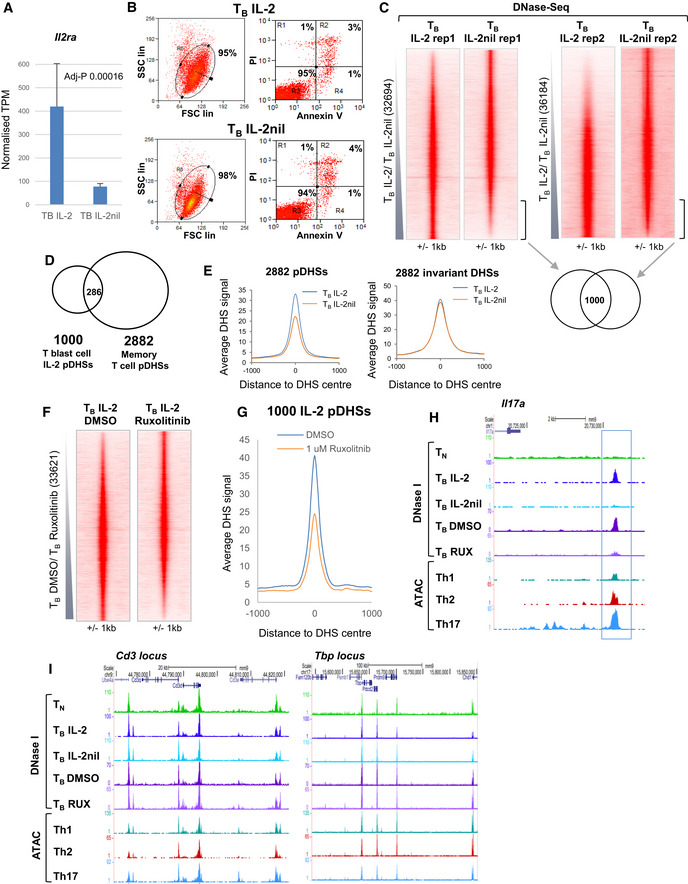
A subset of pDHSs in previously activated T cells are dependent on IL‐2 A
*Il2ra* mRNA levels in T_B_ IL‐2 and T_B_ IL‐2nil. Standard deviation is shown from 3 replicates. *P*‐values were calculated from the RNA‐Seq data using Limma with Benjamini‐Hochberg correction for multiple testing.BFlow cytometry plots showing the levels of Annexin V and Propidium Iodide (PI) staining on T_B_ IL‐2 and T_B_ IL‐2nil cells following purification.CDNase‐Seq tag density plots showing all peaks for replicate 1 (left), using panels taken from Fig 2A, and replicate 2 (right) ordered individually according to fold change of T_B_ IL‐2/T_B_ IL‐2nil. The number of peaks which are twofold enriched in T_B_ IL‐2 compared to T_B_ IL‐2nil and are common to both replicates is shown below.DVenn diagram showing the overlap between the 1,000 IL‐2 pDHSs and the 2,882 pDHSs defined in *in vivo*‐derived CD4 memory T cells (Bevington *et al*, 2016).EAverage DNase‐Seq tag density profile at the 2,882 memory pDHSs and 2,882 control invariant DHSs in T_B_ IL‐2 and T_B_ IL‐2nil.FDNase‐Seq tag density plots showing all peaks detected in T_B_ IL‐2 DMSO and T_B_ IL‐2 Ruxolitinib (33,621) ordered by increasing fold change of tag count for T_B_ DMSO compared to T_B_ Ruxolitinib.GAverage DNase‐Seq tag density profile at the at the 1,000 IL‐2 pDHSs in T_B_ IL‐2 DMSO and T_B_ IL‐2 Ruxolitinib.H, IUCSC genome browser tracks for the *Il17a* (J) and control regions at the CD3 gene cluster and *Tbp* locus (K). The blue box indicates a DHS which is inhibited by Ruxolitinib.

To measure levels of epigenetic priming, we performed DNase‐Seq to identify all open chromatin regions containing active regulatory elements. CD4 T_B_ cells were cultured in the presence or absence of IL‐2 (T_B_ IL‐2 and T_B_ IL‐2nil), non‐apoptotic live cells were purified (Fig EV1B) before DNase I treatment, and the DHSs were ranked according to the fold change in the DNA sequence tag count of peaks in T_B_ IL‐2 compared to T_B_ IL‐2nil (Figs 2A and EV1C). In the absence of IL‐2, 1,000 IL‐2‐dependent DHSs (IL‐2 pDHSs) were reduced in size by at least twofold in each of 2 replicates (Figs 2B and EV1C, Table EV1). Many of these IL‐2‐dependent sites (286) were included within the group of 2,882 primed DHSs that we previously showed were maintained *in vivo* in memory phenotype T cells (Bevington *et al*, 2016; Fig EV1D). Indeed, in the absence of IL‐2 there was a substantial reduction in average DNase I signal for the whole population of 2,882 *in vivo*‐defined pDHSs compared to a control group of 2,882 invariant DHSs shared by T_B_ and T_N_ (Fig EV1E).

**Figure 2:**
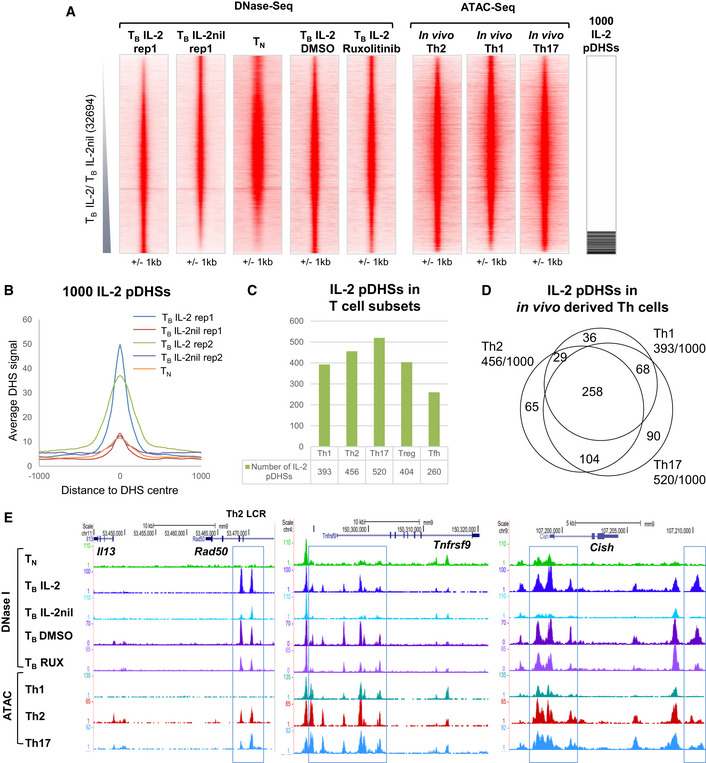
A subset of pDHSs in previously activated T cells are dependent on IL‐2 DNase‐Seq tag density plots showing all peaks detected in replicate 1 of T_B_ IL‐2 and T_B_ IL‐2nil (32,694) ordered by increasing fold change of tag count for T_B_ IL‐2 compared to T_B_ IL‐2nil. The sequence tag density is also shown in parallel at the same sites for the DNase‐Seq analyses of CD4 naïve T cells (T_N_), T_B_ IL‐2 DMSO, and T_B_ IL‐2 Ruxolitinib and ATAC samples from *in vivo*‐derived Th2 (Shih *et al*, 2016), Th1, and Th17 cells. The location of the 1,000 IL‐2 pDHSs is shown to the right.Average DNase‐Seq tag density profile for the 1,000 IL‐2 pDHSs in both replicates of T_B_ IL‐2 and T_B_ IL‐2nil samples, and for naïve T cells (T_N_).Number of IL‐2 pDHSs which are detected in *in vivo* purified CD4 T cell subsets (Shih *et al*, 2016; Garg *et al*, 2019; Chen *et al*, 2020).Overlap between the subsets of IL‐2 pDHSs which are present in *in vivo*‐derived Th1, Th2, and Th17 cells.UCSC genome browser tracks with examples of IL‐2 pDHSs within the locus control region (LCR) within the *Rad50* gene which controls the Th2 cytokines *Il13, Il4, and Il5,* plus IL‐2 pDHSs within the *Tnfrsf9 and Cish* loci. IL‐2 pDHSs are highlighted with blue boxes.

To investigate whether the IL‐2 pDHSs defined *in vitro* were also stably propagated in previously activated T cells *in vivo*, we looked to see whether they were present in purified *in vivo*‐differentiated T cells. For this purpose, we generated (i) Ag‐specific Th1 memory T cells by immunizing mice with attenuated *Listeria monocytogenes* expressing the 2W1S peptide (*Lm*‐2W1S), and purifying the 2W1S‐specific T cells 56 days later (Fig 1D; Pepper *et al*, 2010), and (ii) bonafide Th17 cells by orally infecting *Il17a* ^cre^ × ROSA26^tdRFP+^ mice with *Citrobacter rodentium* and sort purifying colonic tdRFP^+^ fate‐mapped CD4 T cells 7 days later (Fig 1E; Hirota *et al*, 2011). We also made use of published data sets from Th2 cells (Shih *et al*, 2016), regulatory T cells (Treg) (Garg *et al*, 2019), and T follicular helper cells (Tfh) (Chen *et al*, 2020). Significantly, we were able to detect open chromatin regions corresponding to 26–52% of the 1,000 IL‐2 pDHSs in each of these five subsets of differentiated CD4 T cells (Fig 2A and C). Furthermore, 65% of the 1,000 IL‐2 pDHSs were present in at least one of the Th1, Th2, or Th17 subsets (Fig 2D), indicating that IL‐2‐dependent pDHSs play additional roles in supporting Th differentiation, and are potentially also involved in the maintenance of priming by homeostatic cytokines such as IL‐7 and IL‐15 *in vivo*.

To investigate the role of JAK/STAT signaling from IL‐2 to the primed DHSs, we treated cells with the JAK1/2 inhibitor Ruxolitinib (INCB018424). T_B_ cells were cultured for 30 h in IL‐2 before addition of 1 μM Ruxolitinib for a further 16 h (Fig 1C). Ruxolitinib treatment was sufficient to suppress 36% of the IL‐2 pDHSs compared to the DMSO control, thereby identifying a subset of IL‐2‐dependent pDHSs that rely on STAT5 activity and not just AP‐1 (Figs 2A, and EV1F and G).

The IL‐2 dependence at pDHSs was exemplified by multiple regions that we previously identified as primed in recently activated T‐blast cells (Bevington *et al*, 2016), including the Th2‐specific LCR (Fields *et al*, 2004) within the *Rad50* gene (Fig 2E), which regulates an archetypal Th2‐specific cytokine gene cluster that includes *Il4, Il13,* and *Il5* (Bevington *et al*, 2017b), the *Tnfsr9* locus, and the IL‐2‐regulated *Cish* locus region (Li *et al*, 2017). For these loci, IL‐2 pDHSs were present in CD4 T_B_ IL‐2 and CD4 T_B_ DMSO cells, and they were reduced upon IL‐2 removal and by Ruxolitinib treatment. Furthermore, an IL‐2 and JAK1‐dependent DHS was detected in the *Il17a* locus, an archetypal Th17 gene (Fig EV1H). Although this DHS did not qualify as one of the 1,000 high confidence IL‐2 pDHSs, due to the peak being below the threshold for detection in the second T_B_ IL‐2 DNase‐Seq replicate, it was clearly present in the DMSO control used to define the Ruxolitinib sensitivity of this site, and in Th17 cells (Fig EV1H). Notably, as exemplified by the CD3 gene cluster and *Tbp* loci, removal of IL‐2 or treatment with Ruxolitinib did not result in a global reduction in DNase I hypersensitivity (Fig EV1I). In summary, our data show that IL‐2 signaling is needed to maintain epigenetic priming at recently reprogrammed committed gene loci prior to terminal T cell differentiation.

### IL‐2‐dependent DHSs bind IL‐2‐inducible factors

To define potential molecular mechanisms responsible for maintaining epigenetic and transcriptional priming at pDHSs, we sought evidence for specific priming factors binding to pDHSs so as to keep them in an open conformation poised for rapid reactivation. Using HOMER, we performed a *de novo* DNA motif search for enriched TF consensus DNA‐binding sequences within the IL‐2 pDHSs, which revealed that they were highly enriched in binding sites for the JAK1/2‐inducible factor STAT5 and the MAPK‐inducible factor AP‐1 (34 and 37% respectively) (Fig 3A).

**Figure 3:**
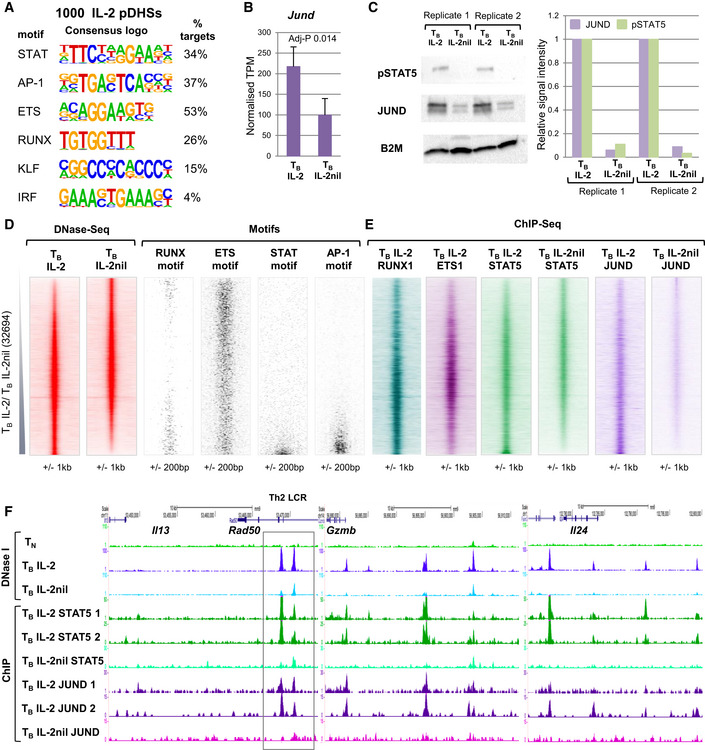
IL‐2 pDHSs bind IL‐2 regulated factors *De novo* identification of DNA consensus motifs enriched in the 1,000 IL‐2 pDHSs determined by HOMER.
*Jund* mRNA levels in T_B_ IL‐2 and T_B_ IL‐2nil. Standard deviation is shown from the mean of 3 samples. *P*‐values were calculated from the RNA‐Seq data using Limma with Benjamini‐Hochberg correction for multiple testing.Western blot analyses showing JUND and pSTAT5 protein levels in T_B_ IL‐2 and T_B_ IL‐2nil (left panel) with the signal calculated from 2 replicates relative to T_B_ IL‐2 in the right panel.DNA motif density plots (right) showing the location of binding motifs for RUNX, ETS, STAT, and AP‐1 transcription factors at the 32,694 DHSs detected in T_B_ IL‐2 and T_B_ IL‐2nil, as depicted in Fig 2A, ordered according to fold enrichment of DNase‐Seq tag counts in T_B_ IL‐2 compared to T_B_ IL‐2nil (left).DNA sequence tag density plots from ChIP‐Seq assays of RUNX1, ETS1, STAT5, and JUND in T_B_ IL‐2, and STAT5 and JUND in T_B_ IL‐2nil ordered as in (D).UCSC genome browser tracks at the *Il13/Il4/Il5* Th2 cytokine locus LCR (indicated by the gray box within the *Rad50* gene), *Gzmb* and *Il24* showing DNase‐Seq and ChIP‐Seq for STAT5 and JUND in T_B_ IL‐2 and T_B_ IL‐2nil. Replicate JUND and STAT5 ChIP‐Seq tracks are shown for T_B_ IL‐2.

We previously established that although the expression of most AP‐1 genes, including *Fos, Fosb, Jun, and Junb,* is highly TCR‐dependent in T cells, *Jund* mRNA is expressed at substantial levels in the presence of just IL‐2 (Bevington *et al*, 2016). In the present study, we confirmed that the expression of *Jund* mRNA and JUND protein is IL‐2‐dependent, as is the phosphorylation of STAT5 (Fig 3B and C). Furthermore, the locations of the STAT and AP‐1 consensus motifs were highly concentrated within the most strictly IL‐2‐dependent fraction of DHSs (Fig 3D). 

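*Jund*, the gene of an AP-1 subunit, lies on chromosome 8 from 73221638 to 73224515, on the plus strand. Its RNA-Seq level was 208 ± 63.5 TPM (SD, n = 3) in T_B_ IL-2 and, by the sample labels, 126 ± 98.8 TPM (SD, n = 3) in T_B_ IL-2nil. The log2 difference of 0.93 (SE 0.50, adjusted P = 0.51) did not stand out from the differences between cultures (limma), and without the library labelled T_B_ IL-2nil replicate 3 it was 1.52, with an adjusted P = 0.0504. With the libraries labelled T_B_ IL-2nil replicate 3 and T_B_+ IL-2 replicate 3 placed as in Table EV2, which was decided after seeing the data, T_B_ IL-2nil was at 88.8 ± 33.8 TPM (SD, n = 3) and the difference was 1.23 (SE 0.34, adjusted P = 0.0139). Of 15 alternatives to the latter, 13 kept the adjusted P under 0.05. The exceptions left out T_B_ IL-2 replicate 2 (1.03, adjusted P = 0.0587) or T_B_ IL-2nil replicate 2 (1.06, adjusted P = 0.0538). JUND protein and the phosphorylation of STAT5 were not analysed here.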

DNA motifs for the constitutively expressed RUNX and ETS family TFs were also highly enriched within the IL‐2 pDHSs (Fig 3A), but these motifs were not restricted to the IL‐2‐dependent DHSs (Fig 3D).

To confirm the identities of specific members of TF families bound at consensus motifs in pDHSs, we performed chromatin immunoprecipitation assays (ChIP‐Seq) for the IL‐2‐inducible TFs JUND and STAT5 in T_B_ IL‐2. Two replicate samples were used to confirm that both transcription factors were enriched at the IL‐2 pDHSs (Figs 3E and EV2A). We also performed a single ChIP‐Seq assay for JUND and STAT5 in T_B_ IL‐2nil just to confirm that their binding was indeed lost in parallel with the loss of pDHSs in the absence of IL‐2 (Figs 3E and EV2B). Curiously, strong STAT5 binding was also seen at the shared IL‐2‐independent DHSs in the absence of IL‐2 (Fig 3E). Hence, it is likely that significant levels of binding of presumably un‐phosphorylated STAT5 still occur throughout the genome in the absence of IL‐2 (Fig 3E). Others have also previously observed that STAT5 phosphorylation is not essential for it to associate with DNA (Park *et al*, 2016). Examples of reduced STAT5 and JUND binding when IL‐2 is absent are observed at primed regions within TCR‐inducible immune response genes such as *Il13, Gzmb,* and *Il24* (Fig 3F). As an additional control, we also demonstrated that overall levels of STAT5, ETS1, and RUNX1 did not change in response to IL‐2 (Fig EV2C). Taken together, these data suggest that IL‐2‐regulated proteins are required to maintain a subset of pDHSs in recently activated T cells.

**Figure EV2:**
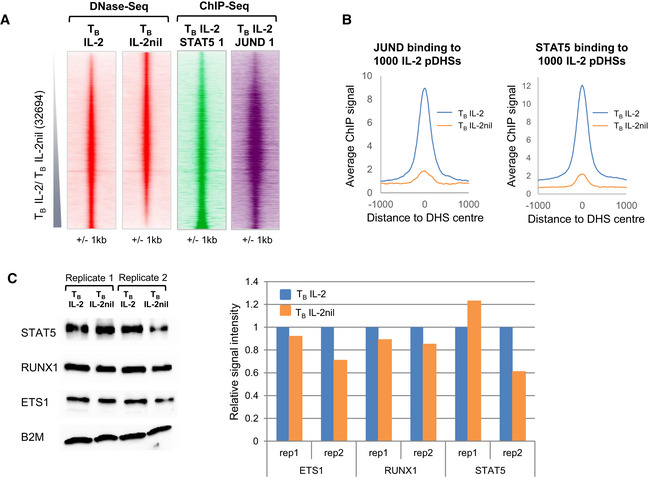
IL‐2 pDHSs bind IL‐2 regulated factors DNase‐Seq tag density plots, using T_B_ IL‐2 and T_B_ IL‐2nil DNase‐Seq data from Fig 2A, showing ChIP samples for a second replicate of T_B_ IL‐2 STAT5 and T_B_ IL‐2 JUND, and ordered according to the fold enrichment of DNase‐Seq tag counts in T_B_ IL‐2 compared to T_B_ IL‐2nil.Average ChIP‐Seq signal at the 1,000 IL‐2 pDHSs in T_B_ IL‐2 and T_B_ IL‐2nil for JUND and STAT5.Western blot analyses showing protein levels of RUNX1, ETS1, and STAT5 in T_B_ IL‐2 and T_B_ IL‐2nil. Signals were quantitated and the value for T_B_ IL‐2 set to 1.

### Loss of IL‐2 signaling correlates with suppression of inducible DHSs at previously activated genes

To investigate whether IL‐2 not only maintains primed DHSs but also regulates inducible immune response genes, we activated TCR signaling in T_B_ IL‐2 and T_B_ IL‐2nil with PMA and calcium ionophore (PMA/I) for 2 h (T_B_+) and then performed DNase‐Seq. We identified 6,805 iDHSs that were at least 2‐fold inducible in T cells cultured with IL‐2 in each of two replicates (Figs 4A and EV3A), and in parallel, 1,399 DHSs that were decreased by at least 2‐fold in T cells stimulated cells in the absence of IL‐2 (Figs 4B and EV3B). By intersecting these data sets, we defined 1,015 IL‐2‐dependent iDHSs (IL‐2 iDHSs) (Figs EV3C and 4A–C, Table EV1). Both the entire group of 6,805 iDHSs and the subset of 1,015 IL‐2‐dependent iDHSs had essentially the same molecular signature, i.e., being highly enriched for motifs for the inducible AP‐1, NFAT, and EGR TF families (Figs 4D and EV3D), which is consistent with their function as inducible transcriptional enhancers (Bevington *et al*, 2016). Furthermore, the IL‐2 iDHSs were not inducible in T_N_ cells which had not yet undergone reprogramming or been exposed to IL‐2 (Fig 4C). Taken together, these data suggest that the γc cytokines as a family have the potential to maintain a long‐term transcriptional memory of the gene activation program that is initiated by TCR signaling and autocrine IL‐2 expression when T cells become activated for the first time. This program appears to be (i) established when naïve T cells transform into blast cells, (ii) supported by IL‐2 during their expansion phase, and IL‐4 during Th2 differentiation, and (iii) is likely to be subsequently maintained by the homeostatic cytokines IL‐7 and IL‐15 when T cells return to the quiescent state as memory T cells. This model of locus priming is further supported by the fact 10% of the 1,000 IL‐2‐dependent pDHSs had a IL‐2‐dependent iDHS within 25 kb (Fig 4E), suggesting a functional local cooperation between the two distinct classes of regulatory elements. This close cooperation is consistent with the model present in Fig 1A. Examples of this are shown at the *Csf2/Il3* and *Il10* loci, where both primed and inducible DHSs are present in T‐blast cells whereas these loci are devoid of priming in naïve T cells where the inducible sites cannot be formed (Fig 4F). At the *Il10* locus, the same IL‐2 pDHSs are known to be to be strongly primed when T cells are rendered tolerant by escalating dose peptide immunotherapy and converted to Tr1‐like regulatory T cells (Bevington *et al*, 2020).

**Figure 4:**
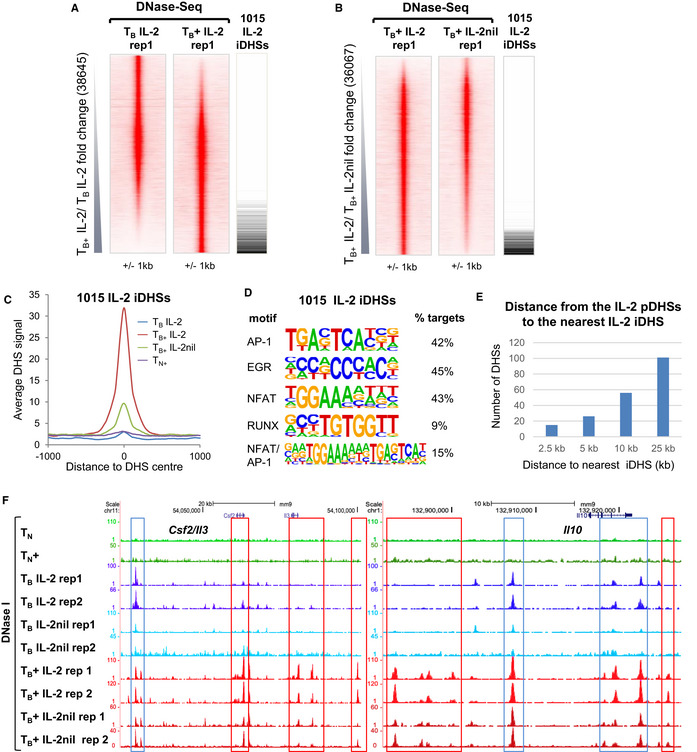
IL‐2 signaling supports PMA/I‐inducible DHS formation A, BDNase‐Seq tag density plots showing all peaks detected in replicate 1 of T_B_ IL‐2 and T_B_+ IL‐2 (A, 38,645) and in T_B_+ IL‐2 and T_B_+ IL‐2nil (B, 36,067), ordered by increasing fold change in tag count as indicated. The position of the 1,015 IL‐2-dependent inducible DHSs is shown alongside.CAverage DHS signal at the 1,015 IL‐2-dependent inducible DHSs in T_B_ IL‐2, T_B_+ IL‐2, T_B_+ IL‐2nil, and naïve T cells stimulated with PMA/I (T_N+_).D
*De novo* identification of DNA consensus motifs enriched at the 1,015 IL‐2 iDHSs as determined by HOMER.EBar graph showing the number of IL‐2 iDHSs found within 25 kb of an IL2 pDHS.FExamples of IL‐2 iDHSs which are proximal to IL‐2 pDHSs at the *Csf2/Il2* and *Il10* loci. IL‐2 iDHSs are highlighted in red and IL‐2 pDHSs in blue.

**Figure EV3:**
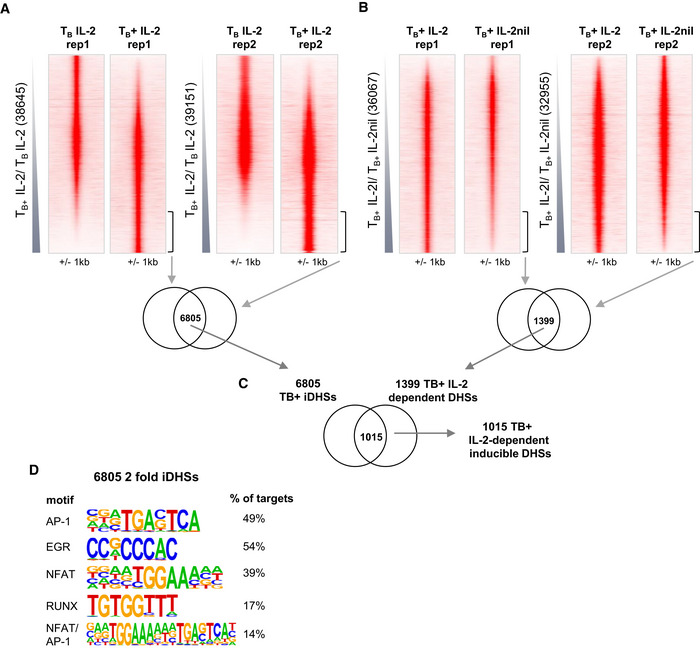
IL‐2 signaling is required for inducible DHS formation A, BDNase‐Seq tag density plots showing all peaks detected in T_B_ IL‐2 and T_B_+ IL‐2 (A) and T_B_+ IL‐2 and T_B_+ IL‐2nil for the two replicate samples (B). The numbers of peaks which are twofold enriched and are common to both replicates are shown below.CIdentification of 1,015 IL‐2-dependent inducible DHSs as the overlap between the 6,805 iDHSs and the 1,399 IL-2‐dependent DHSs.DHOMER *de novo* motif analysis of the 6,805 T_B_+ IL‐2 iDHSs.

### Loss of IL‐2‐dependent pDHSs correlates with reduced gene expression

To determine the extent by which IL‐2 signaling is required to maintain efficient inducible responses in previously activated T cells, we investigated (i) whether the removal of IL‐2 had a direct impact on steady‐state gene expression, and (ii) whether the associated decrease in pDHS and iDHS formation in the absence of IL‐2 affected the level of inducible gene expression. 

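RNA was sequenced from 12 cultures of T blast cells, 3 in each of 4 groups. CD4 T cells from the spleens of mice of the C42 line were stimulated with concanavalin A for 40 h, expanded for 30 h in 50 U/ml IL-2, and cultured for a further 16 h with IL-2 (T_B_ IL-2) or without it (T_B_ IL-2nil). PMA at 20 ng/ml with 2 µM calcium ionophore was then given for 2 h (T_B_+ IL-2 and T_B_+ IL-2nil). The authors depleted ribosomal RNA, made strand-specific paired-end libraries, trimmed the reads with Trimmomatic, aligned them to mm9 with HISAT2, and quantified RefSeq genes with StringTie. The deposited table of each library lists 24439 gene names with FPKM values, which sum to between 193815 and 420487 per library. The tables hold no read counts. The steps between low FPKM values gave the depth of each library relative to the median library, which was 1.23, 0.784 and 0.916 in T_B_ IL-2, 1.2, 0.409 and 0.895 in T_B_ IL-2nil, 1.02, 0.903 and 1.11 in T_B_+ IL-2 and 1.25, 0.986 and 1.01 in T_B_+ IL-2nil, for replicates 1, 2 and 3 by their labels. The deepest library thus held 3.05 times the depth of the shallowest, and low values are least certain in T_B_ IL-2nil replicate 2. Short non-coding RNAs, among them *Rpph1* and *Rmrp*, took 16.6 to 53.2% of the summed values of a library. Here the FPKM values of each library were rescaled to sum to 1000000 (TPM), the 12442 genes with more than 1 TPM in at least 1 library were kept, each library was scaled to a common 75th percentile, and log2(TPM + 1) was fitted for all 12 libraries in 1 limma model with 4 groups and no pairing of replicates. P-values were adjusted by the Benjamini-Hochberg method, and a gene was called at more than 3-fold with an adjusted P under 0.05. Adding 1 to each value understates the change of genes with few TPM. The deposited values and Table EV2 place 2 libraries differently. After quantile normalization, 1 library met 100% of the values of each of the 12 columns of Table EV2 within 0.1%, over 1391 genes. For 10 columns it carries the same label, while the library labelled T_B_ IL-2nil replicate 3 meets the column of T_B_+ IL-2 replicate 3 and the library labelled T_B_+ IL-2 replicate 3 meets the column of T_B_ IL-2nil replicate 3. *Il2*, which Fig 6A includes among the genes measured after PMA/I, was at 1368 FPKM in the first of these libraries and at 0.29 FPKM in the second. The other five T_B_+ libraries were at 1095 to 2374 FPKM, and the other five T_B_ libraries at 0 to 1.18 FPKM. In a further test chosen after the data were seen, 467 genes induced by PMA/I in the other 10 libraries were used. With 0 for cells without PMA/I and 1 for cells with it, the first of these libraries lay at 0.784 and the second at -0.0059. These values argue against the 2 labels. Results are therefore given first with the libraries as labelled and then placed as in Table EV2. This placement was chosen after the data were seen. It rests on the match to the values of that table, and these positions point the same way.

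**Figure D1:**
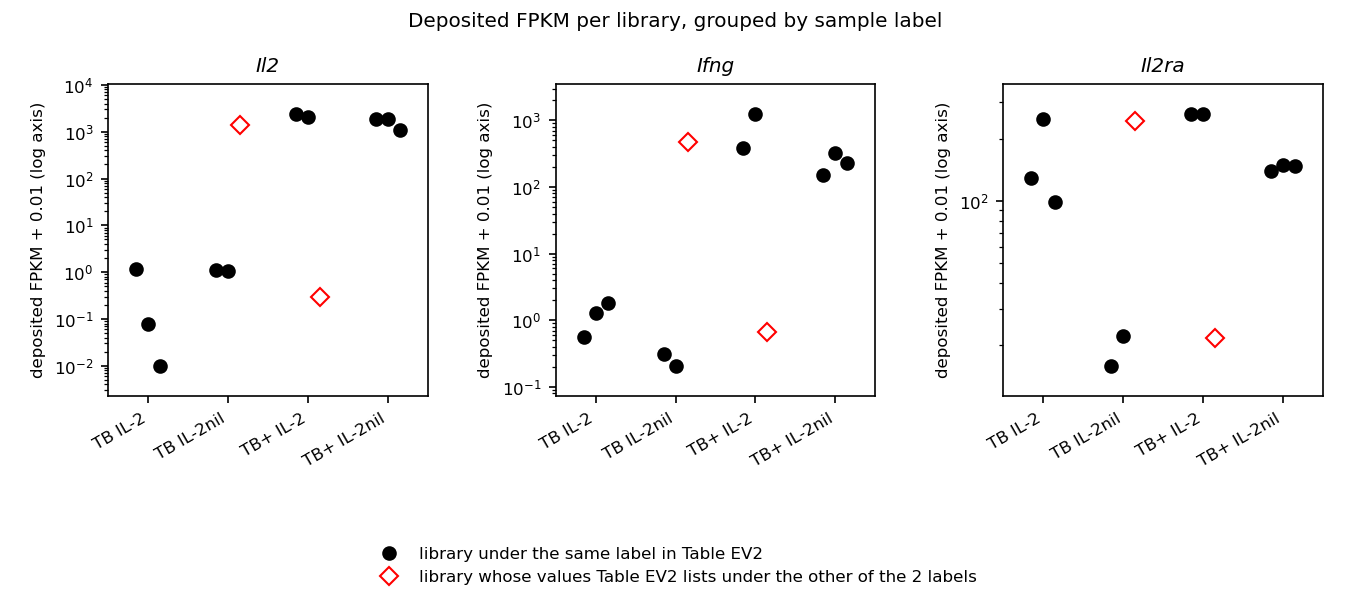
Deposited FPKM values of *Il2*, *Ifng* and *Il2ra*, plotted as FPKM + 0.01 on a logarithmic vertical axis, for the 4 groups of 3 libraries by their sample labels, with no mean or error drawn. Black dots are libraries that Table EV2 lists under the same label, and red open diamonds are the library labelled T_B_ IL-2nil replicate 3, with *Il2* at 1368 FPKM, and the library labelled T_B_+ IL-2 replicate 3, with *Il2* at 0.29 FPKM.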

We performed RNA‐Seq analysis in T_B_ cells ± IL‐2 (T_B_ IL‐2 and T_B_ IL‐2nil) and ± PMA/I (T_B+_ IL‐2 and T_B+_ IL‐2nil) (Fig 5A and B). While 51% of the variance in gene expression was accounted for by activation with PMA/I, regardless of whether the cells had been exposed to IL‐2 (T_B_ IL‐2 compared to T_B+_ IL‐2, and T_B_ IL‐2nil compared to T_B+_ IL‐2nil), 22% of the variance was attributed to the presence of IL‐2 (Fig 5A and B). Furthermore, correlation clustering showed that the presence of IL‐2 had the biggest impact on gene expression prior to stimulation (T_B_ IL‐2 compared to T_B_ IL‐2nil; Fig 5B) with 612 genes being more than 3‐fold upregulated in T_B_ IL‐2 compared to T_B_ IL‐2nil and 356 genes that were at least 3‐fold down‐regulated when IL‐2 was present (adj *P* < 0.05) (Fig 5C, Table EV2). 

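In a principal component analysis of log2(TPM + 1) over the 12442 genes, the first and second components held 50.2% and 21.3% of the variance. The first component ran from 39.9 to 90.4 in the 3 T_B_+ IL-2nil libraries, T_B_+ IL-2 replicates 1 and 2 and the library labelled T_B_ IL-2nil replicate 3, and from -79.4 to -44.5 in the other six libraries, which include the one labelled T_B_+ IL-2 replicate 3. On the second component, the T_B_ IL-2 libraries were at 30.9 to 58.7, T_B_+ IL-2 replicates 1 and 2 at 21.8 and 34.6, and the library labelled T_B_ IL-2nil replicate 3 at 44.7. The scores were negative in T_B_+ IL-2nil, from -54.7 to -22.2, in T_B_ IL-2nil replicates 1 and 2, at -60.4 and -43.2, and in the library labelled T_B_+ IL-2 replicate 3, at -34.0. The components use no labels. When the total sum of squares was divided by label instead, PMA/I accounted for 26.4%, IL-2 for 14.1%, their interaction for 5.29% and differences between cultures within groups for 54.2%. With both libraries placed as in Table EV2, decided after seeing the data, PMA/I accounted for 47.8%, IL-2 for 20.0% and differences within groups for 26.9%, and the interaction was unchanged. The share of the first component moved most when short non-coding RNAs were left out, to 58.5%, and that of the second on scaled genes, to 25.7%. With each library left out in turn they stayed within 49.0 to 52.8% and 19.7 to 23.1%.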

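Pearson correlations between libraries, computed across genes, averaged 0.881 ± 0.0252 (SD over 9 pairs) between T_B_ IL-2 and T_B_ IL-2nil libraries by their labels, and 0.878 ± 0.0226 with the libraries labelled T_B_ IL-2nil replicate 3 and T_B_+ IL-2 replicate 3 placed as in Table EV2. Libraries within T_B_ IL-2 correlated at 0.951 ± 0.0116 (SD over 3 pairs). Genes are not independent replicates, so no test was made on these values. As labelled, 7 of the 12442 genes were more than 3-fold higher in T_B_ IL-2 than in T_B_ IL-2nil at an adjusted P under 0.05 and 5 were lower (limma), while 1434 genes had an unadjusted P under 0.05. These numbers rested on 1 library. Without the library labelled T_B_ IL-2nil replicate 3 they were 325 and 96, and without any 1 of the other libraries they were 0 or 1 each. The genes with the largest changes as labelled were *Cdc6*, *Lrr1*, *Hemgn*, *Map6* and *Fbxo5* (higher with IL-2) and *Rgs2*, *Hs3st3b1*, *Btg1*, *Dtx4* and *Bcl2l11* (lower with IL-2). Placed as in Table EV2, chosen after the data were seen, 583 genes were higher and 340 lower, and 6092 genes had an unadjusted P under 0.05. The largest increases were then in *Gzmb*, *Mir6363*, *Hist1h2ap*, *Drc1* and *Lif*, and the largest decreases in *Gm14085*, *St8sia6*, *Rflnb*, *Il7r* and *Tcp11l2*. *Hist1h2ap* is uncertain, since histone genes have near-identical copies between which reads can be divided, as is the short *Mir6363*. *Gzmb* was at 521 ± 115 TPM in T_B_ IL-2 and 11.0 ± 8.57 TPM in T_B_ IL-2nil (SD, n = 3), and *Il7r*, the gene of the IL-7 receptor, at 54.5 ± 37.0 and 588 ± 235 TPM, a log2 difference of -3.54 (SE 0.49, adjusted P = 0.000406). Of the 612 genes that Table EV2 lists as higher in T_B_ IL-2, 7 were called as labelled and 520 when placed as in that table, and 610 and 612 were higher in T_B_ IL-2. The genes listed as lower were not compared as a set, since the copy of that list used here holds 355 genes. From correlation clustering of the libraries, the paper concludes that IL-2 had its greatest effect on gene expression before stimulation with PMA/I.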

Many of the IL‐2‐dependent genes were associated with the cell cycle, such as the histone genes and the cell division cycle (cdc) genes (Table EV2), consistent with a role for IL‐2 in this process. 

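Of the histone genes, taken as those with symbols starting Hist and a number, 64 passed the filter. By the labels, 62 of them were higher in T_B_ IL-2 than in T_B_ IL-2nil, with a median log2 difference of 2.20. The set differed from all other genes in camera, limma's competitive gene set test with a preset correlation of 0.01 between genes (adjusted P = 7.61e-28 over 5 gene sets). The genes of this set vary together, and with the correlation estimated from the data the P-value was 0.0575. The rotation test fry, which tests the genes of a set alone and not against all other genes, gave 0.0158. No single histone gene had an adjusted P under 0.05 over all genes tested (limma), 53 had an unadjusted P under 0.05, and 47 had one under 0.05 adjusted over the list alone. Placed as in Table EV2, as chosen after seeing the data, the median was 2.60, 63 genes were higher and 48 were called at more than 3-fold. The adjusted P values under 0.05 numbered 57 adjusted over the list alone and 52 over all genes. The set gave an adjusted P = 2.89e-18 in camera, 0.119 with the estimated correlation and 0.00162 in fry. The libraries were depleted of ribosomal RNA and not selected for poly(A), so that transcripts of histone genes without a poly(A) tail are retained, and values of single histone genes are uncertain because of near-identical copies. The 23 cdc genes (symbols of Cdc and a number) had a median difference of 0.28 as labelled, with 17 of them higher in T_B_ IL-2 (camera, adjusted P = 0.00282, 0.0617 with the estimated correlation and 0.00497 in fry). Without T_B_ IL-2nil replicate 1 the median was 0.25 (camera, adjusted P = 0.0514). With both libraries moved to their groups in Table EV2, the median was 0.35, 15 were higher and 8 lower, and 4 were called (camera, adjusted P = 0.00521, 0.127 with the estimated correlation and 0.000821 in fry). Adjusted over the list alone, 2 as labelled and 7 placed as in Table EV2 were under 0.05, against 1 and 7 over all genes. *Cdc6*, which licenses origins of replication, was called in both placements, with a difference of 3.21 (SE 0.46, adjusted P = 0.0301) as labelled. The 7 genes of the separately named Cdca family were all higher in T_B_ IL-2, with medians of 1.98 and 2.26 in the respective placements.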

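*Tcf7* encodes the transcription factor TCF-1 and lies on chromosome 11 from 52065873 to 52096681, on the minus strand, and *Ccr7* encodes a chemokine receptor and lies on chromosome 11 from 99005510 to 99016391, on the minus strand. By the labels, *Tcf7* was at 131 ± 43.6 TPM in T_B_ IL-2 and 484 ± 350.1 TPM in T_B_ IL-2nil (SD, n = 3), a log2 difference between T_B_ IL-2 and T_B_ IL-2nil of -1.45 (SE 1.17, adjusted P = 0.675) not beyond the differences between cultures (limma). *Ccr7* was at 86.9 ± 31.8 and 189 ± 158 TPM (SD, n = 3), a difference of -0.20 (SE 1.49, adjusted P = 0.978). It changed sign between alternatives, from -1.72 to 0.65, and was lowest without the library labelled T_B_ IL-2nil replicate 3. It was above 0 without T_B_ IL-2 replicate 3, T_B_ IL-2nil replicate 1 or T_B_ IL-2nil replicate 2. Placed as in Table EV2, decided after the data were seen, T_B_ IL-2nil was at 722 ± 108 TPM for *Tcf7*, a difference of -2.50 (SE 0.50, adjusted P = 0.00292), and at 275 ± 34.6 TPM for *Ccr7*, a difference of -1.70 (SE 0.46, adjusted P = 0.013). The *Tcf7* difference kept an adjusted P under 0.05 in all 15 alternatives and the *Ccr7* difference in 14 of 15, the exception being without T_B_ IL-2 replicate 3 (-1.49, adjusted P = 0.0516). A list of 10 genes of naive T cells was set up for this comparison, among them *Tcf7*, *Lef1*, *Ccr7*, *Klf2*, *S1pr1* and *Il7r*, and some of the 10 were picked by the paper itself from these libraries. As labelled, 9 of the 10 were lower in T_B_ IL-2, with a median of -0.45 (camera, adjusted P = 0.0397), but the P-value was 0.447 with the estimated correlation and 0.423 in fry, and 0 genes had an adjusted P under 0.05, whether adjusted over the list alone or over all genes (limma), against 1 with an unadjusted P under 0.05. The camera result rested on single libraries, and the adjusted P was 0.0791 without T_B_ IL-2 replicate 1, 0.125 without T_B_ IL-2nil replicate 1 and 0.232 without T_B_ IL-2nil replicate 2. When they were placed as in Table EV2, all 10 were lower in T_B_ IL-2, with a median of -1.56 (camera, adjusted P = 0.000166, 0.0318 with the estimated correlation and 2.65e-05 in fry), 9 had an adjusted P under 0.05 adjusted over the list alone and 9 over all genes, and 5 were called at more than 3-fold. These counts over the list are not independent evidence for genes picked from the same libraries. Without the genes that the paper's text picks, the medians were -0.43 as labelled and -1.16 placed as in Table EV2. The rest of the list is not independent evidence either, since Table EV2 lists *Il7r*, *S1pr1* and *Bach2* from these same libraries.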

Genes which became more active when IL‐2 was removed included genes involved in T cell homeostasis which are normally associated with a cell signature more reminiscent of naïve T cells, such as *Tcf7*, *Ccr7,* and *Cd62l* (*Sell*).

**Figure 5:**
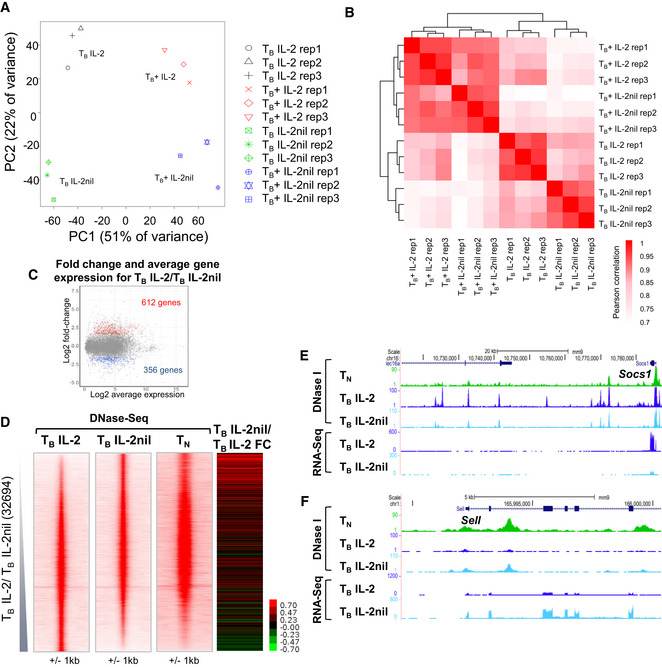
Loss of IL‐2 priming correlates with reduced gene expression of proximal genes APrinciple component analysis (PCA) of T_B_ IL‐2, T_B_ IL‐2nil, T_B_+ IL‐2, and T_B_+ IL‐2nil from 3 replicates.BHierarchical clustering of RNA‐Seq data from 3 replicates as described in (A).CMA plot showing the genes differentially regulated between T_B_ IL‐2nil and T_B_ IL‐2. The number of genes with a fold change > 3 and adj *P*‐value < 0.05 are highlighted. *P*‐values were calculated from the RNA‐Seq data using Limma with Benjamini‐Hochberg correction for multiple testing.Dlog_2_ fold change in gene expression in T_B_ IL‐2nil compared to T_B_ IL‐2 for the nearest gene to the DHSs ranked according to the fold change in DNase‐Seq tag count for T_B_ IL‐2/T_B_ IL‐2nil. The DNase‐Seq tag density plots are taken from Fig 2A for T_B_ IL‐2, T_B_ IL‐2nil, and T_N_.E, FUCSC genome browser tracks showing DNase‐seq and RNA‐Seq at the *Socs1* (E) and *Sell* loci (F).

To examine the impact of IL‐2 pDHSs on IL‐2‐dependent gene expression, we plotted the fold change in gene expression between T_B_ IL‐2nil compared to T_B_ IL‐2 for the nearest gene to all the DHSs plotted in the union of T_B_ IL‐2 and T_B_ IL‐2nil (Fig 5D). 

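Table EV1 lists 1000 IL-2 pDHSs, the DNase I hypersensitive sites that depend on IL-2 before stimulation, each with the nearest gene. Of these genes, 600 were among the 12442 tested and were compared between T_B_ IL-2 and T_B_ IL-2nil with all other genes as the background. By the labels, 340 of the 600 were higher in T_B_ IL-2 and 259 lower, with a median log2 difference of 0.079, against -0.026 over all genes tested (camera, adjusted P = 0.117, 0.149 with the estimated correlation and 0.0295 in fry). The set passed an adjusted P of 0.05 without T_B_ IL-2 replicate 3 (median 0.11, adjusted P = 0.0332), without the library labelled T_B_ IL-2nil replicate 3 (median 0.098, adjusted P = 0.0198), and when only genes within 25 kb of the pDHS were taken (median 0.16, adjusted P = 0.0182). With the 2 libraries placed as in Table EV2, chosen after seeing the data, 328 genes were higher and 270 lower, with a median of 0.081 against -0.13 over all genes tested (camera, adjusted P = 0.00743). With the estimated correlation the P-value was 0.108 in camera, so that this call against all other genes did not hold there. In fry, which tests the genes of the set alone and not against the background, the P-value was 0.00309. Of these genes, 66 were called at more than 3-fold higher and 13 lower, against 1 and 1 as labelled. Adjusted over the list alone, 266 had an adjusted P under 0.05 and 14 as labelled, against 263 and 4 over all genes (limma).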

Genes associated with IL‐2 pDHSs showed a general trend of being dependent upon IL‐2 (Fig 5D). These included immune regulatory genes such as *Tnfrsf9* and *Cish* (Fig 2E), *Gzmb* (Fig 3F), and *Socs1* (Fig 5E). 

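*Tnfrsf9* encodes the costimulatory receptor CD137 and lies on chromosome 4 from 150288671 to 150320211, on the plus strand. *Cish*, a gene of the SOCS family, lies on chromosome 9 from 107198357 to 107205115, on the plus strand. *Gzmb* encodes granzyme B and lies on chromosome 14 from 56877693 to 56881097, on the minus strand. *Socs1* lies on chromosome 16 from 10783901 to 10785629, on the minus strand. Table EV1 assigns 4, 4, 2 and 7 IL-2 pDHSs to these genes as the nearest. As labelled, the log2 differences between T_B_ IL-2 and T_B_ IL-2nil were 0.78 for *Tnfrsf9*, 2.43 for *Cish*, 4.02 for *Gzmb* and 1.58 for *Socs1*, none larger than the spread between cultures (limma, adjusted P = 0.871, 0.505, 0.397 and 0.262). *Tnfrsf9* ranged from -0.049 to 2.32 over its alternatives. Without the library labelled T_B_ IL-2nil replicate 3, the difference of *Cish* was 4.05 (adjusted P = 0.0386) and that of *Gzmb* 6.06 (adjusted P = 0.0356). With both libraries placed as in Table EV2, which was decided after the data were seen, *Tnfrsf9* was at 27.1 ± 11.3 TPM in T_B_ IL-2 and 4.65 ± 0.682 TPM in T_B_ IL-2nil (SD, n = 3), a difference of 2.25 (SE 0.38, adjusted P = 0.00115). *Cish* was at 167 ± 27.4 and 15.2 ± 9.98 TPM, a difference of 3.59 (SE 0.43, adjusted P = 0.00018). The difference of *Gzmb* was 5.81 (SE 0.56, adjusted P = 7.59e-05). *Socs1* was at 252 ± 134 and 57.9 ± 20.1 TPM, a difference of 2.03 (SE 0.44, adjusted P = 0.00434). Each of the 4 differences was then larger than the spread between cultures, with the lowest T_B_ IL-2 library above the highest T_B_ IL-2nil library. After PMA/I, *Cish* and *Socs1* were not higher in T_B_+ IL-2 than in T_B_+ IL-2nil, with log2 differences of -0.87 and -1.94 in this placement, while those of *Gzmb* and *Tnfrsf9* were 3.48 and 0.42.

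**Figure D2:**
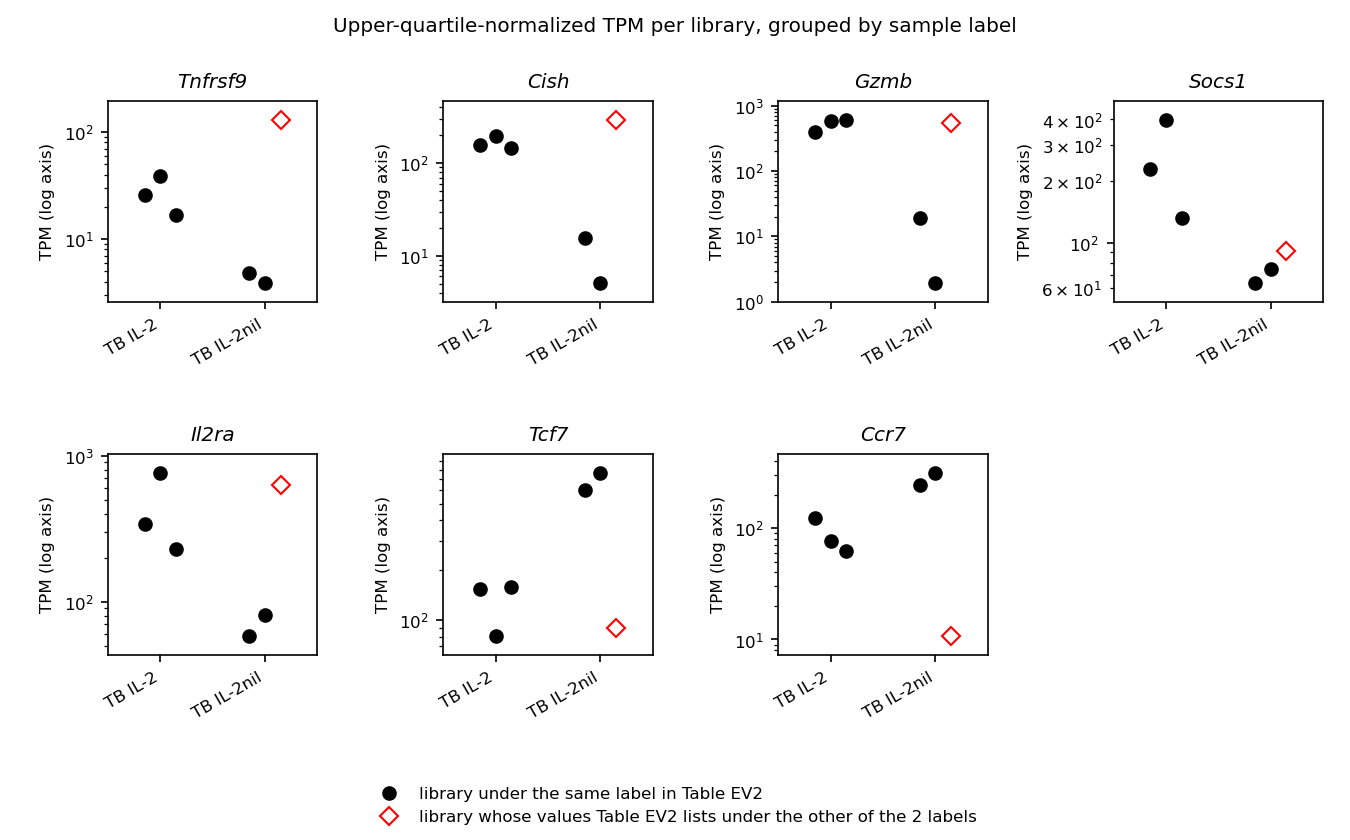
Upper-quartile-normalized TPM of *Tnfrsf9*, *Cish*, *Gzmb*, *Socs1*, *Il2ra*, *Tcf7* and *Ccr7* in the T_B_ IL-2 and T_B_ IL-2nil libraries by sample label, on a logarithmic vertical axis, with no mean or error drawn. Black dots are libraries under the same label in Table EV2, and the red open diamond is the library labelled T_B_ IL-2nil replicate 3, which for *Cish* lies at 290.4 TPM against 15.5 and 5.11 TPM in the other two T_B_ IL-2nil libraries.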

At the *Sell* locus, RNA expression is higher in T_B_ IL‐2nil consistent with the formation of DHSs which are also present in naïve cells (Fig 5F), a trend which is generally observed at the IL‐2nil upregulated DHSs (Fig 5D). Overall, these data indicate that primed DHSs which are either created or erased in the presence of IL‐2 do play a role in controlling IL‐2‐dependent changes in steady‐state gene expression in previously activated T cells.

### IL‐2 signaling is required for rapid reactivation of some key immune response genes

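T_B_+ IL-2 and T_B_+ IL-2nil libraries correlated across genes at 0.876 ± 0.0695 (SD over 9 pairs) by their labels and at 0.916 ± 0.0191 with the libraries labelled T_B_ IL-2nil replicate 3 and T_B_+ IL-2 replicate 3 placed as in Table EV2, chosen after seeing the data. In the latter placement, this was above the correlation between T_B_ IL-2 and T_B_ IL-2nil by more than the SD between pairs, and libraries within T_B_+ IL-2 correlated at 0.954 ± 0.00936 (SD over 3 pairs). As labelled, the T_B_ and T_B_+ values differed by less than the SD. The genes called at more than 3-fold between T_B_+ IL-2 and T_B_+ IL-2nil numbered 13 higher and 2 lower as labelled, with 2178 genes at an unadjusted P under 0.05 (limma). Without the library labelled T_B_+ IL-2 replicate 3 they numbered 2 and 0, and leaving out another of the 6 libraries gave 0 to 16 higher and 0 to 2 lower genes. In the placement of Table EV2, 400 genes were higher and 51 lower, and 4374 had an unadjusted P under 0.05. These were 624 and 14 without normalization beyond TPM, 342 and 48 under quantile normalization and 260 and 27 with FPKM values not rescaled, an alternative also chosen after seeing the data, and the lower genes numbered 119 with a pseudocount of 0.1. With each library left out in turn the higher and lower genes ran from 309 to 463 and from 42 to 94. The largest increases with IL-2 were in *Rrm2*, *Pclaf*, *Hist1h2an*, *Hist1h2ah* and *Uhrf1*, of which the 2 histone genes are uncertain because of near-identical copies, and the largest decreases in *Snora2b*, *Gm14085*, *A630023P12Rik*, *St8sia6* and *Sdcbp2*. *Rrm2*, which encodes a subunit of ribonucleotide reductase, was at 138 ± 53.9 TPM in T_B_+ IL-2 and 6.47 ± 2.44 TPM in T_B_+ IL-2nil (SD, n = 3), a log2 difference of 4.19 (SE 0.34, adjusted P = 5.24e-05). Whether the effect of IL-2 differed before and after PMA/I was tested with the interaction term of the limma model. As labelled, 0 genes passed an adjusted P of 0.05, with a lowest adjusted P = 0.914 and 413 genes at an unadjusted P under 0.05. With the placement of Table EV2, 526 genes passed, of 2875 at an unadjusted P under 0.05, but the number rested on the scaling and on single libraries. It was 1 without normalization beyond TPM, 241 with a pseudocount of 0.1 and 695 under quantile normalization, and 4 with both libraries left out, the last also chosen after seeing the data. Single libraries moved it to 630 without T_B_ IL-2 replicate 1, 1302 without T_B_+ IL-2nil replicate 3, and 84 (without T_B_ IL-2nil replicate 2) to 287 (without T_B_ IL-2nil replicate 1) when another of the 12 libraries was left out. Of the 526, 62 had an effect of IL-2 more than 3-fold higher after PMA/I than before it and 159 more than 3-fold lower. With the replicate number as a block, 1478 genes passed.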

The above correlation clustering indicated that the presence of IL‐2 also modulated the inducible gene repertoire of recently activated T cells, but to a much lesser extent than seen for steady‐state gene expression (Fig 5B). To further investigate this subset, we identified 465 genes which were upregulated at least 3‐fold in T_B_+ compared to T_B_ (Table EV2) and assessed whether recent prolonged exposure to IL‐2 was required for efficient and rapid reactivation of these genes. However, removal of IL‐2 in T_B_+ IL‐2nil cells affected the induction of just 14 genes by at least twofold (Table EV2). 

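By the labels, 21 of the 12442 genes were more than 3-fold higher in T_B_+ IL-2 than in T_B_ IL-2 at an adjusted P under 0.05, and 1739 genes had an unadjusted P under 0.05 (limma). The number ranged from 1 to 363 with each library left out in turn and was highest without the library labelled T_B_+ IL-2 replicate 3. Placed as in Table EV2, a setting chosen after seeing the data, 490 genes were induced. The largest increases were in *Il3*, *Il2*, *Ccl1*, *Il31* and *Ccl4*. *Il2*, on chromosome 3 from 37019445 to 37024881, on the minus strand, rose from 3.12, 0.207 and 0 TPM in T_B_ IL-2 to 5837 ± 2100.2 TPM (SD, n = 3) in T_B_+ IL-2, and was at 6905 ± 2501 TPM in T_B_+ IL-2nil. Of the 465 genes that Table EV2 lists as induced, 17 were called as labelled and 416 placed as in Table EV2. In cells without IL-2, 109 genes as labelled and 968 genes placed as in Table EV2 were more than 3-fold higher in T_B_+ IL-2nil than in T_B_ IL-2nil, among them 6 and 418 of the genes induced with IL-2. As labelled, this number was 880 without the library labelled T_B_ IL-2nil replicate 3, and 0 to 19 without any 1 of the other libraries.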

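Of the 21 genes induced as labelled, 0 were at least 2-fold higher in T_B_+ IL-2 than in T_B_+ IL-2nil, 8 were at least 2-fold lower and 13 were neither. This measure is a fold change without a test. In limma, 1 of the lower genes also had an adjusted P under 0.05. Without the library labelled T_B_+ IL-2 replicate 3, 33 induced genes were higher and 30 lower, against 0 or 1 and 0 to 4 without any 1 of the other libraries. Of the 490 genes induced with both libraries placed as in Table EV2, decided after the data were seen, 26 were at least 2-fold higher with IL-2, 18 of them with an adjusted P under 0.05. Another 77 were at least 2-fold lower, 57 of them with an adjusted P under 0.05, and 387 were neither. The number of higher genes was 23 to 48 with each library left out in turn, and highest without T_B_+ IL-2 replicate 3. The lower genes numbered 46 without T_B_+ IL-2nil replicate 1 and 18 without normalization beyond TPM. Among the 26 were 12 of the 14 genes that Table EV2 lists as affected by IL-2 removal. Of the other two, *Ifng* was below 2-fold, and *Gm10684* was 1.39 higher on the log2 scale but was not among the induced genes, at 1.44 between T_B_+ IL-2 and T_B_ IL-2. The largest difference among the 14 was in *Nupr1*, at 15.6 ± 7.18 TPM in T_B_+ IL-2 and 0.806 ± 0.472 TPM in T_B_+ IL-2nil (SD, n = 3), a log2 difference of 3.16 (SE 0.29, adjusted P = 0.000101). T_B_+ IL-2 enters both comparisons, so chance errors in its 3 libraries move induction and the effect of IL-2 together. In 20 simulations in which T_B_+ IL-2nil did not differ from T_B_+ IL-2, a mean of 15.8 induced genes (10 to 23) were at least 2-fold higher with IL-2 and 5 (1 to 8) lower.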

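*Ifng* lies on chromosome 10 from 117878103 to 117882948, on the plus strand, *Il24* on chromosome 1 from 132778651 to 132784031, on the minus strand, and *Il31* on chromosome 5 from 123930162 to 123932594, on the minus strand. Table EV1 assigns 5 IL-2 iDHSs to *Ifng*, 3 IL-2 pDHSs to *Il24* and 1 pDHS to *Il31*, where iDHSs are sites that PMA/I induces in an IL-2-dependent manner. By the labels, the log2 differences between T_B_+ IL-2 and T_B_+ IL-2nil were -1.91 (SE 2.75, adjusted P = 0.765) for *Ifng*, 0.29 (SE 1.60, adjusted P = 0.951) for *Il24* and -0.97 (SE 2.80, adjusted P = 0.891) for *Il31*, within the spread between cultures (limma). The differences of *Ifng* and *Il31* had the opposite sign, at 1.23 and 2.57, without the library labelled T_B_+ IL-2 replicate 3. Placed as in Table EV2, as chosen after seeing the data, *Ifng* was at 2095 ± 1479 TPM in T_B_+ IL-2 and 963 ± 314 TPM in T_B_+ IL-2nil (SD, n = 3), a difference of 0.95 (SE 0.46, adjusted P = 0.164). *Il24* was at 61.6 ± 67.6 and 14.4 ± 11.3 TPM, a difference of 1.69 (SE 0.66, adjusted P = 0.0931), and *Il31* at 1194 ± 877 and 312 ± 206 TPM, a difference of 1.80 (SE 0.61, adjusted P = 0.0582). None of these 3 differences exceeded the spread between cultures at an adjusted P of 0.05 in the fit without pairing. In this placement, libraries of the same replicate number deviate together from their group means, with all 18 correlations over 0.1, and that fit does not use this. With the replicate number as a block, *Il24* and *Il31* did (adjusted P = 0.0278 and 0.0198). *Il24* and *Il31* passed in 4 and 4 of 15 alternatives, *Ifng* in 0. *Il31* is listed at 0 in the 3 T_B_ IL-2 libraries, so no fold is given for its induction, and *Il24* was at 1.79, 2.04 and 0.666 TPM there. Of the induced genes that are the nearest gene to an IL-2 pDHS or iDHS, 12 of 121 were at least 2-fold higher with IL-2, against 14 of 369 other induced genes, an odds ratio of 2.78 (Fisher's exact test, two-sided, p = 0.0169). This test takes genes as independent, which they are not, and the 12 include the neighbours *Csf2* and *Il3*. Of 10 ways to regroup the compared libraries, 3 gave as strong a result, the real grouping included. Of the 4 that part 3 pairs of the same replicate number, as the real grouping does, 1 did, the real grouping itself. The odds ratio was 2.03 (p = 0.0758, Fisher's exact test) with short non-coding RNAs left out, 2.3 (p = 0.084, Fisher's exact test) without T_B_ IL-2 replicate 1 and 1.97 (p = 0.0663, Fisher's exact test) without T_B_+ IL-2nil replicate 1. As labelled, no induced gene was 2-fold higher with IL-2 and no odds ratio could be computed.

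**Figure D3:**
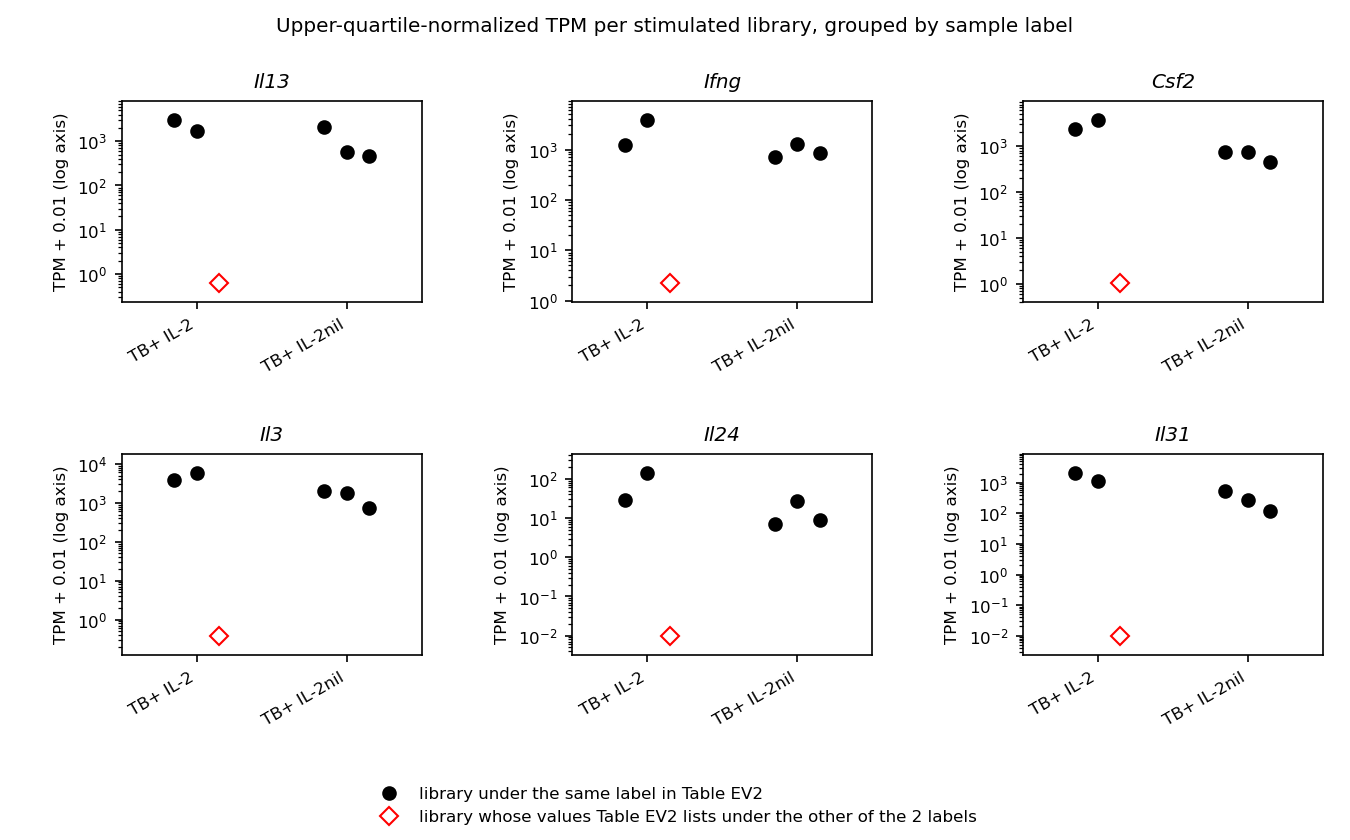
Upper-quartile-normalized TPM + 0.01 of *Il13*, *Ifng*, *Csf2*, *Il3*, *Il24* and *Il31* in the T_B_+ IL-2 and T_B_+ IL-2nil libraries by sample label, on a logarithmic vertical axis, with no mean or error drawn. Black dots are libraries under the same label in Table EV2, and the red open diamond is the library labelled T_B_+ IL-2 replicate 3, with *Ifng* at 2.23 TPM against 1252 and 3803 TPM in the other two T_B_+ IL-2 libraries.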

While the number of genes was modest, it is striking that many key immune response genes and genes harboring IL‐2‐dependent pDHSs and iDHSs were included in this group, such as *Il13, Ifng, Csf2, Il3, Il24,* and *Il31*. For some of these genes, the data were further validated by quantitative PCR analysis (Fig 6A). We also demonstrated that the same genes were less inducible when T_B_+ IL‐2 cells were treated with the JAK1/2 inhibitor Ruxolitinib which inhibits signaling from IL‐2 to STAT5 (Fig 6B). 

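*Il3* and *Csf2*, which encode interleukin 3 and granulocyte-macrophage colony-stimulating factor, are neighbours on chromosome 11 of mm9, *Il3* from 54078805 to 54080779 and *Csf2* from 54060773 to 54063169. *Il13* lies on the same chromosome from 53444826 to 53448204. All 3 are on the minus strand. Table EV1 places IL-2 iDHSs for *Il3* at 54081037, 54085522 and 54086925, for *Csf2* at 54060461 and 54063226 and for *Il13* at 53444534, and an IL-2 pDHS for *Il13* at 53468734. Taking the libraries by their labels, mRNA was lower in T_B_+ IL-2 than in T_B_+ IL-2nil by log2 differences of -2.15 (SE 3.19, adjusted P = 0.771) for *Il3*, -1.27 (SE 3.03, adjusted P = 0.864) for *Csf2* and -2.04 (SE 2.93, adjusted P = 0.762) for *Il13*, none beyond the spread between cultures (limma). These directions rested on the library labelled T_B_+ IL-2 replicate 3, with 0.377, 1.04 and 0.622 TPM of *Il3*, *Csf2* and *Il13*, and without it the differences were 1.76, 2.23 and 1.43. With this library and the one labelled T_B_ IL-2nil replicate 3 placed as in Table EV2, which was chosen after the data were seen, *Il3* was at 3852 ± 1879 TPM in T_B_+ IL-2 and 1493 ± 647 TPM in T_B_+ IL-2nil (SD, n = 3), a difference of 1.36 (SE 0.44, adjusted P = 0.0478). It passed an adjusted P of 0.05 in 6 of 15 alternatives, with differences from 0.92 to 1.76. *Csf2* was at 2574 ± 983 and 642 ± 174 TPM, a difference of 1.97 (SE 0.35, adjusted P = 0.00323) that passed in 14 of 15, the exception being a pseudocount of 0.1 (1.97, adjusted P = 0.102). *Il13* was at 1925 ± 938 and 1039 ± 893 TPM, a difference of 1.11 (SE 0.62, adjusted P = 0.232) not beyond the spread between cultures in the fit without pairing. It passed only with the replicate number as a block (adjusted P = 0.031), and the numbers pair the libraries in this placement.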

The dependence upon IL‐2 signaling was exemplified at the *Il3/Csf2* and *Il13* loci where withdrawal of IL‐2 led to a decrease in inducible gene expression that was linked to a decrease in both primed and inducible DHSs (Fig 6C).

**Figure 6:**
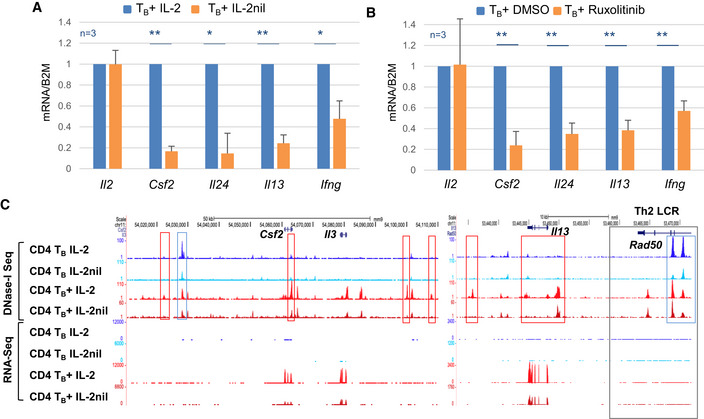
Loss of IL‐2 priming correlates with reduced gene expression of some inducible genes A, BRelative mRNA expression levels in T_B_+ IL‐2 and T_B_+ IL‐2nil (A) and T_B_+ DMSO and T_B_+ Ruxolitinib (B). The expression level in the IL‐2/DMSO T_B_+ sample is set to 1. (*n* = 3, error bars represent standard deviation, *P*‐values were calculated using a paired *t*‐test with *P < 0.05, **P < 0.005, ***P < 0.0005.)CUCSC genome browser tracks showing DNase‐Seq and RNA‐Seq at the IL‐2 regulated genes *Csf2/Il3* and at the LCR within the *Rad50* gene (gray box) which controls the Th2 cytokines *Il13, Il4, and Il5*. IL‐2 pDHSs are highlighted in blue and IL‐2 iDHSs in red.

### The role of IL‐2 in maintaining chromatin priming can be replaced by IL‐7

The above studies established that IL‐2 maintains chromatin priming at IL‐2 pDHSs in T_B_ cells cultured *in vitro* (Fig 2A) and that this form of priming exists in memory T cells formed *in vivo* (Fig 2C–E). Although IL‐2 is likely to contribute to the initial reprogramming of naïve T cells to effector T cells *in vivo*, the long‐term maintenance of IL‐2 pDHSs most likely relies on alternative homeostatic cytokines such as IL‐7 in lymph nodes, or IL‐15 in tissues, which also activate γc family receptors (Hara *et al*, 2012; Raeber *et al*, 2018).

To investigate whether other γc receptors can fulfill the same role as IL‐2, we began by replacing IL‐2 with IL‐7 in the T_B_ culture model employed above (Fig 1C). Duplicate DNase‐Seq analyses confirmed that IL‐7 had the ability to reproducibly maintain a similar subset of pDHSs as compared to those maintained by IL‐2 and that these pDHSs were also lost upon IL‐7 withdrawal (Fig 7A), as depicted by the average sequence tag density at the 1,000 sites (Fig 7B). As shown above for IL‐2, the IL‐7‐dependent pDHSs included sites in the Th2 LCR within *Rad50*, and sites at the *Tnfrsf9* and *Cish* loci (Fig 7C), while sites at the CD3 gene cluster and *Tbp* loci were unaffected by IL‐7 (Fig 7D). In support of the data in Fig 4C for IL‐2, we also demonstrated that a subset of iDHSs were less inducible in T_B_+ IL‐7 cells after IL‐7 withdrawal (Fig 7E) and that this affected the expression of inducible genes in T_B+_ IL‐7nil cells compared to T_B+_ IL‐7 cells (Fig 7F).

**Figure 7:**
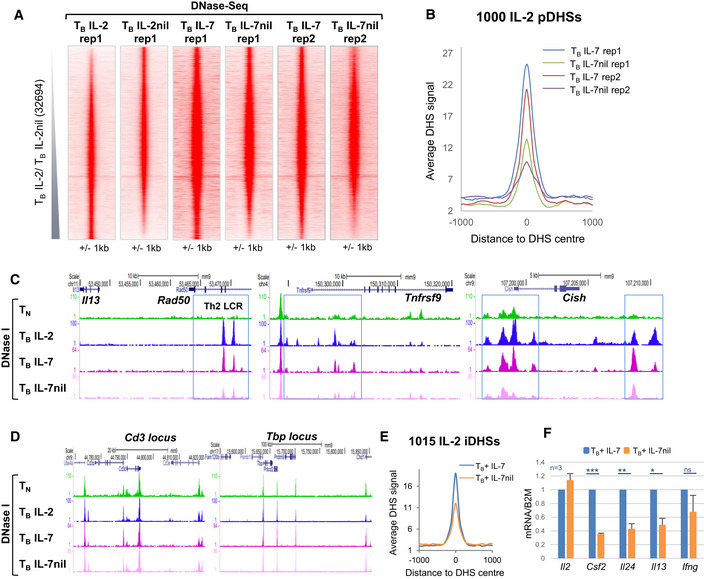
IL‐2 pDHSs can be maintained *in vitro* by IL‐7 in place of IL‐2 ADNase‐Seq tag density plots showing all peaks detected in replicate 1 of T_B_ IL‐2 and T_B_ IL‐2nil (data taken from Fig 2A), duplicate DNase‐seq samples for T_B_ IL‐7 and T_B_ IL‐7nil are shown in parallel for the same sites.BAverage DNase‐Seq tag density profile for the 1,000 IL‐2 pDHSs in both replicates of T_B_ IL‐7 and T_B_ IL‐7nil.C, DUCSC genome browser tracks with DNase‐Seq data for T_B_ IL‐7 and T_B_ IL‐7nil showing examples of IL‐2 pDHSs within the locus control region (LCR) within the *Rad50* gene which controls the Th2 cytokines *Il13, Il4, and Il5,* plus IL‐2 pDHSs within the *Tnfrsf9 and Cish* loci (C), and non‐primed control regions from the CD3 gene cluster and the *Tbp* locus (D). IL‐2 pDHSs are highlighted with blue boxes.EAverage DHS signal at the 1,015 IL‐2 regulated inducible DHSs in T_B_+ IL‐7 and T_B_+ IL‐7nil.FRelative mRNA expression levels in T_B_+ IL‐7 and T_B_+ IL‐7nil. The expression level in the T_B_+ IL‐7 is set to 1. (*n* = 3, error bars represent standard deviation, *P*‐values were calculated using a paired *t*‐test with *P < 0.05, **P < 0.005, ***P < 0.0005.)

### The IL‐7 receptor is required to maintain a subset of IL‐2 pDHSs in Ag‐specific memory T cells

The detection of 39% of the IL‐2 pDHSs in *in vivo*‐generated 2W1S‐specific Th1 memory T cells (Fig 2C) 56 days post‐infection indicates that these sites are epigenetically stable when the TCR signals are down‐regulated. We therefore investigated whether the stable *in vivo* maintenance of pDHSs was IL‐7‐dependent using *CD4* ^creERT2^ × *Il7r* ^f/f^ to inducibly delete IL‐7Rα expression once Ag‐specific memory CD4 T cells had formed (Fig 8A). These mice were further crossed onto a *ROSA26* ^tdRFP^ background to facilitate detection of cre expression. *CD4* ^creERT2^ × *Il7r* ^f/f^ mice and their *Il7r* ^f/f^ mice littermate controls were infected with *Lm*‐2WIS to generate Th1 cells as in Fig 1D. After approximately 3 weeks, administration of tamoxifen was used to induce cre‐mediated excision of exon 3 of the *Il7r* gene (Fig 8A). Flow cytometric analyses 2 weeks later confirmed efficient deletion of IL‐7Rα expression on the 2W1S‐specific CD4 memory T cells (Fig 8B). To determine the impact of loss of IL‐7Rα expression by memory CD4 T cells, 2W1S:I‐A^b+^,CD44^+^, RFP^+^, IL‐7Rα^−^ CD4 T cells were sorted from *CD4* ^creERT2^ × *Il7r* ^f/f^ mice, alongside 2W1S:I‐A^b+^, CD44^+^, IL‐7Rα^+^ CD4 T cells from *Il7r* ^f/f^ controls and harvested for ATAC‐Seq. The number of IL‐7rα‐deficient cells recovered from the *CD4* ^creERT2^ × *Il7r* ^f/f^ mice was 40% of the number of IL7rα+ cells harvested from the *Il7r* ^f/f^ controls (Fig 8C), suggesting that loss of IL‐7Rα leads to a 2.5‐fold reduction in Th1 memory T cell expansion and/or survival.

**Figure 8:**
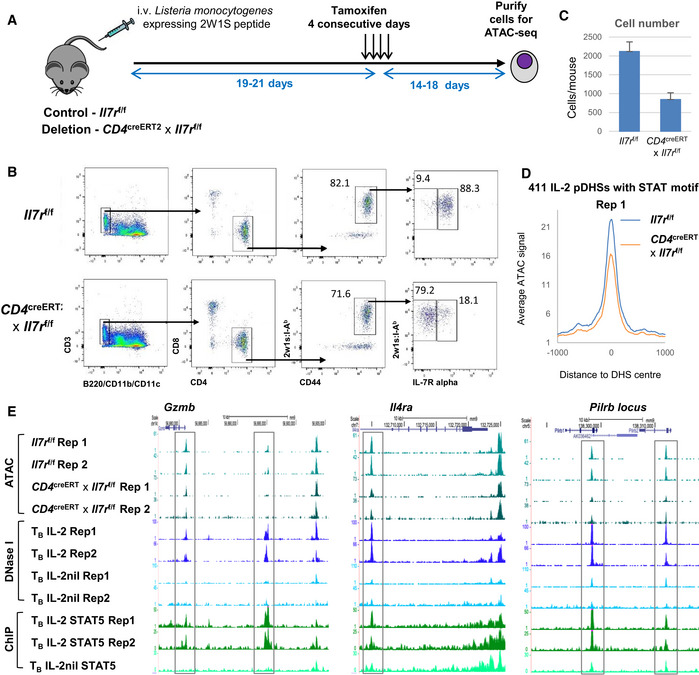
IL‐2 pDHSs are reduced in antigen‐specific memory T cells upon deletion the IL‐7 receptor Experimental overview of the tamoxifen‐inducible disruption of *Il7r* following generation of 2W1S‐specific Th1 memory T cells. *CD4* ^creERT2^ *× Il7r* ^f/f^ or *Il7r* ^f/f^ (littermate control) mice were injected i.v. with *Lm*‐2W1S, tamoxifen administered for 4 consecutive days (19–21 dpi), and spleen cells harvested for ATAC‐Seq 14–18 days later.Flow cytometric analysis of IL‐7Rα expression by 2W1S‐specific CD44^hi^ CD4 T cells in the presence or absence of cre recombinase.Average number of 2W1S‐specific cells recovered/mouse after sorting 3 replicate samples of *Il7r* ^f/f^ compared to *CD4* ^creERT2^ *× Il7r* ^f/f^. Errors bars indicate the standard deviation.Average ATAC‐Seq signal at the 411 IL‐2 pDHSs which contain a STAT‐binding motif.UCSC genome browser tracks at loci with IL‐2 pDHSs showing replicate ATAC‐Seq samples for *CD4* ^creERT2^ *× Il7r* ^f/f^ memory T cells, *Il7r* ^f/f^ control memory T cells, replicate DNase‐Seq samples for T_B_ IL‐2 and T_B_ IL‐2nil and T_B_ IL‐2 and T_B_ IL‐2nil STAT5 ChIP‐Seq samples. The gray boxes signify IL‐2 pDHSs which diminish after disruption of the *Il7r* gene.

A substantial reduction in ATAC‐Seq signal after disruption of *Il7r* was apparent at the specific subset of 411 of the 1,000 IL‐2 pDHSs which contain a STAT‐binding motif (Figs 8D and EV4A). This reduction, while relatively modest, is consistent across three replicates and likely reflects the reality that signals through other gamma chain receptors such as IL‐2, IL‐4, and IL‐15 are still active. Examples can be seen at the *Gzmb, Il4ra,* and the *Pilrb* loci (Fig 8E) where the IL‐2 pDHSs are reduced in samples where the IL‐7 receptor is inactivated. Furthermore, these sites bind STAT5 in T_B_ IL‐2 and this binding is reduced when the IL‐2 is absent. Control regions at the *Tbp* locus and the CD3 gene cluster are included to show that a general loss of signal is not observed (Fig EV4B).

**Figure EV4:**
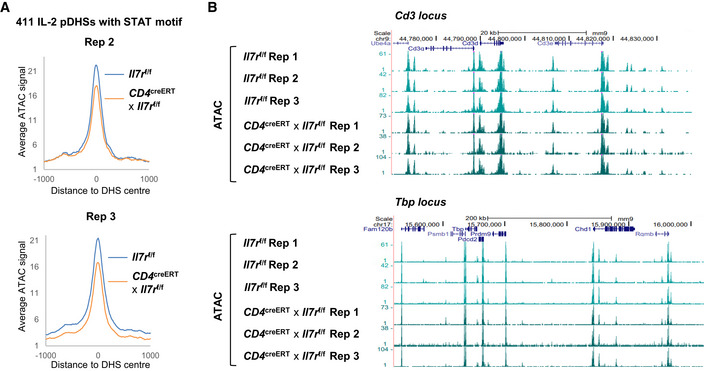
IL‐2 pDHSs are reduced in antigen‐specific memory T cells upon deletion the IL‐7 receptor Average ATAC signal at the 411 IL‐2 pDHSs which contain a STAT‐binding motif in *CD4* ^creERT2^ *× Il7r* ^f/f^ and *Il7r* ^f/f^ for replicates 2 and 3.UCSC genome browser tracks showing control regions at the CD3 gene cluster and a 500 kb region of the *Tbp* locus for the replicate ATAC‐Seq samples of *CD4* ^creERT2^ *× Il7r* ^*f*/f^ memory T cells and *Il7r* ^f/f^ control memory T cells.

### IL‐2 pDHSs play a role in terminal T cell differentiation

The relatively modest effect of IL‐2 withdrawal on inducible gene expression in recently activated T cells (Fig 6) led us to look for additional roles for IL‐2 dependent priming later in T cell development. The transformation of naïve T cells to actively dividing Th0 blast cells represents just the first stage of T cells developing further into various alternative types of mature differentiated effector T cells equipped for combatting different types of infections (Fig 1B). The different branches of terminal T cell differentiation involve additional alternative cytokine and TF‐dependent epigenetic reprogramming events subsequent to the TCR/CD28‐dependent reprogramming that occurs during blast cell transformation to Th0 T cells (Fig 1B). We demonstrated above that many of the IL‐2‐dependent pDHSs are hypersensitive in primary Th cells (Figs 2A and 2C–E) and that a Th2‐specific cytokine gene locus harbors primed sites which are sensitive to loss of IL‐2 signals (*Il13*; Fig 3F). To further explore the interplay between IL‐2 pDHSs, lineage‐determining TFs, and specific STAT proteins, we analyzed publically available data sets from terminally differentiated T cells. We intersected STAT4 and T‐BET ChIP‐Seq peaks from Th1 cells (Wei *et al*, 2010; Gokmen *et al*, 2013), STAT6 and GATA3 peaks from Th2 cells (Wei *et al*, 2010, 2011), and STAT3 and RORγt from Th17 cells (Durant *et al*, 2010; Ciofani *et al*, 2012) and overlapped these with the 1,000 IL‐2 pDHSs. Strikingly, we found that 62.5% of the IL‐2 pDHSs go on to bind both an alternative cytokine‐specific STAT protein and a lineage‐determining TF in Th1, Th2, or Th17 cells (Fig 9A). As an additional control for these studies, we also used a parallel method of inducing T cell blast transformation using CD3 and CD28 antibodies in place of ConA. This analysis confirmed that the same set of DHSs (82–89%) were also primed by IL‐2 in T‐blast cells generated by a more physiological method, which rules out the possibility of inappropriate priming by ConA (Fig 9A). These observations are summarized by the model in Fig 9B which illustrates priming of gene regulatory elements by AP‐1 and STAT5 prior to exposure to differentiation‐inducing signals. This model is exemplified by UCSC browser screenshots depicting key genes representative for the different T cell subsets: The *Tbx21* and *Il12rb2* loci in Th1 cells, the Th2 cytokine locus (*Il4* and *Il13*) in Th2 cells, and the *IL17a* and *Il12rb2* loci in Th17 cells (Fig 9C). In each case, the DHSs which bind lineage‐specific STAT proteins and TFs also bind STAT5 in the T‐blast (Th0) cells prior to differentiation. This suggests a bookmarking mechanism, whereby IL‐2/IL‐7‐inducible STAT5 and/or AP‐1 maintain the pDHSs prior to differentiation. This renders T_B_ cells permissive to responding to alternative gene regulation programs when the STAT proteins are exchanged or complemented by lineage‐determining factors binding to the same accessible regions. Hence, priming by IL‐2 or IL‐7 responsive TFs is crucial for keeping genes accessible and receptive to fate‐determining factors encountered later. Interestingly, although GATA3 and STAT6 are not required for the initial opening up of the first two DHSs that appear within the Th2 LCR in Th0 cells, two additional sites within the LCR recruit GATA3 downstream, and STAT6 upstream of the two central sites which bind GATA3 and STAT6 after differentiation to Th2 cells (Fig 9C). Similar phenomena are observed at the *Il17a* and *Il12rb2* loci. This suggests a model, whereby Th lineage‐specific genes are activated in a stepwise process whereby the initial priming is driven by IL‐2 in Th0 cells and the line‐specific program is consolidated by other lineage‐defining cytokines and transcription factors which can also activate additional regulatory elements.

**Figure 9:**
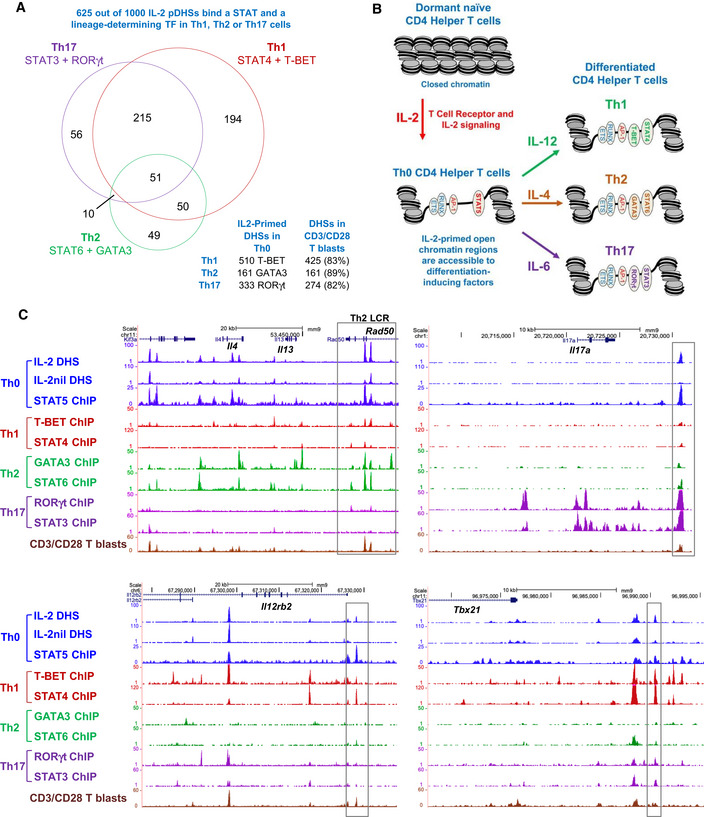
IL‐2 pDHSs are present in Th1, Th2, and Th17 cells Venn diagram showing the overlaps between subsets of the 1,000 IL‐2 pDHSs which are also identified as ChIP‐Seq peaks for STAT6 (Wei *et al*, 2010) and GATA3 (Wei *et al*, 2011) in Th2 cells (161), STAT4 (Wei *et al*, 2010), and T‐BET (Gokmen *et al*, 2013) in Th1 cells (510), and STAT3 (Durant *et al*, 2010) and RORγt (Ciofani *et al*, 2012) in Th17 cells (333). The table below indicates the proportion of these peaks also seen in T blasts generated using CD3/CD28 antibodies instead of ConA.Model demonstrating priming of Th0 cells by IL‐2-inducible AP‐1 and STAT5 prior to binding of lineage‐determining factors to the same regions.UCSC genome browser tracks showing ChIP‐Seq and DNase‐Seq at the LCR within the *Rad50* gene which controls the *Il4/Il13/Il5* Th2 cytokine locus, and also *Il17a*, *Il12rb2,* and *Tbx21*. The gray boxes indicate IL‐2 pDHSs which bind STAT5 in Th0 cells and other STAT proteins in other T cell lineages.

### Many IL‐2 pDHSs are shared between Th lineages

It is significant that a large proportion of IL‐2‐dependent pDHSs are shared between Th1, Th2, and Th17 cells. However, this also raises questions as to the various roles of IL‐2 because IL‐2 was previously thought to play opposing roles during the differentiation of Th1 and Th17 cells. While IL‐2 promotes the formation of Th1 cells, it inhibits the differentiation of the Th17 lineage (Laurence *et al*, 2007; Liao *et al*, 2011b; Yang *et al*, 2011; Fujimura *et al*, 2013) which are also dependent on the AP‐1 family member JUNB. *Junb* expression increases during polarization toward the Th17 lineage and conditional deletion of *Junb* impairs the expression of classical Th17 genes (Carr *et al*, 2017). While we observe PMA/I‐inducible *Junb* expression in undifferentiated T‐blast cells (Fig 10A), it is unlikely to play a role in maintaining the IL‐2 pDHSs as, unlike JUND, it does not bind to the pDHSs in the absence of stimulation with PMA/I (Fig 10B; Bevington *et al*, 2016), and the inducible levels of *Junb* mRNA are actually greater in the absence of IL‐2 (Fig 10A). 

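*Junb*, on chromosome 8 from 87500811 to 87502617, on the minus strand, was measured in all 4 RNA-Seq groups. By the labels it was at 92.9 ± 83.4 TPM in T_B_ IL-2, 188 ± 220.5 TPM in T_B_ IL-2nil, 326 ± 114 TPM in T_B_+ IL-2 and 719.8 ± 65.9 TPM in T_B_+ IL-2nil (SD, n = 3 each). The log2 difference between T_B_+ IL-2 and T_B_ IL-2 was 2.09 (SE 0.77, adjusted P = 0.263). That between T_B_+ IL-2 and T_B_+ IL-2nil was -1.21 (SE 0.77, adjusted P = 0.453). Neither was beyond the spread between cultures that limma pools over all 4 groups. With the 2 libraries in their groups of Table EV2, decided after the data were seen, T_B_ IL-2nil was at 106 ± 79.0 TPM and T_B_+ IL-2 at 408 ± 40.6 TPM. Induction by PMA/I was 2.47 (SE 0.55, adjusted P = 0.00563) with IL-2 and 2.98 (SE 0.55, adjusted P = 0.000751) without it, both larger than the spread between cultures. The difference between T_B_+ IL-2 and T_B_+ IL-2nil was -0.82 (SE 0.55, adjusted P = 0.315), not beyond the spread pooled over all 4 groups. The means of these 2 groups, at 408 and 719.8 TPM, lay further apart than their SDs of 40.6 and 65.9 TPM. The difference passed an adjusted P of 0.05 in 1 of 15 alternatives, where only the compared groups entered the fit (-0.82, adjusted P = 0.0247). It was negative in all of these alternatives. *Jun*, another AP-1 gene, was 2.62 (SE 0.91, adjusted P = 0.0445) higher in T_B_+ IL-2 than in T_B_ IL-2 on the log2 scale, with the adjusted P under 0.05 in 7 of 15 alternatives, and differed by -0.98 (SE 0.91, adjusted P = 0.476) between T_B_+ IL-2 and T_B_+ IL-2nil in this placement. Binding of JUNB and JUND to DNA was not analysed here.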

Consistent with the IL‐2 pDHSs being maintained in differentiated T cells, published data show that 41% of the IL‐2 pDHSs are bound by JUNB in Th17 cells (Carr *et al*, 2017) and over half of these are bound by JUND in T_B_ IL‐2 (Fig 10C). This suggests that the balance of AP‐1 factors at the same site could be key to determining Th cell fate when the cells are exposed to different cytokines during polarization. Furthermore, Th17 cell differentiation may be suppressed by IL‐2 via the maintenance of JUND binding at the pDHSs. Consistent with this, using published data from Th17 cells where *Junb* is conditionally deleted, we can show that JUND binding to the IL‐2 pDHSs increases after loss of JUNB (Carr *et al*, 2017; Fig 10D). This is exemplified at the *Il17a* Th17 cytokine locus where JUND binds to a DHS which is reduced when IL‐2 is absent in T‐blast cells (Th0) and JUNB binds to the same site in Th17 cells (Fig 10E). Furthermore, when JUNB is ablated, JUND binding increases and, as shown by Carr *et al* (2017), *Il17a* expression is reduced (Fig 10E). This suggests that JUND could play a role in repressing *Il17a* in this context. Indeed, JUND has been implicated as a repressive factor previously (Meixner *et al*, 2004), and in T_B+_ IL‐2 cells from *Jund* ^−/−^ mice, the inducible genes *Ccl1*, *Csf2,* and *Il24* are boosted compared to T_B+_ cells from *Jund* ^+/+^ mice (Fig 10F). However, although this data suggest that the IL‐2‐induced repression of Th17 differentiation may be in part mediated by JUND binding to the pDHSs, this is likely to be just one of many mechanisms by which IL‐2 suppresses Th17 differentiation. IL‐2 is also known to suppress pathways promoting Th17 differentiation by (i) suppressing expression of IL6Rα (Liao *et al*, 2011b) and (ii) by inducing STAT5 which displaces STAT3, leading to loss of activation of Th17 target genes (Yang *et al*, 2011).

**Figure 10:**
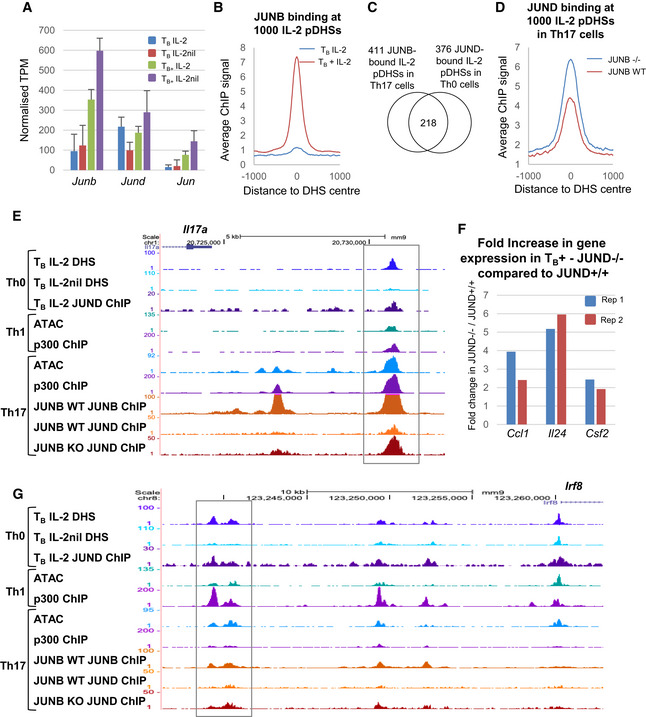
JUNB and JUND bind to IL‐2 pDHSs in multiple T cell lineages mRNA expression levels of JUN family transcription factors. Normalized TPM is shown for T_B_ IL‐2, T_B_ IL‐2nil, T_B+_ IL‐2, and T_B+_ IL‐2nil. Standard deviation is shown for 3 replicates.Average JUNB ChIP‐Seq signal at the 1,000 IL‐2 pDHSs in T_B_ IL‐2 and T_B+_ IL‐2 (Bevington *et al*, 2016).Overlap of the 411 JUNB bound IL‐2 pDHSs in Th17 cells (Carr *et al*, 2017) with the 376 JUND bound IL‐2 pDHSs in T‐blast (Th0) cells.Average JUND ChIP‐Seq signal at the 1,000 IL‐2 pDHSs in *Junb* ^+/+^ *CD4* ^Cre^ (*Junb* WT) and *Junb* ^f/f^ *CD4* ^Cre^ (*Junb* KO) Th17 cells.Genome browser tracks showing open chromatin (DNase‐Seq or ATAC‐Seq) and ChIP‐Seq in Th0, Th1, and Th17 cells at the *Il17a* locus (Ciofani *et al*, 2012; Vahedi *et al*, 2012; Carr *et al*, 2017). The gray box indicates a DHS which binds JUND.Fold change in gene expression in T_B+_ IL‐2 cells for *Jund* ^−/−^ compared to *Jund* ^+/+^ mice. Data from 2 replicates are shown.Genome browser tracks showing open chromatin (DNase‐Seq or ATAC‐Seq) and ChIP‐Seq in Th0, Th1, and Th17 cells at the *Irf8* locus. The gray box indicates an IL‐2 pDHS which binds JUND.

Conversely, the binding of JUNB to some of the IL‐2 pDHSs represses specific genes in Th17 cells (Carr *et al*, 2017). At the *Irf8* locus, a known repressor of Th17 differentiation (Ouyang *et al*, 2011), the −21 kb IL‐2 pDHS is bound by JUND in T‐blast cells and JUNB in Th17 cells (Fig 10G; Carr *et al*, 2017). Consistent with this, the subsequent deletion of *Junb* increased JUND binding and *Irf8* expression (Fig 10G; Carr *et al*, 2017). In conclusion, IL‐2 pDHSs may display different activity in different Th subsets. This is further reflected by the level of p300 binding which is elevated in Th17 cells and not Th1 cells at the *Il17 l*ocus (Fig 10E) and in Th1 cells only at the *Irf8* locus (Fig 10G; Ciofani *et al*, 2012; Vahedi *et al*, 2012). Therefore, the maintenance of these sites, albeit in a repressed state, may be key to the plasticity between the subsets.

## Discussion

It is well established that cytokine signaling to STAT proteins promotes the activation of lineage‐determining TF genes, and in activating lineage‐specific gene expression programs in differentiated T cells (Fig 1B; Liao *et al*, 2011a; Vahedi *et al*, 2012; Ross & Cantrell, 2018; Leonard *et al*, 2019). However, it was not previously appreciated just how extensive a role that IL‐2 signaling to AP‐1 and STAT5 played in making recently activated T cells more receptive to T cell differentiation driven by other STAT proteins such as STAT3, STAT4, and STAT6. The role of STAT5 in differentiation was largely attributed to key regulators such as the IL‐4 and IL‐12 receptors and their downstream targets (Liao *et al*, 2008, 2011b).

Based on the above data, and previously published studies, we propose that the development and maintenance of the effector T cell repertoire relies on both (i) the initial autocrine IL‐2 signaling induced when T_N_ cells first encounter antigen‐presenting cells, and (ii) signaling from other γc family cytokines such as IL‐7 and IL‐15 once recently activated T cells or memory T cells relocate into lymph nodes or peripheral tissues. The evidence presented here strongly supports a model whereby γc cytokine signaling establishes and/or maintains an active accessible chromatin environment permissive to (i) receiving signals from TFs driving lineage‐specific gene expression, and (ii) reactivation by TCR signaling when previously activated T cells re‐encounter Ag (Fig 9B). For example, the intensively studied Th2 LCR within the *Rad50* locus comprises seven distinct DHSs in Th2 cells where it controls activation of the Th2‐specific IL‐4, IL‐13, and IL‐5 genes (Fields *et al*, 2004). This locus is epigenetically reprogrammed and primed with active histone modifications within 24–48 h of activation of TCR signaling when T_N_ cells transform into T_B_ cells (Bevington *et al*, 2016, 2017b). However, just two of these DHSs are initially opened up as epigenetically primed DHSs when Th0 cells are first activated (Bevington *et al*, 2016, 2017b). Significantly, both of these pDHSs, plus two flanking DHSs which are acquired in Th2 cells (Fields *et al*, 2004), have the ability to bind GATA3 and STAT6 in Th2 cells. The first two *Rad50* pDHSs lie directly adjacent to an iDHS (Bevington *et al*, 2016) with known enhancer function (Fields *et al*, 2004) which suggests that they play a pioneering role in the activation of this locus prior to Th2 differentiation and locus activation. Lineage‐determining factors such as T‐BET, GATA3, and RORγt may therefore not be true pioneer factors for the activation of whole loci, but initially home in on sites rendered accessible by IL‐2 signaling and chromatin reprogramming at an earlier stage during blast cell transformation. A similar notion was recently proposed in a study of the human *RORC* locus whereby TCR signaling to NFAT initially promotes chromatin accessibility in this locus prior to terminal differentiation, thereby creating a permissive environment for factors induced by polarizing cytokines (Yahia‐Cherbal *et al*, 2019).

In support of this model, an increasingly important role for IL‐2 during CD4 and CD8 memory T cell formation has now emerged, both for the initial priming of genes during the first phase of T cell activation (Dooms *et al*, 2004, 2007; Williams *et al*, 2006; Pepper *et al*, 2011), and for maintaining immunity when effector T cells revert to memory T cells (McKinstry *et al*, 2014). Indeed, memory T cell recall was impaired in *Listeria monocytogenes*‐infected mice in CD4 T cells not expressing the IL‐2 receptor on day 3 of the primary response (Pepper *et al*, 2011). An independent study using LCMV‐infected mice showed that IL‐2 was required during the first 6 days of infection in order for CD8 memory T cells to mount an efficient response to the secondary infection (Williams *et al*, 2006). More recently, IL‐2 has also been shown to be required for the formation of tissue‐resident memory T cells (T_RM_) in the lung (Hondowicz *et al*, 2016). The need for IL‐2 exposure early during T cell activation suggests an IL‐2‐dependent priming mechanism causing heritable changes to the epigenome which are maintained through T cell expansion, differentiation, contraction, and homeostasis. This idea is consistent with several recent studies which suggest that memory T cells are derived from effector T cells which have been previously activated and have subsequently proliferated (Akondy *et al*, 2017; Youngblood *et al*, 2017) rather than formed from a population of naïve T cells which have bypassed antigenic activation (Restifo & Gattinoni, 2013). However, IL‐2 alone cannot by itself account for the long‐term maintenance of AP‐1/STAT‐dependent immunological memory. IL‐2 is a T cell‐derived growth factor that requires ongoing TCR signaling for its expression. Hence, the role of IL‐2 in locus priming would need to be replaced by other factors such as the γc cytokine IL‐7, which is expressed by stromal cells in lymph nodes, the γc cytokine IL‐4 expressed by Th2 cells (Ben‐Sasson *et al*, 1990), and IL‐15 which is important for tissue‐resident memory T cells (Mackay *et al*, 2015). Consistent with this model, we demonstrate here that IL‐7 (and by inference other γc cytokines such as IL‐15 and IL‐4 as well) can functionally substitute for IL‐2 to maintain epigenetic priming of pDHSs occupied by AP‐1 and STAT5 in recently activated T_B_ cells.

### Chromatin priming enables specific gene expression programs

We previously defined pDHSs as a discrete class of gene regulatory element, distinct from classically defined transcriptional enhancers, which function in T cells to maintain active chromatin domains in an accessible chromatin conformation while having little impact on steady‐state levels of transcription (Bevington *et al*, 2016, 2017a). Chromatin priming is a key mechanism contributing to the regulation of developmental and lineage‐specific gene expression in many cell types and contexts, ensuring that genes are able to respond to signals and that they are expressed at the right time and place (Bonifer & Cockerill, 2017). During development, genes are typically activated in a stepwise fashion, and chromatin priming often occurs prior to the actual onset of transcription (Gualdi *et al*, 1996; Kontaraki *et al*, 2000; Walter *et al*, 2008; Mercer *et al*, 2011; Wang *et al*, 2015; Goode *et al*, 2016; Huang *et al*, 2016). For example, during macrophage development, PU.1 binding provides the cue and creates the accessibility for additional factors to bind to macrophage‐specific or inducible genes (Ghisletti *et al*, 2010; Heinz *et al*, 2010; Glass & Natoli, 2016). Also in macrophages, many enhancers remain in an inactive state until they are activated for the first time by STAT and AP‐1 proteins and then persist in a primed latent state hypersensitive to reactivation (Ostuni *et al*, 2013).

We previously reported that NFAT is a major mediator of cyclosporin A‐sensitive chromatin opening downstream of TCR signaling at enhancers which require cooperation between both NFAT and AP‐1 (Cockerill *et al*, 1993; Johnson *et al*, 2004). More recently, a dominant‐negative derivative of FOS has been used to show that AP‐1 is also essential for chromatin opening downstream of TCR signaling (Yukawa *et al*, 2019). This activity of AP‐1 may now help to explain how IL‐2 signaling is also able to maintain chromatin accessibility at primed genes once they have been rendered accessible by prior TCR signaling.

As a class of DNA elements in T cells, pDHSs were previously thought to be formed by a hit‐and‐run mechanism whereby transient expression of AP‐1 induced by TCR signaling was required to cooperate with other factors to initially open up nucleosome‐free regions that could then be stably maintained by constitutively expressed factors such as RUNX1 and ETS1. Here, we now show that IL‐2‐dependent pDHSs represent a subset of this class of regulatory element which are created by TCR and IL‐2 signaling, but require subsequent reinforcement from γc cytokine‐inducible AP‐1 and STAT5 for their maintenance. In this model, IL‐2 and/or IL‐7 function as true homeostatic factors whereby they are insufficient to induce immune response genes, and may even suppress some programs until the right factor is encountered. Evidence suggests that the IL‐2‐inducible AP‐1 family member JUND suppresses rather than activates immune responses (Meixner *et al*, 2004), in keeping with the low levels of gene expression seen at many primed genes in the absence of TCR‐inducible FOS and JUN expression (Bevington *et al*, 2016, 2017a). Furthermore, the forced expression of JUND suppresses activation of the Th2 gene expression program (Meixner *et al*, 2004). Differentiation along the Th17 pathway may also initially be enabled by IL‐2‐dependent priming of Th17‐specific genes, such as IL‐17α, but then stalled because expression of IL6Rα is suppressed by IL‐2, and IL‐17α expression is dependent on the IL‐6‐dependent induction of STAT3 (Liao *et al*, 2011a,b; Yang *et al*, 2011). Therefore, Th17 cells may require a relative loss of IL‐2 signals to fully differentiate.

Taken together, our data suggest that the basic framework underlying lineage‐specific effector T cell gene expression programs is laid down during the earliest stages on T cell activation and is kick‐started by TCR/IL‐2‐dependent signaling processes. This set of signals is sufficient to enable Th0 cells to progress down distinct alternative developmental pathways, depending which environment they encounter. Once established, the priming of immune response genes can be maintained in the long term by homeostatic cytokines in effector T cells once these cells return to quiescence as memory T cells. This type of progressive activation of gene loci, via cooperation between functionally distinct classes of regulatory element, is likely to be a common theme throughout development (Bonifer & Cockerill, 2017).

## Materials and Methods

### Experimental

#### Mice

C42 transgenic mice were described previously (Mirabella *et al*, 2010). C42 mice contain a 130‐kb DNA fragment of the human *IL3/CSF2* locus. The mice were back‐crossed with C57 Black 6 mice (C57BL/6J) for over 10 generations. To track Th17 cells *in vivo, Il17a* ^cre^ mice (Hirota *et al*, 2011)*,* crossed to *ROSA26* ^tdRFP^ mice (Luche *et al*, 2007), were used to fate‐map IL‐17a expression. To inducibly delete *Il7r in vivo*, *CD4* ^creERT2^ mice (Aghajani *et al*, 2012) (obtained from JAX) were crossed with *Il7r* ^f/f^ mice (McCaughtry *et al*, 2012) and then additionally crossed with *ROSA26* ^tdRFP^ mice (Luche *et al*, 2007) to aid detection of cre activity. *Jund* ^−/−^ mice were described previously (Thepot *et al*, 2000) and maintained as *Jund* ^+/−^ mice for breeding. Animals were used in accordance with Home Office guidelines at the University of Birmingham. Mice were housed at 21°C ± 2°C, 55% humidity (± 10%) with 12‐h light dark/cycle in 7‐7 IVC caging with environmental enrichment of plastic houses plus paper bedding.

#### T‐blast cell culture, purification, and stimulation

Actively dividing T‐blast cells (T_B_) were generated from freshly isolated CD4 T cells purified from the spleens of C42, *Jund* ^+/+^, or *Jund* ^−/−^ mice using MACS CD4 (L3T4) microbeads (Miltenyi). Cells were cultured at 1 × 10^6^ cells/ml in IMDM with 2 μg/ml Concanavalin A for 40 h before the Concanavalin A was removed, and the cells were maintained at 5 × 10^5^ cells/ml in IMDM supplemented with 50 U/ml recombinant murine IL‐2 or IL‐7 (PeproTech). To allow for sufficient expansion, the cells were cultured for 30 h in the presence of cytokine and then were either maintained with IL‐2 or IL‐7 alone, maintained in IL‐2 with the addition of 1 μM Ruxolitinib (STEMCELL Technologies) or were washed twice and resuspended in IMDM alone. Cells were cultured for a further 16 h, and where required, dead cells were removed using the MACs dead cell removal kit (Miltenyi #130‐090‐101) and analyzed for apoptotic cells using FITC Annexin V Apoptosis Detection Kit I (BD Pharmingen #556547). Cells were either harvested immediately or stimulated for 2 h with 20 ng/ml phorbol myristate acetate and 2 μM calcium ionophore A23187 (PMA/I) at 1 × 10^6^ cells/ml in IMDM before processing for experiments. For control purposes in Fig 9A, a parallel method of generating T cell blasts was employed whereby freshly isolated spleen CD4 T cells were cultured at 1 × 10^6^ cells/ml in IMDM with CD3 and CD28 antibodies for 40 h before maintenance at 5 × 10^5^ cells/ml in IMDM supplemented with 50 U/ml recombinant murine IL‐2 for 48 h.

#### Antigen‐specific Th1 memory T cell generation and purification

C42 mice were infected with 10^7^ *actA‐*deficient *L. monocytogenes* expressing OVA‐2W1S (*Lm*‐2W1S, kind gift from Dr. M. Jenkins) through intravenous injection in the tail vein. Glycerol stocks of *Lm*‐2W1S, aliquoted into 1 ml cryovials, were centrifuged and washed with sterile PBS before resuspending in adequate volume of sterile PBS to obtain 10^7^ bacteria per 200 μl.

To recover 2W1S‐specific CD4 T cells, spleens from infected mice were recovered 56 dpi, crushed through a nylon mesh, and treated with Gey's solution red blood lysis buffer. The 2W1S‐specific memory T cell pool was enriched by magnetic enrichment, as described by Jenkins (Moon *et al*, 2009). The resulting cells were stained with CD3‐PE, CD4‐PE‐Cy7, CD44‐FITC, B220‐e450, CD11c‐e450, CD11b‐e450, and 2W1S:A^b^‐APC. CD44^hi^ 2W1S‐specific CD4 T cells were sort purified using a BD FACSAria Fusion cell sorter (BD) to greater than 95% purity.

#### Antigen‐specific memory T cell generation and purification of *Il7r* ^+/+^ *and Il7r* ^−/−^ *Th1 cells*

*CD4* ^creERT2^ × *Il7r* ^f/f^ × *ROSA26* ^tdRFP^ or *Il7r* ^f/f^ × *ROSA26* ^tdRFP^ (littermate control) mice were infected as described above. 19–21 days later, 200 μl 20 mg/ml tamoxifen was administered by oral gavage for four consecutive days. 2W1S‐specific CD4 T cells were recovered from infected mice 14–18 days following the first treatment with tamoxifen and processed as above. The resulting cells were stained with CD3‐AF700, CD4‐PerCP‐Cy5.5, CD8‐BV510, B220‐APC‐Cy7, CD11c‐APC‐Cy7, CD11b‐APC‐Cy7, CD44‐BV786, IL‐7Rα‐BV421, and 2W1S:A^b^‐APC. The *Il7r* ^*f*/f^ × *ROSA26* ^tdRFP^ samples were sort purified as CD44^hi^ IL7Rα+ 2W1S‐specific CD4 T cells, and the *CD4* ^creERT2^ × *Il7r* ^f/f^ × *ROSA26* ^tdRFP^ samples were purified as CD44^hi^ tdRFP^+^ IL‐7Rα‐ 2W1S‐specific CD4 T cells. Cells were sorted using a BD FACSAria Fusion cell sorter to greater than 95% purity.

#### Generation of Th17 cells *in vivo*

To generate and label Th17 cells *in vivo*, *Il1*7*a* ^Cre^ × *ROSA26* ^tdRFP+^ mice (kind gift from Dr. G Frankel) were orally infected with ~ 2 × 10^9^ *Citrobacter rodentium* strain ICC169 in 200 μl PBS by oral gavage 7 days before harvesting Th17 cells. Following fat removal, colons were cut longitudinally into 0.5‐cm sections and washed with Hank's Balanced Salt Solution (HBSS, Gibco) with 2% fetal bovine serum. Tissue was incubated twice with HBSS 2 mM EDTA at 37°C for 15 min and then digested in complete RPMI with 0.85 mg/ml Collagenase V (Sigma), 1.25 mg/ml Collagenase D (Roche), 1 mg/ml Dispase (Gibco), and 30 μg/ml DNAse I (Roche) at 37°C until the connective tissue was fully digested (approximately 45 min). Cells were passed through 100‐ and 70‐μm strainers and stained with LIVE/DEAD™ Fixable Near‐IR stain (Invitrogen) for 20 min on ice prior to antibody staining. Antibody staining was carried out on ice for 1 h. Colon‐derived cells were stained with antibodies raised against the mouse antigens: CD45.2 (clone 104), B220 (clone RA3‐6B2), CD11b (clone M1/70), CD11c (clone N418), CD3 (clone 17A2), CD4 (clone RM4‐5), CD8a (clone 58‐6.7), and CD44 (clone IM7). Live Th17 cells were purified as tdRFP^+^ CD4 T cells (fate mapping IL‐17α expression) using a BD FACSAria Fusion cell sorter (BD) to greater than 95% purity.

#### DNase I hypersensitive site analysis

DNase I digestions were performed as previously described (Bert *et al*, 2007). Briefly, permeabilized cells were digested at 5 × 10^6^ cells/ml for 3′ at 22°C in DNase I buffer (60 mM KCl, 15 mM NaCl, 5 mM MgCl_2_, 100 mM Tris–HCl pH 7.4, 1 mM EGTA pH 7.4, 0.3 M sucrose, 0.2% NP40, 1 mM CaCl_2_, and DNase I). Reactions were terminated by SDS (final concentration 0.5%) and treated with 0.5 mg/ml Proteinase K at 37°C overnight followed by 0.2 mg/ml RNase A for 1 h. DNA was purified by phenol/chloroform extraction. A range of DNase I concentrations were used, and the optimal digestion for DNase‐Seq library preparation was determined as described previously (Bevington *et al*, 2016).

#### Western blot analysis of proteins

Nuclear extracts were prepared using the Nuclear Complex Co‐IP Kit according to the manufacturer's instructions (Active Motif #54001). Protein extracts were separated by electrophoresis on 4‐20% Mini‐PROTEAN^®^ TGX™ gels (Bio‐Rad #4561096) in TGS (25 mM Tris, 190 mM glycine, 0.1% SDS) before transfer to nitrocellulose membranes using a Trans‐Blot^®^ Turbo™ Transfer system (Bio‐Rad). Membranes were blocked with 5% (*w*/*v*) milk powder in TBS‐Tween (TBST) (20 mM Tris pH 7.5, 150 mM NaCl, 0.1% Tween) at room temperature for 1 h before incubation overnight at 4°C with 1:1,000 dilution of primary antibodies in 5% (*w*/*v*) milk powder in TBST. Primary antibodies: JUND (Thermo Scientific #720035), p‐STAT5 (Y694) (Cell signaling #9351S) STAT5 (Santa Cruz #sc‐835X), RUNX1 (Abcam #ab23980), B2M (Abcam #ab75853), and ETS1 (Santa Cruz #sc‐350X). Membranes were washed with TBST and incubated with 1:10,000 dilution of HRP linked anti‐rabbit IgG secondary antibody (Santa Cruz #sc‐2054) for 1 h at room temperature. Membranes were visualized using the SuperSignal^®^ West Pico Chemiluminescent Substrate (Thermo Scientific #34577).

#### Chromatin immunoprecipitation

Chromatin Immunoprecipitation (IP) was carried out as described previously using a double‐cross‐linking method (Bevington *et al*, 2016). Cells were resuspended at 3.3 × 10^6^ cells/ml and cross‐linked for 45 min with 0.83 mg/ml Di(N‐succinimidyl) glutarate (DSG—Sigma). Cells were washed four times with PBS before resuspending at 2 × 10^6^ cells/ml and re‐cross‐linking for 10 min with 1% formaldehyde (Pierce) in PBS. Reactions were quenched with 0.125 M glycine, washed twice with PBS, and incubated with Buffer A (10 mM HEPES pH 8.0, 10 mM EDTA, 0.5 mM EGTA, 0.25% Triton X‐100) at 4°C for 10 min followed by Buffer B (10 mM HEPES pH 8.0, 200 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, 0.01% Triton X‐100, 0.25% SDS) at 4°C for 10 min. Chromatin was sheared (10^7^ cells/ml) in IP Buffer I (25 mM Tris 1 M, pH 8.0, 150 mM NaCl, 2 mM EDTA, pH 8.0, 1% Triton X‐100, and 0.25% SDS) using a Picorupter™ (Diagenode) to fragments of ~ 500 bp. The supernatant was collected and diluted 3‐fold in IP Buffer II (25 mM Tris, pH 8.0, 150 mM NaCl, 2 mM EDTA, pH 8.0, 1% Triton X‐100, 7.5% glycerol). Chromatin from 2 × 10^6^ cells was incubated with 2 μg JUND (Santa Cruz #sc‐74X) or STAT5 (Santa Cruz #sc‐835X) coupled to 15 μl protein G Dynabeads (Dynal) for 2 h at 4°C. Beads were washed with Buffer 1 (20 mM Tris–HCl, pH 8.0, 150 mM NaCl, 2 mM EDTA, pH 8.0, 1% Triton X‐100, 0.1% SDS), twice with Buffer 2 (20 mM Tris–HCl pH 8.0, 500 mM NaCl, 2 mM EDTA, pH 8.0, 1% Triton X100, 0.1% SDS), LiCl buffer (10 mM Tris–HCl, pH 8.0, 250 mM LiCl, 1 mM EDTA, pH 8.0, 0.5% NP‐40, 0.5% Na‐deoxycholate) and twice with TE/NaCl buffer (10 mM Tris–HCl pH 8.0, 50 mM NaCl, 1 mM EDTA). Samples were eluted in 100 μl elution buffer (100 mM NaHCO_3_, 1% SDS), and crosslinks were reversed overnight at 65°C with proteinase K. DNA was purified using Agencourt AMPure (Beckman Coulter) according to the manufacturer's instructions. Samples were analyzed and validated by qPCR.

#### Gene expression analyses

Total RNA was extracted from 1 × 10^6^ cells using TRIzol™ (Invitrogen) according to the manufacturer's instructions. Contaminating DNA was removed using Turbo DNA‐free™ kit (Ambion). For RNA‐Seq, samples were further purified using the RNeasy^®^ MinElute Cleanup Kit (Qiagen). First‐strand cDNA synthesis was carried out using Superscript II Reverse Transcriptase and Oligo dT (Invitrogen) according to the manufacturer's instructions. Expression levels were measured by qPCR using Applied Biosystems SYBR Green master mix. Statistics were generated from at least three samples using a paired *t*‐test. The PCR primers used were as follows:

**B2m**: 5′‐TTCTGGTGCTTGTCTCACTG 5′‐CAGTATGTTCGGCTTCCCATTC
**Il2**: 5′‐GATGAACTTGGACCTCTGCG 5′‐CATCATCGAATTGGCACTCA
**Csf2**: 5′‐ATCAAAGAAGCCCTGAACCTCC 5′‐CCCGTAGACCCTGCTCGAATAT
**Il24**: 5′‐GGAACAGCAAAAACCGCTGG 5′‐GCCAACAACTTCATAGTCATCATGTC
**Ifng**: 5′‐TCAAGTGGCATAGATGTGGAC 5′‐TGAGGTAGAAAGAGATAATCTGG
**Il13:** 5′‐GCAGCATGGTATGGAGTGTG 5′‐TGGCGAAACAGTTGCTTTGT
**Ccl1:** 5′‐CCAGACATTCGGCGGTTG 5′‐CAGCAGCAGGCACATCAG

#### Assay for transposase accessible chromatin using sequencing (ATAC‐Seq)

The omni ATAC‐Seq protocol was modified from Corces *et al* (2017). Briefly, 2W1S‐specific T cells were purified by flow cytometry from *CD4* ^creERT2^ × *Il7r* ^f/f^ × *ROSA26* ^tdRFP^ mice (3,000–11,000 IL‐7Rα‐deficient cells) or from *Il7r* ^f/f^ *× ROSA26* ^tdRFP^ mice (8,000–20,000 IL‐7Rα^+^ cells). IL‐17a fate‐mapped Th17 cells were purified by flow cytometry from *Il17a* ^Cre^ × *ROSA26* ^*tdRFP*+^ mice (50,000 tdRFP^+^ cells). Cells were resuspended in 50 μl ATAC transposition reaction mix containing 25 μl 2× Tagment DNA Buffer (Illumina), 2.5 μl Tn5 transposase (Illumina), 16.5 μl PBS, 0.5 μl 10% Tween‐20, and 0.5 μl 1% Digitonin (Promega #G9441) and incubated for 20 min at 37°C. For the 2W1S‐specific Th1 memory cells, 40,000 cells were resuspended in 50 μl ATAC transposition reaction mix containing 25 μl 2× Tagment DNA Buffer (Illumina), 2.5 μl Tn5 transposase (Illumina), and 0.5 μl 1% Digitonin and incubated for 30 min at 37°C. DNA was purified using the MinElute Reaction Clean up kit (Qiagen #28204) before PCR amplification using Nextera custom primers. Optimal amplification was achieved by a qPCR side reaction as described (Corces *et al*, 2017). Amplified DNA was subsequently purified using Ampure Beads (Beckman Coulter) prior to validation. Libraries were sequenced on NextSeq^®^ 500/550 High Output kit v2 75 cycles (Illumina, FC 404‐2005) at the Genomics Birmingham sequencing facility.

#### Library preparation

DNA libraries from DNase I digestions and chromatin immunoprecipitation assays were prepared using the Kapa Hyper‐Prep kit according to the manufacturer's guidelines. Libraries were indexed and then amplified by PCR. For DNase‐Seq, libraries were amplified for 12 PCR cycles, and for ChIP‐Seq, libraries were amplified for 16 cycles. DNA fragments from amplified libraries were agarose gel electrophoresis purified to ensure the correct fragment lengths were sequenced (Qiagen Gel purification Kit). Fragments of 200–300 bp were selected for DNase‐Seq libraries and 200–400 bp for ChIP libraries. Libraries were validated by qPCR and quantified using the Kapa quantification kit before pooling and sequencing on NextSeq^®^ 500/550 High Output kit v2 75 cycles (Illumina, FC 404‐2005).

RNA libraries were prepared from 50 to 100 ng RNA using the NEB Next^®^ Ultra™ II Directional RNA library Prep kit for Illumina (NEB, #E7760S) according to the manufacturer's instructions. rRNA was depleted using the NEBNext^®^ rRNA Depletion kit (NEB, #E6310S). Libraries were quantified using the Kapa quantification kit before pooling and sequencing on NextSeq^®^ 500/550 High Output kit v2 150 cycles (Illumina, FC 404‐2002).

### Data analysis

#### Alignment, coverage, and peak detection of DNase‐Seq, ATAC‐Seq, and ChIP‐Seq data sets

Raw DNA sequencing reads were aligned to the NCBI and the Mouse Genome Sequencing Consortium version mm9 Build 37 from July 2007 using *bowtie2* (Galaxy version 2.3.2.2) (Langmead & Salzberg, 2012) with the preset –very‐sensitive‐local. Duplicated reads were removed from ChIP‐Seq data using the Picard tool MarkDuplicates (Galaxy Version 2.7.1.1). Coverage files were generated using MACs version 1.4.2 using –g mm –keep‐dup auto –w ‐S as parameters (Zhang *et al*, 2008).

#### Normalization of DNase‐Seq data sets

To ensure that the most accurate coordinates were calculated for each peak summit and to determine a complete set of summits for all samples, the BAM files from the DNase‐Seq experiments T_B_ IL‐2, T_B_ IL‐2nil, T_B_+ IL‐2, T_B_+ IL‐2nil T_B_ IL‐7, and T_B_+ IL‐7 were merged using BamTools (Galaxy version 0.0.2). MACS2 callpeak (Galaxy version 2.1.1) was then used to identify 91,313 summits across all samples. The DNA sequence tags ± 200 bp from the peak summit were counted for each individual sample using the annotatePeaks function of the HOMER package (Heinz *et al*, 2010). The samples were normalized to one another using a correction factor based on the median of the top 25,000 peaks. Correction factors were then used to normalize genome browser scales, average profiles, and contrast levels in tag density profiles.

#### Normalization of ATAC‐Seq data sets

A high confidence set of peaks was determined for the for the 3 *CD4* ^creERT2^ × *Il7r* ^f/f^ × *ROSA26* ^tdRFP^ samples and the 3 *Il7r* ^f/f^ × *ROSA26* ^tdRFP^ samples by intersecting the peaks determined by MACs (summit files ± 200 bp) using the BEDTools v2.26.0 intersect function (Quinlan & Hall, 2010). The samples were normalized to one another using a correction factor based on the median of the high confidence peaks. Reads were counted ± 200 bp from the peak summit using the annotate peak function of the HOMER package (Heinz *et al*, 2010). Correction factors were used to normalize genome browser scales and average profiles.

#### Normalization of ChIP data sets

ChIP samples were normalized according to the number of mapped reads. These values were then used to normalize average profiles and contrast levels in heatmaps.

#### Unions of DNase‐Seq samples

DNase‐Seq DNA sequence tags were counted in each sample at the 91,313 merged summits ± 200 bp. The significant peaks were then identified using a cut‐off to exclude background and insignificant peaks. Two samples were compared by merging the peaks using the sort and merge function of the bedtools package. This gave a union of peaks with common and specific sites for each sample. The normalized number of DNA sequence tags ± 200 bp from the summits of the union was then compared between the two samples to give a fold change difference. The data were visualized as sequence tag density plots showing the aligned reads for two different samples at both common and unique regions ordered according to the fold change difference in tag density of one sample compared to the other.

#### DNA sequence tag density profiles

DNA sequence tag density profiles were generated using the annotatePeaks function of the HOMER package using ‐hist 10 ‐ghist ‐size 2000 as parameters. Images were generated using Java Treeview (http://jtreeview.sourceforge.net/).

#### Average DNA sequence tag density plots

Average DNase‐Seq, ATAC‐Seq, and ChIP‐Seq DNA sequence tag density profiles were generated ± 1 kb around the DHS summit using the annotatePeaks function of the HOMER package with ‐hist 10 ‐size 2000 as parameters.

#### Intersection of peak groups

Where duplicate samples were available, high confidence peak sets were defined by overlapping the peak summits determined by MACs (± 200 bp) using BEDTools v2.26.0 intersect function (Quinlan & Hall, 2010) before intersecting with other peak groups.

#### Motif discovery

*De novo* DNA motif analysis was performed using the findMotifsGenome.pl function of the HOMER package (Heinz *et al*, 2010). Motifs were identified ± 100 bp from the peak summit. STAT5‐binding motifs were located within the IL‐2 pDHSs using the AnnotatePeaks.pl function of the HOMER package.

#### Distance analyses

The distance between the IL‐2 pDHSs and IL‐2 iDHSs was calculated using the BEDTools closestBed function (Galaxy Version 2.26.0.0).

#### Public data sets

DNase‐Seq data sets CD4 T_M_, CD4 T_N_, CD4 T_N_+ (Bevington *et al*, 2016), GEO accession number GSE67451. Th2 ATAC‐Seq (Shih *et al*, 2016), GEO accession number GSE77695, Tfh ATAC‐Seq (Chen *et al*, 2020) GEO accession number GSE120532, Treg ATAC‐Seq (Garg *et al*, 2019), GEO accession number GSE121764. CD4 T_B_ RUNX1 and ETS1 ChIP‐Seq data sets (Bevington *et al*, 2016), GEO accession number GSE67443. Th2 GATA3 ChIP‐Seq (Wei *et al*, 2011), GEO accession number GSE20898. Th2 STAT6 ChIP‐Seq (Wei *et al*, 2010), GEO accession number GSE22105. Th1 T‐BET ChIP‐Seq (Gokmen *et al*, 2013), GEO accession number GSE40623. Th1 STAT4 ChIP‐Seq (Wei *et al*, 2010), GEO accession number GSE22105. Th17 STAT3 ChIP‐Seq (Durant *et al*, 2010), GEO accession number GSE21669. Th17 RORγt ChIP‐Seq and Th17 p300 ChIP‐Seq (Ciofani *et al*, 2012), GEO accession number GSE40918. JUNB ChIP‐Seq and JUND ChIP‐Seq in *Junb* ^+/+^ *CD4* ^Cre^ and *Junb* ^fl/fl^ *CD4* ^Cre^ Th17 cells (Carr *et al*, 2017), GEO accession number GSE98414. WT Th1 p300 ChIP‐Seq (Vahedi *et al*, 2012), GEO accession number GSE40463. Data were downloaded and processed as described above.

#### RNA‐Seq data analyses

Raw paired‐end cDNA library sequence reads were processed prior to alignment with Trimmomatic v0.32 (Bolger *et al*, 2014) in order to remove any low‐quality sequences and adapters. The processed DNA sequence reads were then aligned to the mouse genome (version mm9) using Hisat2 v2.1.0 (Kim *et al*, 2015) with default parameters. Gene expression levels were measured as Transcripts Per Million (TPM) calculated with StringTie v1.3.3 (Pertea *et al*, 2015) using RefSeq gene models as the reference transcriptome. Only genes that could be detected with a TPM value greater than 1 in at least one of the samples were retained for further analysis. TPM values were normalized using upper‐quartile normalization in R v3.5.1 and further log_2_‐transformed as log_2_(TPM + 1). Differential gene expression analysis was carried using the limma package v3.38.3 (Ritchie *et al*, 2015) in R. A gene was considered to be significantly differentially expressed if it had a greater than 3‐fold change between experimental conditions, and a Benjamini‐Hochberg adjusted *P*‐value < 0.05.

Principal components analysis (PCA) was carried out with the log_2_‐transformed gene expression values using the prcomp() function in R. Hierarchical clustering was carried out by first calculating the Pearson correlation of the log_2_‐transformed TPM values for each pair of samples. These values were then clustered using complete‐linkage clustering of the Euclidean distances in R.

## Author contributions

SLB, JKS, ST, DWG, RF, VM‐R, and CMW performed the experiments. SLB, DRW, and PNC wrote the manuscript. SLB and PK analyzed the data.

## Conflict of interest

The authors declare that they have no conflict of interest.

## Supporting information

Expanded View Figures PDF Click here for additional data file.

Table EV1 Click here for additional data file.

Table EV2 Click here for additional data file.

Review Process File Click here for additional data file.

## Data Availability

All DNA sequence data generated for this study are deposited in the GEO depository under GEO accession GSE147294 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE147294).

# Supplementary material for: IL‐2/IL‐7‐inducible factors pioneer the path to T cell differentiation in advance of lineage‐defining factors
**Source:** EMBO J. 2020 Sep 15;39(22):e105220. doi: 10.15252/embj.2020105220
**Supplement:** Supplementary file 1 — Expanded View Figures PDF

## Expanded View Figures

### Figure EV1. A subset of pDHSs in previously activated T cells are dependent on IL-2.

- A *Il2ra* mRNA levels in T<sub>B</sub> IL-2 and T<sub>B</sub> IL-2nil. Standard deviation is shown from 3 replicates. *P*-values were calculated from the RNA-Seq data using Limma with Benjamini-Hochberg correction for multiple testing.
- B Flow cytometry plots showing the levels of Annexin V and Propidium Iodide (PI) staining on T<sub>B</sub> IL-2 and T<sub>B</sub> IL-2nil cells following purification.
- C DNase-Seq tag density plots showing all peaks for replicate 1 (left), using panels taken from Fig 2A, and replicate 2 (right) ordered individually according to fold change of T<sub>B</sub> IL-2/T<sub>B</sub> IL-2nil. The number of peaks which are twofold enriched in T<sub>B</sub> IL-2 compared to T<sub>B</sub> IL-2nil and are common to both replicates is shown below.
- D Venn diagram showing the overlap between the 1,000 IL-2 pDHSs and the 2,882 pDHSs defined in *in vivo*-derived CD4 memory T cells (Bevington et al, 2016).
- E Average DNase-Seq tag density profile at the 2,882 memory pDHSs and 2,882 control invariant DHSs in T<sub>B</sub> IL-2 and T<sub>B</sub> IL-2nil.
- F DNase-Seq tag density plots showing all peaks detected in T<sub>B</sub> IL-2 DMSO and T<sub>B</sub> IL-2 Ruxolitinib (33,621) ordered by increasing fold change of tag count for T<sub>B</sub> DMSO compared to T<sub>B</sub> Ruxolitinib.
- G Average DNase-Seq tag density profile at the 1,000 IL-2 pDHSs in T<sub>B</sub> IL-2 DMSO and T<sub>B</sub> IL-2 Ruxolitinib.
- H, I UCSC genome browser tracks for the *Il17a* (J) and control regions at the CD3 gene cluster and *Tbp* locus (K). The blue box indicates a DHS which is inhibited by Ruxolitinib.

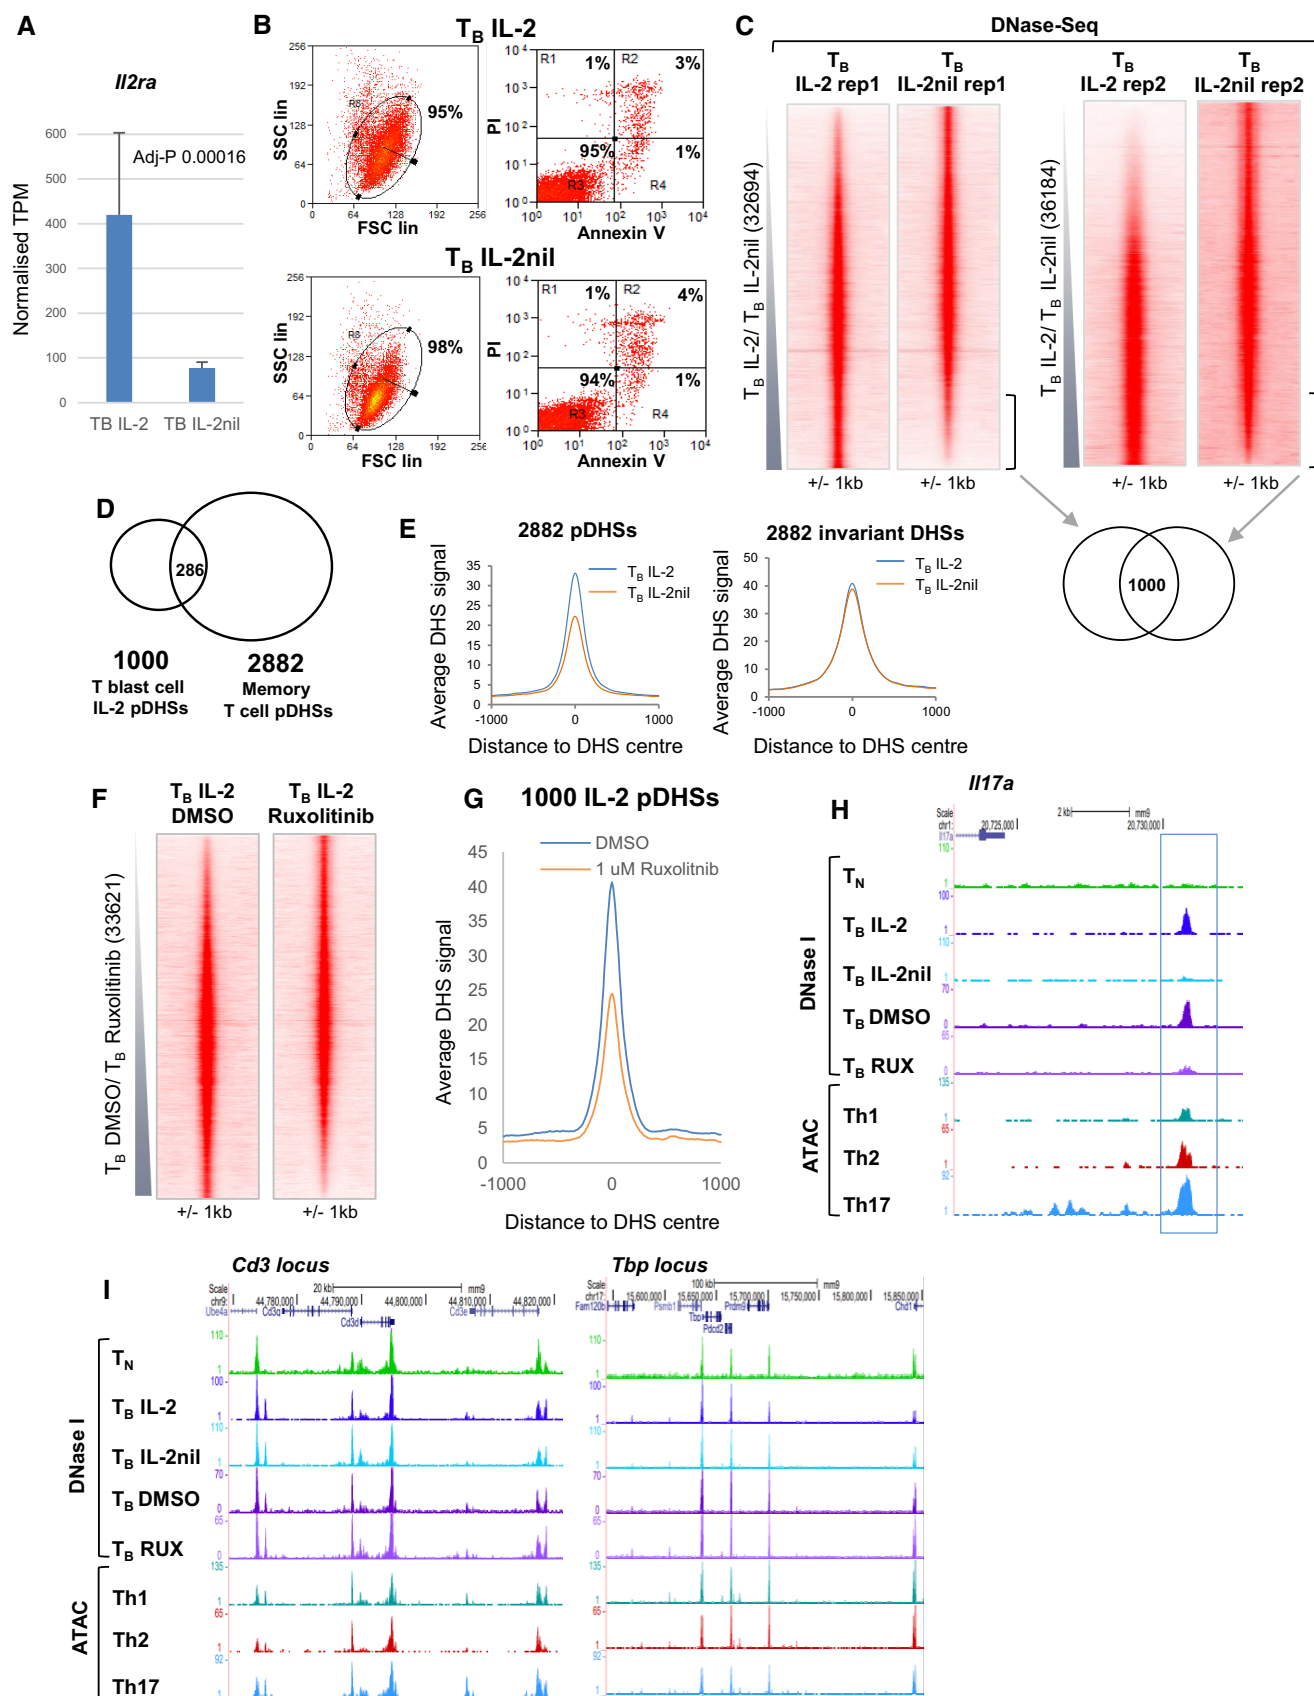

Figure EV1.

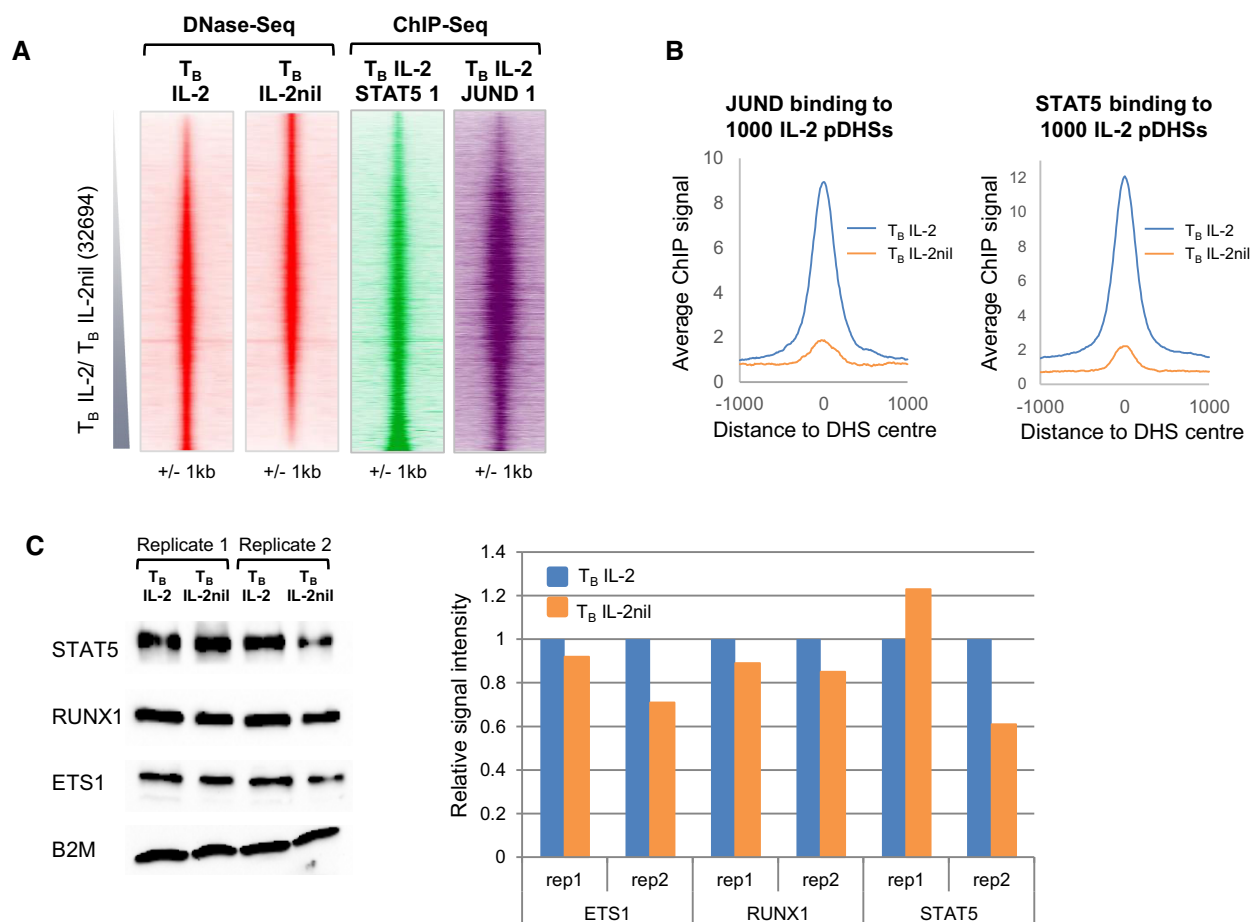

**Figure EV2. IL-2 pDHSs bind IL-2 regulated factors.**

- A DNase-Seq tag density plots, using T<sub>B</sub> IL-2 and T<sub>B</sub> IL-2nil DNase-Seq data from Fig 2A, showing ChIP samples for a second replicate of T<sub>B</sub> IL-2 STAT5 and T<sub>B</sub> IL-2 JUND, and ordered according to the fold enrichment of DNase-Seq tag counts in T<sub>B</sub> IL-2 compared to T<sub>B</sub> IL-2nil.
- B Average ChIP-Seq signal at the 1,000 IL-2 pDHSs in T<sub>B</sub> IL-2 and T<sub>B</sub> IL-2nil for JUND and STAT5.
- C Western blot analyses showing protein levels of RUNX1, ETS1, and STAT5 in T<sub>B</sub> IL-2 and T<sub>B</sub> IL-2nil. Signals were quantitated and the value for T<sub>B</sub> IL-2 set to 1.

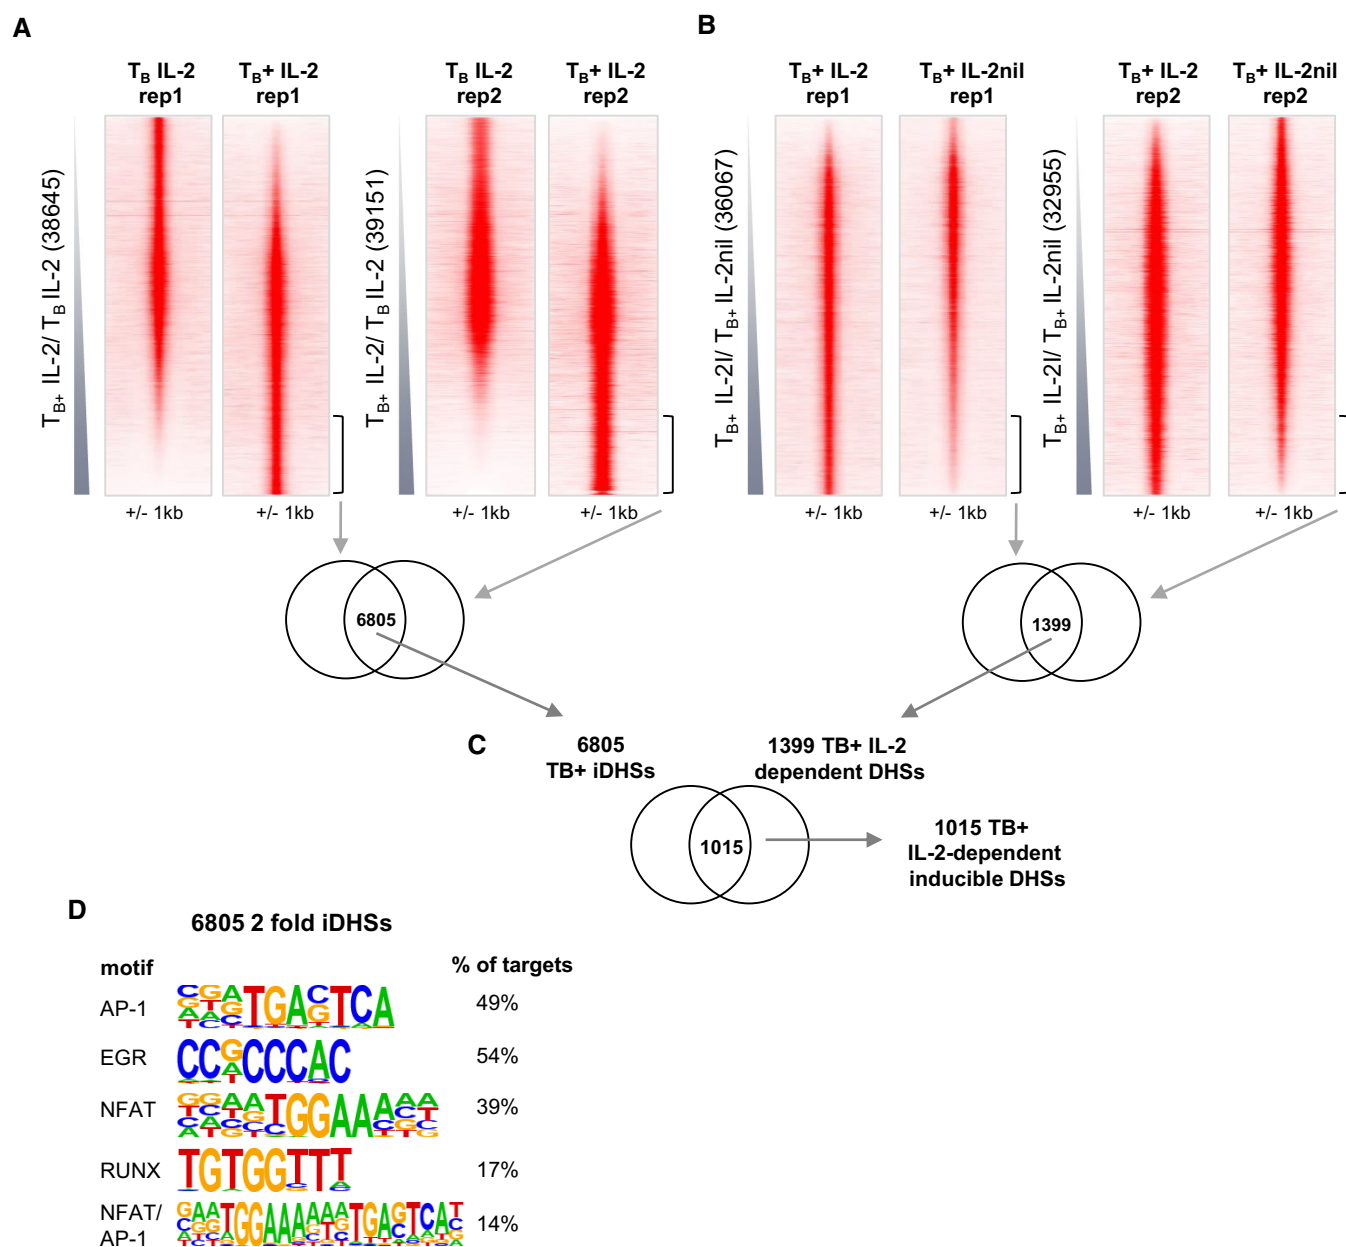

**Figure EV3. IL-2 signaling is required for inducible DHS formation.**

A, B DNase-Seq tag density plots showing all peaks detected in  $T_B$  IL-2 and  $T_B+$  IL-2 (A) and  $T_B+$  IL-2 and  $T_B+$  IL-2nil for the two replicate samples (B). The numbers of peaks which are twofold enriched and are common to both replicates are shown below.

C Identification of 1,015 IL-2-dependent inducible DHSs as the overlap between the 6,805 iDHSs and the 1,399 IL-2-dependent DHSs.

D HOMER *de novo* motif analysis of the 6,805  $T_B+$  IL-2 iDHSs.

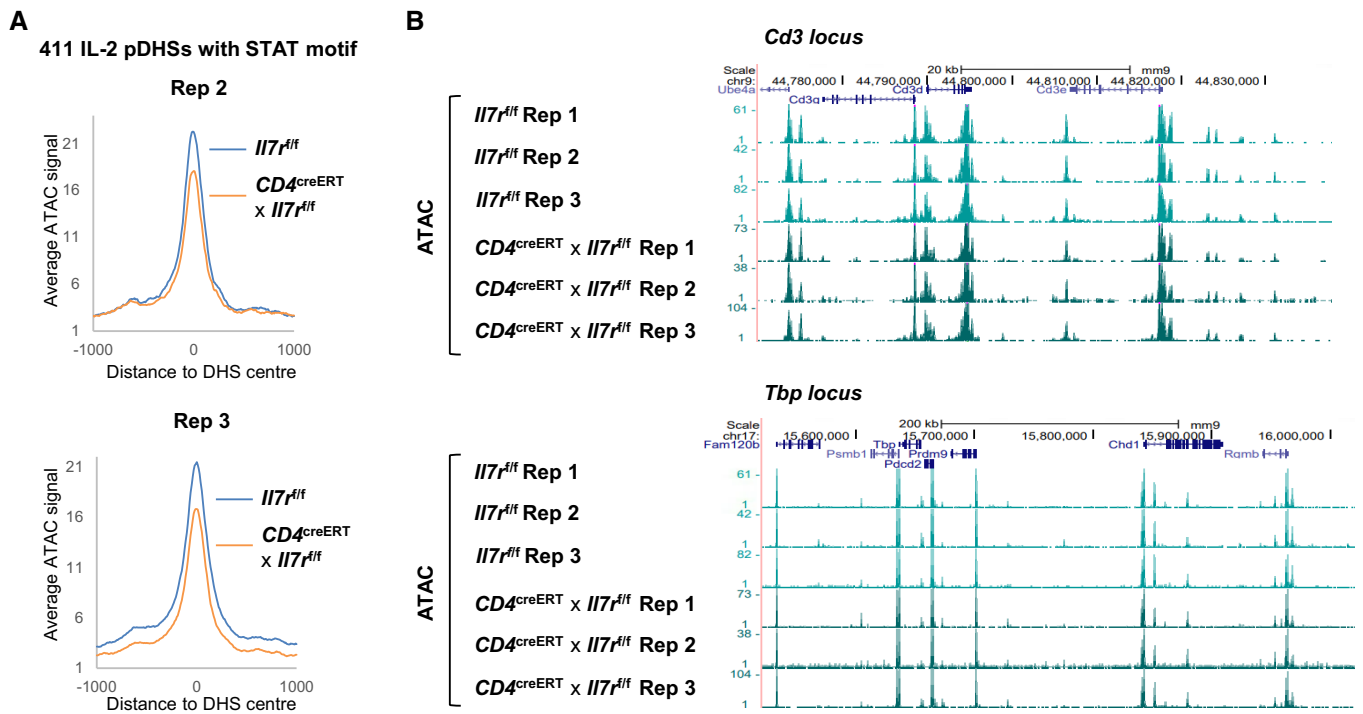

**Figure EV4.** IL-2 pDHSs are reduced in antigen-specific memory T cells upon deletion the IL-7 receptor.

A Average ATAC signal at the 411 IL-2 pDHSs which contain a STAT-binding motif in  $CD4^{creERT2} \times Il7r^{fl/fl}$  and  $Il7r^{fl/fl}$  for replicates 2 and 3.

B UCSC genome browser tracks showing control regions at the CD3 gene cluster and a 500 kb region of the *Tbp* locus for the replicate ATAC-Seq samples of  $CD4^{creERT2} \times Il7r^{fl/fl}$  memory T cells and  $Il7r^{fl/fl}$  control memory T cells.

How the deposited data were processed for this re-analysis (not part of the article)

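RNA-Seq was done by the authors on 12 cultures of mouse CD4 T blast cells, 3 each of T_B_ IL-2, T_B_ IL-2nil, T_B_+ IL-2 and T_B_+ IL-2nil. Condition and replicate of each library were taken from its sample label and the methods. For the time in IL-2 before its withdrawal, the methods give 30 h and the labels about 2 days. The deposited values are FPKM values for 24439 gene names in each library, which the authors made by trimming with Trimmomatic, alignment to mm9 with HISAT2 and quantification on RefSeq models with StringTie. The methods name TPM, which was assumed when the tests were planned, but the values of a library sum to 193815 to 420487 and not to 1000000, and the tables name them FPKM. No normalization between libraries is contained in them, and no read counts.

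Here each library was rescaled to a sum of 1000000 TPM, genes over 1 TPM in at least 1 library were kept, and each library was scaled so that its 75th percentile equalled the mean of the 12 percentiles. The log2(TPM + 1) values of all 12 libraries were fitted in limma 3.58.1 (R 4.3.3) with 4 groups, no block and no trend, which leaves 8 residual degrees of freedom. Log2 differences are on this scale, which understates changes of genes with few TPM. The comparisons were T_B_ IL-2 with T_B_ IL-2nil, T_B_+ IL-2 with T_B_ IL-2, T_B_+ IL-2nil with T_B_ IL-2nil, T_B_+ IL-2 with T_B_+ IL-2nil, and the interaction of IL-2 and PMA/I. Genes were called at more than 3-fold and a Benjamini-Hochberg adjusted P under 0.05, and for the interaction at the adjusted P alone. Induced genes were further counted at 2-fold between T_B_+ IL-2 and T_B_+ IL-2nil without a P-value, after the legend of Table EV2. Principal components (prcomp, centred, not scaled) and Pearson correlations used the same values. Gene sets were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry beside it. Camera compares a set with all other genes, while fry tests the genes of the set alone. The P-values of the 5 sets below were adjusted together, and those of the marker lists among themselves. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the rest, with 100000 permutations where a permutation test is named and not called exact.

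The sets were the genes nearest to the 1000 IL-2 pDHSs and to the 1015 IL-2 iDHSs of Table EV1, histone genes (symbols of Hist and a number), cdc genes (Cdc and a number) and a list of 10 genes of naive T cells. The background in camera was all other genes tested. The paper names histone and cdc genes from these same libraries, so these 2 sets are not independent evidence. Named genes follow a rule with 3 parts, namely every gene the paper names for these libraries with the 14 genes of the last list of Table EV2, then *Il2*, *Il12rb1*, *Il12rb2*, *Il4ra*, *Il6ra*, *Fos*, *Fosb*, *Stat5a*, *Stat5b*, *Ets1* and *Runx1*, then for 3 comparisons the 5 genes with the largest change in each direction among called genes whose groups do not overlap. Table EV2 and Figs 3B, 6, 10A and EV1A had been read before the rule was set, so many of their values had been seen in the paper. Where a gene outside the rule is named, this is stated. Some genes of the rule and of the lists are not reported here by name or value, and the lists were tested as they were set. Markers of other cells included *Cd79a*, *Cd79b*, *Ms4a1* and Ighm for B cells, *Cd8a* and *Cd8b1* for CD8 T cells, Lyz2, Csf1r, *Cd68*, *Itgam* and *Adgre1* for myeloid cells, Ncr1, Klrb1c and Klre1 for NK cells and *Foxp3*, *Ikzf2*, *Lrrc32*, *Ctla4* and *Tnfrsf18* for regulatory T cells. Ighm, Lyz2, Csf1r and the 3 NK cell markers were not among the genes kept. *Lrrc32* is listed in Table EV2.

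Coordinates of genes are those of GENCODE M1 on mm9, while the authors quantified RefSeq models, so ends of genes can differ. Of 1705 DHSs of Table EV1 with a gene name on the same chromosome, 91.3% had their listed distance within 100.0 bp of a transcription start in this annotation.

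Each value of Table EV2 was compared with the quantile-normalized deposited values of all 12 libraries. The columns of T_B_ IL-2nil replicate 3 and T_B_+ IL-2 replicate 3 hold the values of the library of the other label. The sample labels were kept as the first analysis, and every result was repeated with both libraries placed as in Table EV2, which was decided after the data had been seen. The library of the same label met at most 0.0719% of the values in these 2 columns, and for no column did the library next closest to it meet more than 1.58%. Placed in this way, libraries with the same replicate number deviate together from the means of their groups, with all 18 correlations over 0.1 (0.101 to 0.531). The numbers come from the labels, and neither the labels nor the paper's text says what libraries of 1 number share.

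The steps between low values gave the relative depth of each library. As the counts behind a value are not known, no counting interval or detection limit is given, and a gene at 0 is said to be listed at 0. With 3 libraries against 3, an exact permutation test cannot go below a two-sided p of 0.1, so single genes were tested in limma only. The tests were checked on simulated data with 200 changed genes. All simulated libraries took the mean levels of T_B_ IL-2 and the spread within the 4 groups, without pairing of replicates. The changed genes were drawn from those above 5 TPM in T_B_ IL-2, so the shares below do not cover weakly expressed genes. In T_B_ IL-2 against T_B_ IL-2nil, 8-fold changes were called for 83% as labelled (11420 genes) and 95% placed as in Table EV2 (11161 genes), with 5 and 2 false calls. In T_B_+ IL-2 against T_B_+ IL-2nil they were called for 77% (10901 genes) and 99% (11258 genes), with 3 and 1 false calls.

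The alternatives were quantile normalization, no normalization beyond TPM, a pseudocount of 0.1, no filter beyond TPM above 0, TPM over 1 in at least 3 libraries, short non-coding RNAs left out, the replicate number as a block, limma-trend, only the compared groups in the fit, each library left out in turn, a 2-fold threshold, an added adjusted P or a 3-fold threshold for induced genes, scaled genes in the principal component analysis, and DHSs within 25 kb only. FPKM values without rescaling, both libraries left out, and the placement of Table EV2 with quantile normalization, with or without a minimum of 5 TPM in each library of the higher group, were added later. DNase-Seq, ChIP-Seq, ATAC-Seq, quantitative PCR and protein data were not analysed here.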

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

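The placement of 2 libraries as in Table EV2 was decided only after the result was seen, so the tests below that use it were chosen only after the result was seen as well. The tests of scaling, of single libraries and of other cells, and the splits of the libraries for the interaction, were otherwise set up before. Those for the induced genes lower with IL-2, the splits by pairs for the interaction, the count of the 4 libraries, the gap between induced and all genes and FPKM values without rescaling came after.

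The effect of IL-2 differed between cells before and after PMA/I for 5 of the named genes reported here when the libraries were placed as in Table EV2, by the interaction term of the limma model. The log2 difference between cells with and without IL-2 was 3.59 before and -0.87 after PMA/I (difference -4.46, adjusted P = 0.0108) for *Cish*, 2.03 before and -1.94 after PMA/I (difference -3.96, adjusted P = 0.0125) for *Socs1* and 2.45 before and 0.32 after PMA/I (difference -2.13, adjusted P = 0.0389) for *Il2ra*. It was -1.26 before and -0.074 after PMA/I (difference 1.19, adjusted P = 0.0145) for *Ets1* and -0.79 before and 2.48 after PMA/I (difference 3.27, adjusted P = 0.0444) for *Gm5907*. In cells without IL-2, the log2 difference between T_B_+ IL-2nil and T_B_ IL-2nil was 5.27 for *Cish*, 2.62 for *Socs1* and 3.08 for *Il2ra*, so that these 3 genes rose with PMA/I without IL-2. After PMA/I, *Socs1* was lower in cells with IL-2 than in cells without it, at -1.94. The paper does not report these differences.

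Scaling and single libraries were weighed as technical explanations. Over 9 alternatives of processing, FPKM values without rescaling included, *Cish*, *Socs1* and *Ets1* had an adjusted P under 0.05 in 8 each. The exception was no normalization beyond TPM (limma, adjusted P = 0.0557, 0.0557 and 0.153, which are the highest values, against lowest values of 0.00489, 0.00841 and 0.00795). Their differences ran from -4.72 to -3.99, -4.01 to -3.49 and 1.14 to 1.66, and leaving out any of the 12 libraries changed none of these 3 calls. *Il2ra* had an adjusted P under 0.05 in 6 of the alternatives (limma, 0.0194 to 0.148) and in 4 of the 12 fits with 1 library left out, and *Gm5907* in 5 (0.0175 to 0.0829) and in 1, so that most libraries change the call of both genes when left out. The signs of the 5 differences were the same in all of these fits. *Gm5907* is a predicted gene, and reads shared with similar sequences were not excluded for it.

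As labelled, the same 5 differences have an adjusted P of 0.914 each in limma, with 2 libraries whose values argue against their labels (see the observations). What stays open is the call of *Il2ra* and *Gm5907*, for the reason given above, and the number of interaction genes as a whole, for which splits cannot exclude chance. In these, 5 of 100 splits of the 12 libraries gave as many as the placement of Table EV2. Of the 32 splits that part the 3 pairs of the same number both before and after PMA/I, as the real one does, 4 gave as many, and 3 did with the replicate number as a block. The others among them exchange 2 or 3 pairs after PMA/I and none before, which turns an effect of IL-2 shared by both into an interaction, so these splits do not isolate chance and are no evidence for it either. A replacement of the response to IL-2 by the response to PMA/I is a hypothesis for *Cish* and *Il2ra* that these data do not test further. For *Socs1*, a replacement alone does not account for the lower level with IL-2 after PMA/I.

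Of the 490 genes induced by PMA/I in cells with IL-2, 77 were at least 2-fold lower in T_B_+ IL-2 than in T_B_+ IL-2nil when placed as in Table EV2. The paper assessed induced genes for an effect of IL-2 of at least 2-fold, and the 14 genes it lists are all higher with IL-2, so genes that go the other way are outside those it lists. In 20 draws of simulated data with no effect of IL-2, 1 to 8 genes were lower (mean 5), and 10 to 23 were 2-fold higher. As labelled, 8 of 21 induced genes were lower. With 3 libraries in each group, splits of the libraries cannot exclude chance.

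A factor for each library moves all genes alike, so the tables argue against scaling between libraries as the reason that induced genes as a set lie below other genes. Their median log2 difference was -0.54 against -0.042 over all genes, and this gap of -0.50 ran from -0.50 to -0.36 over 3 other scalings, a pseudocount of 0.1 and short non-coding RNAs left out, being smallest without normalization beyond TPM. With 1 of the 6 libraries left out it ran from -0.64 to -0.32, which argues against any 1 library as the source of this gap. The gap differed between cultures, from -0.52 to 0.042 in T_B_+ IL-2 and from 0.026 to 0.54 in T_B_+ IL-2nil libraries around their mean (exact permutation test, two-sided, p = 0.2). This test ignores the replicate numbers, which pair the libraries in this placement, and cannot go below 0.1, so it decides nothing. Within each number the gap was lower in T_B_+ IL-2, at 0.042 against 0.54, -0.22 against 0.20 and -0.52 against 0.026 for replicates 1, 2 and 3. These values argue against differences shared by cultures of 1 number as its source. Differences between cultures that do not follow the numbers are not excluded. For the number of genes past 2-fold, scaling cannot be told apart from an effect on these genes. Without normalization beyond TPM, 18 induced genes were lower and 48 higher with IL-2, against 77 and 26 with it. That setting moves all genes alike, with a median that goes from -0.042 to 0.23, so its counts decide nothing by themselves. The excess was kept under quantile normalization, with 67 lower and 27 higher, and with FPKM values without rescaling, with 40 and 14, but both set the libraries to a common level, and no measure of total RNA per cell shows which level is right. With 1 of the 6 libraries left out, 46 to 115 genes were lower, more than were higher in each case. The tables argue against 4 of the libraries as the source of the excess, which stayed at 115 lower and 23 higher without T_B_+ IL-2 replicate 1, 75 lower and 25 higher without T_B_+ IL-2 replicate 2, 103 lower and 36 higher without T_B_+ IL-2nil replicate 2 and 107 lower and 24 higher without T_B_+ IL-2nil replicate 3. The size of the excess cannot be told apart from an effect of the other 2. Without T_B_+ IL-2 replicate 3, 53 genes were lower and 48 higher, and without T_B_+ IL-2nil replicate 1, 46 were lower and 35 higher, so that the excess shrank but did not turn round.

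Other cells in the cultures cannot be told apart from an effect on the T cells, because few markers were measurable. The 4 B cell markers that passed the filter were lower with IL-2 when placed as in Table EV2, with a median log2 difference between T_B_+ IL-2 and T_B_+ IL-2nil of -0.76 (camera, adjusted P = 0.0555 over 8 tests of marker lists, 0.112 with the estimated correlation and 0.0037 in fry) and between T_B_ IL-2 and T_B_ IL-2nil of -0.996 (camera, adjusted P = 0.0555, 0.113 with the estimated correlation and 0.000372 in fry). Of these 4 genes, 4 before and 3 after PMA/I had an adjusted P under 0.05 adjusted over the list alone, and 4 and 3 over all genes tested. *Cd79b* was at 2.94 ± 0.921 TPM in T_B_ IL-2, 11.0 ± 3.63 in T_B_ IL-2nil, 0.51 ± 0.131 in T_B_+ IL-2 and 2.39 ± 1.58 in T_B_+ IL-2nil (SD, n = 3), and *Cd79a* at 3.39 ± 1.26, 8.34 ± 0.654, 1.55 ± 0.139 and 3.94 ± 2.1 TPM. These are the most abundant of the 4. A small share of B cells that is larger without IL-2 may be present, and whether it accounts for any of the 77 genes was not tested.

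Of the 77 genes, 57 had an adjusted P under 0.05 in limma between T_B_+ IL-2 and T_B_+ IL-2nil, and 17 are the nearest gene to an IL-2 pDHS or iDHS. The log2 differences of some of the lowest, named after their values were seen, were -2.26 for *4930417O13Rik*, -1.97 for *Xcl1*, -1.86 for *Cd83*, -1.78 for *Gfi1*, -1.72 for *Prr7*, -1.71 for *Zbtb10* and -1.65 for *Mir155hg*. A stronger response of such genes to PMA/I after withdrawal of IL-2 stays open. So do other cells and differences between cultures that do not follow the replicate numbers. For the number of these genes, differences between cultures, scaling, T_B_+ IL-2 replicate 3 and T_B_+ IL-2nil replicate 1 stay open as well.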

How the results depend on the processing

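The use of FPKM values without rescaling, the placement of libraries as in Table EV2 (alone, with quantile normalization, or with quantile normalization and a minimum level), and the removal of both libraries were tests chosen only after the result was seen. All other alternatives were chosen before the data were examined, and with the libraries as in Table EV2 they were repeated after that placement was chosen. The 9 counts of genes, with their values as labelled and placed as in Table EV2, were the genes called higher (7 and 583) and lower (5 and 340) with IL-2 before PMA/I, higher (13 and 400) and lower (2 and 51) with IL-2 after PMA/I, induced by PMA/I with IL-2 (21 and 490) and without it (109 and 968), induced and at least 2-fold higher (0 and 26) or lower (8 and 77) with IL-2, and with an interaction of IL-2 and PMA/I (0 and 526). Over those alternatives, the counts as labelled moved by more than 1.5 times in 90 of 156 cases, and those placed as in Table EV2 in 34 of 156. The 5 gene set results kept their direction and their side of an adjusted P of 0.05 in 67 of 77 cases as labelled and 75 of 77 placed as in Table EV2. The histone genes kept both in every case of either placement, and the cdc and naive T cell lists in every case placed as in Table EV2. Of 62 differences of single genes with an adjusted P under 0.05 when placed as in Table EV2, 46 kept the direction and the call in every such alternative and 16 lost the call in at least 1, none with a change of direction. Of the 17 others, 6 gained a call in at least 1 alternative and 4 changed direction in at least 1. As labelled, all 27 called differences lost the call in at least 1 alternative without a change of direction, and of 54 others 10 gained a call and 15 changed direction. Where a result changed below, the cause was not tested unless it is named.

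Against the libraries as labelled, the placement of Table EV2 gave 583 higher and 340 lower before PMA/I, 400 higher and 51 lower after PMA/I, 490 induced with IL-2 and 968 induced without it, 26 induced genes 2-fold higher and 77 2-fold lower with IL-2 and 526 interaction genes. The differences between T_B_+ IL-2 and T_B_+ IL-2nil became 1.97 for *Csf2*, 0.95 for *Ifng*, 1.11 for *Il13*, 1.36 for *Il3* and 1.80 for *Il31*, that between T_B_+ IL-2 and T_B_ IL-2 0.074 for *Jund*, and that between T_B_ IL-2 and T_B_ IL-2nil -1.42 for *S1pr1*, all with a reversed direction. The median of the genes nearest to IL-2 iDHSs after PMA/I became -0.052, also reversed, and that of the genes nearest to IL-2 pDHSs before PMA/I 0.081 (camera, adjusted P = 0.00743, against 0.0182 to 0.395 over 16 alternatives as labelled). With both libraries left out, T_B_ IL-2nil and T_B_+ IL-2 held 2 libraries each, and the counts were 610 higher and 391 lower before PMA/I, 305 higher and 37 lower after PMA/I, 563 induced with IL-2 and 951 induced without it, 48 induced genes 2-fold higher and 55 2-fold lower with IL-2 and 4 interaction genes. The directions reversed to 2.23 for *Csf2*, 1.23 for *Ifng*, 1.43 for *Il13*, 0.088 for *Il2*, 1.76 for *Il3* and 2.57 for *Il31* after PMA/I and -1.55 for *S1pr1* before it, and the iDHS median to -0.011. The pDHS median was 0.096 (adjusted P = 0.0095) and the first component held 51.5%. The placement of Table EV2 with quantile normalization gave 665 higher and 388 lower before PMA/I, 342 higher and 48 lower after PMA/I, 537 induced with IL-2 and 1138 induced without it, 27 induced genes 2-fold higher and 67 2-fold lower with IL-2 and 695 interaction genes, with 2.16 for *Csf2*, 1.06 for *Ifng*, 1.12 for *Il13*, 0.58 for *Il2*, 1.61 for *Il3* and 1.78 for *Il31* after PMA/I, -0.13 for *Il4ra* and -1.80 for *S1pr1* before it, an iDHS median of -0.081, a pDHS median of 0.11 (adjusted P = 0.0258) and 47.5 and 22.7% of the variance in the first 2 components. With a further minimum of 5 TPM in each library of the higher group, the counts were 614 higher and 356 lower before PMA/I, 299 higher and 38 lower after PMA/I, 465 induced with IL-2 and 1005 induced without it and 14 induced genes 2-fold higher and 51 2-fold lower with IL-2, of which 14 and 51 were also more than 1.5 times below those placed as in Table EV2 alone. By construction, each of these settings changed which libraries stood in the compared groups.

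Normalization moved the counts in both placements. Under quantile normalization the libraries as labelled gave 11 higher and 10 lower before PMA/I, 0 higher and 0 lower after PMA/I and 51 induced without IL-2, with reversed differences of -0.12 for *Chac1* after PMA/I and -0.099 for *S1pr1* before it, a reversed iDHS median of -0.017, and 47.5 and 22.7% of the variance in the first 2 components. With the placement of Table EV2 no count moved by more than 1.5 times, and the differences that reversed were 0.58 for *Il2* after PMA/I, -0.13 for *Il4ra* before it and -0.20 for *Jund* between T_B_+ IL-2 and T_B_ IL-2. Without normalization beyond TPM, the counts as labelled were 0 higher and 0 lower before PMA/I, 0 higher and 0 lower after PMA/I, 0 induced with IL-2 and 11 induced without it and 0 induced genes 2-fold lower with IL-2, and the second component held 19.0%. In the other placement they were 624 higher and 14 lower after PMA/I, 638 induced without IL-2, 48 induced genes 2-fold higher and 18 2-fold lower with IL-2 and 1 interaction gene. The reversed values in that placement were 0.16 for *Il2* after PMA/I, -0.052 for *Il4ra* before it, -0.0041 for *Jund* between T_B_+ IL-2 and T_B_ IL-2, and an iDHS median of 0.27. This setting moved the median of all genes tested. In the placement of Table EV2, the median log2 difference between T_B_+ IL-2 and T_B_+ IL-2nil was -0.042 after upper-quartile normalization and 0.23 without it, and that between T_B_+ IL-2nil and T_B_ IL-2nil -0.38 and -0.78. As labelled, these medians were 0.12 and 0.39, and -0.26 and -0.66. Under quantile normalization the difference between T_B_+ IL-2nil and T_B_ IL-2nil had medians of -0.10 as labelled and -0.14 placed as in Table EV2, and the other shifts were under 0.1 except for T_B_+ IL-2 against T_B_ IL-2 in the latter (-0.22 and -0.10) and T_B_+ IL-2 against T_B_+ IL-2nil as labelled (0.016). The iDHS median of 0.27 without normalization lay close to that of all genes, while the histone genes, at 2.63 and 2.99, stood well above it in both. FPKM values without rescaling gave 21 higher before PMA/I and 8 higher after PMA/I as labelled and 195 lower before PMA/I, 260 higher and 27 lower after PMA/I and 14 induced genes 2-fold higher and 40 2-fold lower with IL-2 placed as in Table EV2, and mean correlations between T_B_ IL-2 and T_B_ IL-2nil libraries of 0.845 and 0.839. As labelled, this scaling moved the share of calls that were higher with IL-2 from 58.3 to 80.8% before PMA/I and from 86.7 to 72.7% after it. With both libraries as in Table EV2, the largest move of this share under another scaling was from 88.7 to 97.8% after PMA/I, without normalization.

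A pseudocount of 0.1 gave 0 higher and 2 lower before PMA/I, 32 higher after PMA/I and 66 induced without IL-2 as labelled and 577 lower before PMA/I, 119 lower after PMA/I, 57 induced genes 2-fold higher and 116 2-fold lower with IL-2 and 241 interaction genes placed as in Table EV2. As labelled, the differences after PMA/I reversed to -0.37 for *Chac1*, -0.060 for *Gm10684*, -0.58 for *Gm2663* and -0.72 for *Il24*, and the first 2 components held 47.1 and 19.1%. A smaller pseudocount gives low values more weight by construction. With no filter beyond TPM above 0, the libraries as labelled gave 3 lower before PMA/I, 23 higher and 5 lower after PMA/I and 65 induced without IL-2, and the mean correlations rose to 0.931 (T_B_, as labelled), 0.931 (T_B_, as in Table EV2) and 0.947 (T_B_+, as in Table EV2), since genes at or near 0 in all libraries enter them. With TPM over 1 in at least 3 libraries, the first component held 53.2%. Leaving out short non-coding RNAs gave mean correlations of 0.907, 0.905 and 0.941 in the same order, 58.5 and 23.7% of the variance in the first 2 components, and an odds ratio of 2.03 (Fisher's exact test, p = 0.0758, against 6.40e-05 to 0.084 over 18 alternatives) for induced genes near IL-2 DHSs placed as in Table EV2. PCA on scaled genes gave 45.0 and 25.7%. When only the compared groups entered the fit, the libraries as labelled gave 2 higher and 0 lower before PMA/I, 0 higher and 0 lower after PMA/I, 0 induced with IL-2 and 0 induced without it and 0 induced genes 2-fold lower with IL-2, and limma-trend gave 4 lower after PMA/I. Neither moved a count by more than 1.5 times when the libraries were placed as in Table EV2. A 2-fold threshold gave 23 higher and 4 lower after PMA/I and 211 induced without IL-2 as labelled and 1244 higher and 1186 lower before PMA/I, 910 higher and 313 lower after PMA/I and 897 induced with IL-2 and 1612 induced without it placed as in Table EV2. For induced genes, a 3-fold threshold for the effect of IL-2 gave 2 induced genes 3-fold lower with IL-2 as labelled and 15 induced genes 3-fold higher and 10 3-fold lower with IL-2 placed as in Table EV2, and an added adjusted P under 0.05 gave 1 induced gene 2-fold lower with IL-2 as labelled. Lower and higher thresholds change these counts by construction. For genes within 25 kb of a DHS, the pDHS median as labelled was 0.16 (camera, adjusted P = 0.0182) and the iDHS median placed as in Table EV2 reversed to 0.058 (adjusted P = 0.47, against 0.47 to 0.973 over 16 alternatives).

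The fit with the replicate number as a block gave 17 higher and 11 lower before PMA/I, 34 higher and 6 lower after PMA/I and 53 induced without IL-2 as labelled, the naive T cell list a median of -0.45 with an adjusted P = 0.0632 (camera, against 0.00466 to 0.232 over 15 alternatives), and *Treml2* an adjusted P = 0.0554 in limma. As labelled, 11 of 18 correlations between the deviations of same-numbered libraries were over 0.1, and they ran from -0.777 to 0.453, so the numbers do not pair the libraries as labelled. In the placement of Table EV2, where the numbers pair the libraries, the replicate block gave 1478 interaction genes and brought *Il13*, *Il31*, *Gm2663* and *Il24* between T_B_+ IL-2 and T_B_+ IL-2nil under an adjusted P of 0.05 (limma, 0.031, 0.0198, 0.0348 and 0.0278). It changed no other call in either placement.

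Leaving out each library in turn moved most counts as labelled. Before PMA/I they ran from 0 to 325 higher and 0 to 96 lower, the most of both without the library labelled T_B_ IL-2nil replicate 3 and at most 1 without any other. After PMA/I they ran from 0 to 16 higher and 0 to 2 lower, with 16 without T_B_+ IL-2nil replicate 3 and at most 2 without any other library. Genes induced with IL-2 ran from 1 to 363, with at most 2 unless the library labelled T_B_+ IL-2 replicate 3 was left out, and those induced without it from 0 to 880, with 19 without T_B_+ IL-2nil replicate 3 and at most 4 without any other library but the one labelled T_B_ IL-2nil replicate 3. The induced genes 2-fold higher or lower with IL-2 ran from 0 to 33 and 0 to 30, at most 1 and 4 unless the library labelled T_B_+ IL-2 replicate 3 was left out, and the interaction genes from 0 to 3, the most without T_B_+ IL-2nil replicate 2. All counts of 0 above are from limma. In the settings that gave a count of 0, 106 to 392 genes higher and 51 to 95 lower before PMA/I, 171 to 478 higher and 18 to 246 lower after it, 194 to 237 induced with IL-2, 275 to 583 induced without it and 203 to 1965 interaction genes were found at an unadjusted P under 0.05 and the same fold threshold, where there was one. Of genes induced at an unadjusted P under 0.05, 1 to 15 were 2-fold higher and 64 to 116 2-fold lower with IL-2. The shares of the first 2 components ran from 49.0 to 52.8% and from 19.7 to 23.1%. The pDHS median ran from 0.065 to 0.14 and passed an adjusted P of 0.05 without T_B_ IL-2 replicate 3 or the library labelled T_B_ IL-2nil replicate 3, the cdc median ran from 0.22 to 0.37 and did not pass without T_B_ IL-2nil replicate 1, the naive T cell median ran from -1.57 to -0.13 and did not pass without T_B_ IL-2 replicate 1, T_B_ IL-2nil replicate 1 or T_B_ IL-2nil replicate 2, and the iDHS median ran from -0.014 to 0.13, below 0 without the library labelled T_B_+ IL-2 replicate 3. Among single genes as labelled, the differences before PMA/I that changed direction ran from -1.72 to 0.65 for *Ccr7* (above 0 without T_B_ IL-2 replicate 3, T_B_ IL-2nil replicate 1 or T_B_ IL-2nil replicate 2), from -0.27 to 0.98 for *Il12rb2* and -1.34 to 0.11 for *Klf2* (without T_B_ IL-2nil replicate 1), from -0.049 to 2.32 for *Tnfrsf9* (below 0 without T_B_ IL-2nil replicate 2) and from -1.55 to 1.22 for *S1pr1* (below 0 without the library labelled T_B_ IL-2nil replicate 3). After PMA/I they ran from -5.87 to 0.087 for *Il2*, -4.26 to 1.76 for *Il3*, -3.99 to 1.43 for *Il13*, -3.18 to 2.23 for *Csf2*, -2.94 to 2.57 for *Il31* and -3.87 to 1.23 for *Ifng*, positive only without the library labelled T_B_+ IL-2 replicate 3, and from -0.60 to 2.08 for *Gm2663*, -1.28 to 2.29 for *Il24*, -0.28 to 1.75 for *Gm10684* and -1.15 to 1.77 for *Chac1*. The last 4 were below 0 without T_B_+ IL-2 replicate 1, all but *Gm10684* also without T_B_+ IL-2 replicate 2, *Il24* also without T_B_+ IL-2nil replicate 1, and *Gm2663* and *Chac1* also without T_B_+ IL-2nil replicate 3. With both libraries as in Table EV2, the induced genes 2-fold higher with IL-2 numbered 23 to 48 (the most without T_B_+ IL-2 replicate 3), those 2-fold lower 46 to 115 (the fewest without T_B_+ IL-2nil replicate 1), the genes lower with IL-2 after PMA/I 42 to 94 (the most without T_B_+ IL-2nil replicate 2), and the interaction genes 84 to 1302. Of the latter there were 1302 without T_B_+ IL-2nil replicate 3, 630 without T_B_ IL-2 replicate 1, and 84 to 287 without each of the other 10 libraries, the fewest without T_B_ IL-2nil replicate 2. The odds ratio of induced genes near IL-2 DHSs ran from 1.97 to 3.64, with p above 0.05 without T_B_ IL-2 replicate 1 or T_B_+ IL-2nil replicate 1. Single genes that changed direction were small differences, from -0.56 to 0.95 for *Il12rb2* and -0.19 to 0.30 for *Il4ra* before PMA/I, -0.18 to 0.28 for *Jund* between T_B_+ IL-2 and T_B_ IL-2, and -0.58 to 0.086 for *Il2* after PMA/I. *Il12rb2* was below 0 without T_B_ IL-2 replicate 3 or T_B_ IL-2nil replicate 1, *Il4ra* without T_B_ IL-2 replicate 2, T_B_ IL-2nil replicate 1 or T_B_ IL-2nil replicate 2, *Jund* without T_B_ IL-2 replicate 1 or T_B_+ IL-2 replicate 3, and *Il2* was above 0 without T_B_+ IL-2 replicate 3.

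The alternative of keeping the highest line of each gene name was not run, since no gene name repeats in the tables. For the interaction, a fit with only the compared groups was left out, since it compares all 4 groups. As labelled, the odds ratio of induced genes near IL-2 DHSs was not computed, because no induced gene was 2-fold higher with IL-2. Depth limits low values. The tables hold no counts, and the relative depth of the libraries ran from 0.409 (T_B_ IL-2nil replicate 2) to 1.25 (T_B_+ IL-2nil replicate 1), so that no count interval can be given. Simulated data took the levels of T_B_ IL-2, the spread within groups and 200 changed genes. In these, 4-fold changes were called for 54% (T_B_ IL-2 against T_B_ IL-2nil, 11420 genes) and 46% (T_B_+ IL-2 against T_B_+ IL-2nil, 10901 genes) as labelled. Placed as in Table EV2, they were called for 75% and 75% (11161 and 11258 genes). No changed gene was drawn from low levels, so these shares do not describe weakly expressed genes.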

Differences from the paper's values

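The use of the placement of Table EV2, alone or with quantile normalization and a minimum level, the removal of both libraries and FPKM values without rescaling were tests chosen only after the result was seen. The other alternatives were set before the data were examined.

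The paper gives 612 genes higher and 356 genes lower in T_B_ IL-2 than in T_B_ IL-2nil, 465 genes induced by PMA/I and 14 induced genes affected by IL-2 removal. As labelled, the numbers here were 7, 5, 21 and 0, with 10 of the last kind at an unadjusted P under 0.05 in limma. Of the alternatives set before the data were examined, only leaving out the library labelled T_B_+ IL-2 replicate 3 brought 1 of these within 1.5 times of the paper's, with 363 induced genes, and no other brought any of the 4 there. Of the settings chosen after seeing the values, leaving out both libraries gave 610, 391, 563 and 48, the placement of Table EV2 gave 583, 340, 490 and 26, the same with quantile normalization gave 665, 388, 537 and 27, and with a further minimum of 5 TPM in each library of the higher group 614, 356, 465 and 14. The first 3 counts lay within 1.5 times of the paper's in all of these and the fourth only in the last. Of the 612, 465 and 14 genes that Table EV2 lists as called, leaving out both libraries dropped 79, 31 and 1, the placement alone dropped 92, 49 and 2, and the placement with quantile normalization dropped 0, 0 and 0, with or without the minimum.

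With this placement, 26 induced genes were 2-fold higher with IL-2, more than 1.5 times the paper's 14. Of the alternatives set before, an added adjusted P under 0.05 (18) and a 3-fold threshold (15) brought the number within 1.5 times and the others did not. FPKM values without rescaling (14), chosen after seeing the values, and quantile normalization with the minimum of 5 TPM, named above, did as well. The former dropped 214, 123 and 3 of the listed genes.

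For *Il2ra*, the paper gives an adjusted P of about 0.00016 in Fig EV1A, read by eye, and the values here were 0.635 as labelled and 0.000476 placed as in Table EV2 (limma). No alternative set before closed the first. Quantile normalization, the only one of those set before to close the second, gave 0.000164, and with the placement of Table EV2, chosen after seeing the values, it closed the first with the same value. For *Jund*, the paper gives about 0.014 in Fig 3B, read by eye, and the value as labelled was 0.51, which no alternative set before closed. Leaving out both libraries (0.0116) and the placement of Table EV2, alone (0.0139) or with quantile normalization (0.014), were chosen after seeing the values and closed it.

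Of 48 log2 fold changes of named genes that Table EV2 lists, 25 differed as labelled by more than the standard error or in sign. The paper's values and those here between T_B_ IL-2 and T_B_ IL-2nil were -1.93 and -0.91 for *Bach2*, -3.07 and -2.51 for *Btg1*, -1.97 and -0.20 for *Ccr7*, -1.70 and -0.65 for *Ets1*, -3.97 and -2.60 for *Il7r*, -1.80 and 0.25 for *S1pr1*, -2.93 and -1.45 for *Tcf7*, 6.01 and 4.02 for *Gzmb*, 3.84 and 2.43 for *Cish*, 2.35 and 2.00 for *Fbxo5*, 2.47 and 2.15 for *Map6*, 2.45 and 0.78 for *Tnfrsf9* and 3.74 and 3.21 for *Cdc6*. Between T_B_+ IL-2 and T_B_ IL-2 they were 12.09 and 8.07 for *Il2*, 11.73 and 8.17 for *Il3*, 9.19 and 5.93 for *Csf2*, 8.78 and 5.98 for *Ifng*, 8.18 and 5.18 for *Il13*, 2.74 and 2.27 for *Hs3st3b1* and 2.33 and 2.82 for *Btg1*. Between T_B_+ IL-2 and T_B_+ IL-2nil, where the signs are opposite, they were 1.61 and -2.15 for *Il3*, 1.12 and -2.04 for *Il13*, 2.16 and -1.27 for *Csf2*, 1.78 and -0.97 for *Il31* and 1.06 and -1.91 for *Ifng*. A fold change counts as closed when it comes within the standard error as labelled, which is wide for many of these genes, so a closed value can still lie far from the paper's. Among the alternatives set before, leaving out the library labelled T_B_ IL-2nil replicate 3 closed all of the differences between T_B_ IL-2 and T_B_ IL-2nil but *Btg1*, and leaving out the library labelled T_B_+ IL-2 replicate 3 all of the others but *Btg1* for induction. Quantile normalization closed *Il7r*, *Tcf7*, *Cish*, *Fbxo5* and *Map6* before PMA/I. A pseudocount of 0.1 closed *Map6* and *Cdc6* before PMA/I and *Il2*, *Il3*, *Ifng* and *Hs3st3b1* for induction. Leaving out short non-coding RNAs closed *Cdc6* before PMA/I and *Ifng* for induction, the latter only just, at 6.07 against the paper's 8.78 with an SE of 2.75. No filter beyond TPM above 0 closed *Ifng* and *Il13* for induction, both only just, at 6.06 and 5.28 against the paper's 8.78 and 8.18. Leaving out T_B_ IL-2 replicate 1 closed *Il7r* before PMA/I and *Il13* for induction. Leaving out T_B_ IL-2 replicate 2 closed *Fbxo5*, *Map6* and *Cdc6* before PMA/I and *Ifng* for induction. Leaving out T_B_ IL-2nil replicate 2 closed *Fbxo5* before PMA/I. Leaving out T_B_ IL-2nil replicate 1 closed *Map6* before PMA/I. Leaving out T_B_ IL-2 replicate 3 closed *Tnfrsf9* before PMA/I and *Ifng* for induction. The others closed none. Of the settings chosen after seeing the values, leaving out both libraries closed all but *Btg1* before PMA/I and *Btg1* for induction, the placement of Table EV2 all but *Btg1* before PMA/I and *Btg1* for induction, and this placement with quantile normalization closed all of them. With the libraries placed as in Table EV2 and judged by the standard errors of that placement, 43 of 44 did not differ. The exception was *Ets1*, at -1.26 (SE 0.14) against the paper's -1.70, which only quantile normalization closed (-1.70). The same -1.26 counted as closed above, under the SE of 0.56 as labelled. The shares of the first 2 principal components and the 14 group means read from figures did not differ.

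The paper states that IL-2 had its greatest effect before PMA/I. As labelled, 7 higher and 5 lower genes were called before PMA/I and 13 and 2 after it, and with the placement of Table EV2 583 and 340 before and 400 and 51 after it. The paper lists *Il3*, *Il13*, *Csf2*, *Il31* and *Ifng* as higher with IL-2 after PMA/I, which as labelled they were not, and with the placement of Table EV2 the differences were 1.36, 1.11, 1.97, 1.80 and 0.95. Within the paper's tables, the legend of the third list of Table EV2 speaks of genes that go down while its sheet gives genes that go up, and the values go up. In the list of IL-2 iDHSs of Table EV1, the cell of T_B_ IL-2 replicate 1 equals that of T_B_+ IL-2nil replicate 1 for all 1015 sites, and the fold of replicate 2 between T_B_+ IL-2 and T_B_+ IL-2nil equals the quotient of its T_B_ IL-2 and T_B_+ IL-2nil cells for all 1015, both within 0.1%. At least 1 column of each pair therefore cannot hold what it is named for, and none of them was used here.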

Other observations

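The match of the 2 libraries to Table EV2, the form of the fit, the clustering without labels, the position of the 2 libraries between groups, and the level of genes that Table EV2 does not list were tests chosen only after the result was seen, as were the splits for induced genes 2-fold lower with IL-2 and for histone genes after PMA/I, the splits by pairs for the interaction, and every use of the placement of Table EV2. The correlations with groups, the tests of depth and IL-2 on short RNAs, of histone genes after PMA/I, of both kinds of DHS and the other splits of the libraries were set up before.

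The libraries labelled T_B_ IL-2nil replicate 3 and T_B_+ IL-2 replicate 3 hold, within 0.1%, 100% of the 1391 values that Table EV2 lists under the label of the other, and 0.0719% or less of those under their own. A different stimulation of these 2 cultures would have left their values under their own labels in both sources, so the tables argue against it. Both libraries met the table after the same steps as the other 10, which argues against another unit. An exchange of 2 labels is consistent with this. When the libraries were divided into 4 clusters without labels, 2 of 12 lay in a cluster whose other libraries carry another label, each in that of the other. The mean correlations with groups were less clear, since 5 of 12 libraries correlated best with a group other than their own, where 2 had been predicted. The means of 2 groups hold the libraries in question, so this test by itself decides nothing. *Il2*, which PMA/I induces, was at 1368 FPKM in the library labelled T_B_ IL-2nil replicate 3 and 0.29 FPKM in that labelled T_B_+ IL-2 replicate 3, against 1095 to 2374 in the other libraries labelled as with PMA/I and 0 to 1.18 in those without. Over 467 genes induced by PMA/I in the other 10 libraries, with 0 for the mean of cells without PMA/I and 1 for that of cells with it, the median position of the first of these libraries was 0.784 and of the second -0.0059. The other libraries, each placed by genes chosen without it, ran from -0.025 to 0.036 without PMA/I and from 0.857 to 1.19 with it. Over 230 genes higher with IL-2, the positions were 0.985 and 0.326, against -0.284 to 0.342 without IL-2 and 0.719 to 1.24 with it. These values argue against right labels in the deposited tables and an exchange in Table EV2. The fit behind Table EV2 was tested in the same way. With quantile normalization, the P-values of the 612 genes higher with IL-2 were met within 1% for 0.163% as labelled and for 100% with the 2 libraries exchanged, all groups in 1 fit and no block or trend. Of 7 forms of the fit that were tried with the exchange, the other six met 0 to 3.43%. A fit that took the libraries in the order of their labels is therefore excluded, and at which step the labels of the deposited tables were exchanged stays open.

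With the placement of Table EV2 and quantile normalization, 1202 genes were called as higher with IL-2 before PMA/I or induced by PMA/I, of which Table EV2 lists 1077. Filtering by level is consistent with the other 125. Of these, 123 (98.4%) were under 5 TPM in at least 1 library of the higher group, against 0 of the listed genes, the lowest of which was at 5.03 TPM. The measure was picked from 12 measures of level compared on 3 lists of Table EV2, and the limit from the values of the lists, so the test is not independent of them. The paper's text names a filter at 1 TPM in at least 1 sample and not this one.

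The genes nearest to IL-2 iDHSs did not differ as a set between T_B_+ IL-2 and T_B_+ IL-2nil. Of 562 genes, the median log2 difference was 0.062 as labelled (camera, adjusted P = 0.195, mean -0.062) and -0.052 placed as in Table EV2 (adjusted P = 0.833, mean 0.014), against 0.12 and -0.042 over all genes, and median and mean differ in sign in both. Estimated correlation (0.14 and 0.875) and fry (0.362 and 0.782) gave no call either. In the placement of Table EV2, 21 of them were called higher and 4 lower, and 124 had an adjusted P under 0.05 adjusted over the list alone and 124 over all genes. The genes nearest to IL-2 pDHSs had a median of -0.042 after PMA/I (camera, unadjusted value 0.86). A hypothesis set up before was that genes near both an IL-2 pDHS and an IL-2 iDHS depend more on IL-2 after PMA/I than genes near an iDHS alone. The medians were -0.16 over 99 genes and -0.032 over 463 genes, a difference of -0.12 against the predicted direction (permutation test over genes, which are not independent, p = 0.139), so the test gave no evidence for it.

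Histone genes were also lower without IL-2 after PMA/I. In the placement of Table EV2, the median log2 difference between T_B_+ IL-2 and T_B_+ IL-2nil over 64 genes was 2.63, with 52 called at more than 3-fold (camera, P = 4.68e-23, 0.0879 with the estimated correlation and 0.00126 in fry), and as labelled it was 2.32 (camera, P = 2.15e-20, 0.102 with the estimated correlation and 0.0129 in fry). The direction was the same in the placement of Table EV2 under quantile normalization (2.45) and without normalization (2.99). This is in line with the hypothesis that a loss of cell division without IL-2 persists through 2 h of PMA/I. The call did not hold with the estimated correlation, near-identical copies make single histone genes uncertain, and cell division itself was not measured here.

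Short non-coding RNAs took 36.8 ± 10.4% (SD, n = 6) of TPM in libraries without IL-2 and 25.8 ± 9.48% (SD, n = 6) in those with IL-2, placed as in Table EV2 (exact permutation test, two-sided, p = 0.0801). Relative depth and this share had a Pearson correlation of -0.149 (permutation test, p = 0.649) and a Spearman correlation of -0.238 (permutation test, p = 0.455) over 12 libraries, and a Pearson correlation of -0.497 without the 2 libraries farthest from the median depth. Depth and IL-2 withdrawal cannot be told apart from chance as sources of the difference with so few libraries, and both stay open.

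Regrouping the libraries of a comparison of 3 with 3 gives 10 splits, so chance cannot be excluded at a share under 0.05 for any such result. In both placements, the real split alone (1 of 10) gave as many genes higher or lower with IL-2 before or after PMA/I, as many genes induced with or without IL-2, as many induced genes 2-fold lower with IL-2, and as strong a result for the histone genes before and after PMA/I and the cdc genes, and 1 of 10 did for the naive T cell list placed as in Table EV2. As labelled, 10 of 10 splits gave as many induced genes 2-fold higher with IL-2, since there were 0 (limma), 3 as strong a result for the pDHS genes, 3 for the iDHS genes and 4 for the naive T cell list. With the placement of Table EV2 these were 6 for the induced genes, 3 for the pDHS genes, 4 for the iDHS genes and 3 for the induced genes near DHSs. Numbers pair the libraries in this placement, and of the 4 splits that part 3 pairs, as the real one does, only the real one was as large except for the iDHS genes (2 of 4), while the other six keep 2 pairs together. For the interaction, 100 of 100 splits drawn gave as many genes as labelled, since there were 0 in limma, and 5 of 100 placed as in Table EV2, or 4 of the 32 that part all pairs before and after PMA/I. The count of 0 fixes the first of these, and the others of the 4 exchange pairs after PMA/I alone and so carry the shared effect of IL-2, so these splits do not isolate chance and cannot exclude it.

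The other marker lists had no adjusted P under 0.05 in camera. With the libraries as in Table EV2, the adjusted P values in camera of the CD8 T cell, myeloid cell and regulatory T cell markers ran from 0.935 to 0.993 before and after PMA/I, with medians from -0.47 to -0.040, and as labelled those of these lists and of the B cell markers were 0.919. Of the regulatory T cell markers, all 5 passed the filter, of which *Lrrc32* is listed in Table EV2 from these libraries, and the T cells studied can express them. In T_B_ IL-2 against T_B_ IL-2nil, this list had a P of 0.0347 in fry as labelled and 0.0959 placed as in Table EV2, and 0 and 3 of the 5 genes had an adjusted P under 0.05 over all genes tested (limma, 3 and 4 at an unadjusted P under 0.05), with 1 called higher and 1 lower in the latter, so the list does not move as one. No NK cell marker passed the filter. *Cd8a* was at 5.3 ± 7.14 TPM in T_B_ IL-2 and 4.47 ± 2.54 TPM in T_B_ IL-2nil (SD, n = 3), and *Cd68* at 1.89 ± 0.788 and 2.92 ± 0.395 TPM.

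Receptor and factor genes of the second part of the rule for named genes were also measured. With the placement of Table EV2, the log2 differences between T_B_ IL-2 and T_B_ IL-2nil were 1.28 for *Il12rb1* (adjusted P = 0.00465), 0.26 for *Il12rb2* (adjusted P = 0.822), 0.029 for *Il4ra* (adjusted P = 0.948), -2.43 for *Il6ra* (adjusted P = 0.0392), 2.73 for *Fos* (adjusted P = 0.0348), 0.59 for *Fosb* (adjusted P = 0.673), -0.32 for *Stat5a* (adjusted P = 0.511), -0.95 for *Stat5b* (adjusted P = 0.00304) and -0.50 for *Runx1* (adjusted P = 0.0469) in limma. An adjusted P under 0.05 was lost in 7 of the alternatives for *Il6ra* and 9 for *Runx1*, and in none of those run for *Il12rb1* and *Stat5b*, while *Fos* was not followed over the alternatives before PMA/I. As labelled, the differences were 0.94, 0.45, 0.85, -2.12, 0.79, -1.30, -0.56, -0.55 and -0.33 in the same order, with adjusted P values from 0.427 to 0.926.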
